# A probabilistic generative model for quantification of DNA modifications enables analysis of demethylation pathways

**DOI:** 10.1186/s13059-016-0911-6

**Published:** 2016-03-14

**Authors:** Tarmo Äijö, Yun Huang, Henrik Mannerström, Lukas Chavez, Ageliki Tsagaratou, Anjana Rao, Harri Lähdesmäki

**Keywords:** DNA methylation, Bayesian analysis, Hierarchical modeling, TET proteins, 5-methylcytosine oxidation, Bisulfite sequencing, BS-seq/oxBS-seq/TAB-seq/fCAB-seq/CAB-seq/redBS-seq/MAB-seq

## Abstract

We present a generative model, Lux, to quantify DNA methylation modifications from any combination of bisulfite sequencing approaches, including reduced, oxidative, TET-assisted, chemical-modification assisted, and methylase-assisted bisulfite sequencing data. Lux models all cytosine modifications (C, 5mC, 5hmC, 5fC, and 5caC) simultaneously together with experimental parameters, including bisulfite conversion and oxidation efficiencies, as well as various chemical labeling and protection steps. We show that Lux improves the quantification and comparison of cytosine modification levels and that Lux can process any oxidized methylcytosine sequencing data sets to quantify all cytosine modifications. Analysis of targeted data from Tet2-knockdown embryonic stem cells and T cells during development demonstrates DNA modification quantification at unprecedented detail, quantifies active demethylation pathways and reveals 5hmC localization in putative regulatory regions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-016-0911-6) contains supplementary material, which is available to authorized users.

## Background

Many biological processes, including X-chromosome inactivation [1], gene imprinting [2] and genomic instability [3] are controlled by cytosine methylation, the most widely studied epigenetic modification of DNA [4]. In mammals, the bulk of DNA methylation in somatic cells occurs as 5-methylcytosine (5mC), typically in a CpG sequence context. DNA methylation is dynamically altered during normal development and abnormal changes have been described in disease [5]. For instance, DNA methylation is thought to contribute to cancer development by diminishing genome stability and suppressing the expression of tumor-suppressor genes [6]. Comparison of different cell types, including human embryonic stem cells and fetal fibroblasts [7], has revealed differential methylation at tissue-specific enhancers in various mouse [8] and human [9] tissues, linking methylation to cell development and differentiation [7–9]. DNA methylation has also been mechanistically linked to splicing regulation through inhibition of CTCF binding [10]. DNA methylation is also generally believed to have a repressive effect at regulatory regions, although transcriptional regulators can also selectively bind methylated and unmethylated DNA [11]. Finally, DNA methylation has been observed to accumulate during mammalian brain development [12] and decrease during aging [13]. For all these reasons, it is important to quantify 5mC changes accurately during embryonic development, cell differentiation and oncogenesis.

Proteins of the TET (Ten-eleven translocation) family were shown to be dioxygenases that converted 5mC to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC) and 5-carboxylcytosine (5caC) [14, 15]. These oxidized methylcytosine (oxi-mC) species have multiple functions as intermediates in DNA demethylation (5mC → C) as well as stable epigenetic marks that recruit chromatin regulators and interact with RNA polymerase [16–20]. However, the discovery that oxi-mC modifications occur naturally in mammalian DNA has complicated the analysis of DNA methylation. Initially, affinity-based methods were used to map the location of 5mC and 5hmC in genomic DNA, including immunoprecipitation of methylated and hydroxymethylated DNA using antibodies to 5-methylcytosine (MeDIP), 5-hydroxymethylcytosine (hMeDIP), or cytosine 5-methylenesulfonate (CMS, the adduct formed by reaction of sodium bisulfite with 5hmC [21–23]), or biotinylation of 5hmC using sodium periodate (GLIB) [24] or click chemistry [25]. However, there are many obvious advantages to mapping 5mC and oxi-mC at single base resolution. First, compared with affinity-based methods, which show a strong density bias [26], single-base resolution methods are more sensitive at detecting 5hmC in regions of low density CpGs. Second, if performed at high sequence coverage, single-base resolution methods are more sensitive at detecting minor and dynamic changes of oxi-mC, which are likely to be important in many different biological processes. Third, single-base resolution methods can detect localized dynamic changes of oxi-mC, such as oscillating distribution of 5hmC around CTCF binding sites and its correlation with nucleosome positioning [27, 28]. Fourth, single-base resolution methods can detect strand-specific modifications that might be associated with transcriptional activity.

For many years, the most widely used method for quantification of DNA methylation at a single-base level was bisulfite sequencing (BS-seq), the gold standard for methylation profiling [7–9, 12, 29]. Unlike affinity-based approaches, BS-seq provides methylation information at the single-nucleotide resolution by introducing single nucleotide changes into DNA sequence in a methylation-dependent manner [30]. Briefly, treatment of genomic DNA with sodium bisulfite results in rapid deamination of unmodified cytosine to uracil, which is read as thymine after PCR amplification and sequencing (C → T conversion). In contrast, 5mC is deaminated much more slowly, and so remains unconverted and is read as C. Unfortunately, bisulfite sequencing has proved inadequate to detect oxi-mCs: 5hmC reacts with sodium bisulfite to form a new adduct, cytosine 5-methylenesulfonate [21], that is resistant to deamination like 5mC, whereas 5fC and 5caC are prone to deamination like unmodified C. Thus, bisulfite sequencing cannot distinguish 5mC and 5hmC, which are both read as C after PCR amplification, nor can it distinguish unmodified C from 5fC or 5caC, which are all read as T [31].

The previously reported contradictory functions of 5mC in gene regulation [7] are partly due to the inability of BS-seq to distinguish 5hmC from 5mC. To overcome the limitations of BS-seq, oxBS-seq (oxidative bisulfite sequencing) [32] and TAB-seq (Tet-assisted bisulfite sequencing) [28] have been developed to differentiate 5hmC from 5mC at a single nucleotide level. Both techniques use oxidation; KRuO_4_ oxidizes 5hmC to 5fC in oxBS-seq [32], whereas in TAB-seq, 5hmC is protected by β-glucosyltransferase and recombinant mouse *Tet1* is used to oxidize 5mC to 5caC [28]. Importantly, oxBS-seq and TAB-seq have to be combined with BS-seq in order to distinguish C, 5mc and 5hmC and to quantify their levels. Recently, several new sequencing protocols have been developed to quantify further oxidized methylcytosines in DNA (reviewed in [33]). In fCAB-seq (5fC chemical modification-assisted bisulfite sequencing) [34], *O*-ethylhydroxylamine (Et-ONH_2_) modifies 5fC and protects it from deamination by sodium bisulfite, whereas NaBH_4_ reduces 5fC to 5hmC in redBS-seq (reduced bisulfite sequencing) [35]. Subsequent sequencing of modified or reduced 5fC in fCAB-seq and redBS-seq, respectively, reads 5fC similarly with 5mC and 5hmC. Thus, quantification of 5fC becomes possible when fCAB-seq or redBS-seq data are combined with the standard BS-seq data obtained from the same sample. Similarly with fCAB-seq, in CAB-seq (chemical modification-assisted bisulfite sequencing) [36] 1-ethyl-3-[3-dimethylaminopropyl]-carbodiimide hydrochloride (EDC) selectively protects 5caC from deamination during bisulfite treatment and quantification of 5caC requires CAB-seq to be combined with BS-seq data. In MAB-seq (M.SssI methylase-assisted bisulfite sequencing) [37], unmethylated C is methylated with the bacterial DNA CpG methyltransferase M.SssI. Sequencing of the M.Sssl and sodium bisulfite treated DNA then discriminates 5fC and 5caC from other DNA methylation modifications. All aforementioned methods are challenging and sensitive to variation in various experimental steps, often resulting in sample-specific biases. Moreover, although TAB-seq or oxBS-seq selectively detect 5hmC and 5mC, respectively, in all other methods several modifications are convoluted and, thus, the underlying true modification levels, or proportions, need to be computationally inferred from a combination of these data sets.

Various computational methods exist for analyzing BS-seq data from Sanger and high-throughput sequencing — for instance, QUMA [38], BISMA [39], methylKit [40], GBSA [41], BSmooth [42], MOABS [43], a Bayesian hierarchical model [44], MethylSeekR [45], and RadMeth [46]. These methods provide means to quantify levels of methylation, visualize data and detect differential methylation. Depending on the biological question, the quantification of methylation is done either at individual cytosines, in sliding window fashion or for predefined genomic regions, such as promoters, CpG islands or shores. Earlier methods (e.g., QUMA, methylKit) make no specific statistical assumptions about data characteristics, whereas BSmooth models the distribution of converted and unconverted cytosine counts with binomial distribution, which was extended to a hierarchical beta-binomial model in MOABS and other methods [43–46] to account for biological variation. Different measures have been proposed for calling differential methylation — for instance, Fisher’s exact test [7] on the counts of converted and unconverted cytosines, Mann–Whitney *U*-test [38] or a modified *t*-test [42] on methylation profiles, and the credible methylation difference metric calculated between methylation level distributions [43]. Although these methods are applicable for analyzing BS-seq/oxBS-seq data separately, they lack support for integrative analysis of different methylation states (the percentages of which need to add up to 100 %) from BS-seq and oxBS-seq data. Consequently, the previously proposed methods use a naïve integration, such as subtraction, of the individual methylation state estimates, which is prone to erroneous estimates. Recently, the MLML method was published, which provides consistent methylation (non-negative and adds up to 100 %) estimates from BS-seq, oxBS-seq, and TAB-seq data using the expectation maximization algorithm [47]. However, no method exists to analyze other oxi-mC-seq data (other than simple subtraction of read counts) and, importantly, previous methods do not take into account experiment-specific variation in the biochemistry. These non-ideal experimental parameters include, e.g., bisulfite conversion, oxidation efficiencies, chemical labeling and protection steps and sequencing errors, and their experimental significance has been demonstrated [28, 32, 34, 37]. Notable exceptions include the computational methods introduced in [12, 28, 32] which use the binomial test together with a conversion inefficiency parameter to quantify the significance (i.e., *p* value) of 5mC > 0 and 5hmC > 0. However, the use of these early methods is limited as they provide neither a way to accurately quantify cytosine modification levels nor a method to assess differential methylation.

To study active demethylation and to characterize unknown functions of oxi-mC species, a rigorous statistical analysis of BS-seq and oxi-mC-seq data is needed for accurate quantification of different cytosine modifications and detection of differential methylation between conditions. To fill this gap we present an integrative hierarchical model, Lux, which is inspired by the aforementioned measurement processes. This probabilistic generative model enables accurate and unbiased quantification of different cytosine modifications and differential methylation at individual cytosines or loci, with or without replicates, while taking imperfect and sample-specific experimental parameters into account. Full Bayesian inference quantifies the effect of the uncertainties in data and parameters to the final estimates. Lux is applicable for analyzing any number and combination of BS-seq and oxi-mC-seq data sets from whole genome, reduced representation or targeted experiments, and provides the most accurate methylome estimates when samples are spiked-in with stretches of unmethylated and methylated (5mC, 5hmC, 5fC, and/or 5caC) control DNAs. These features were benchmarked extensively on real and simulated data, including BS-seq, oxBS-seq, TAB-seq, and fCAB-seq. We also show that the statistical framework is easily extended for other existing data types, such as CAB-seq, redBS-seq, and MAB-seq, as well as upcoming derivatives of traditional bisulfite sequencing. A platform-independent implementation of Lux is released under MIT license at https://github.com/tare/Lux/ and as Additional files 1 and 2.

## Results and discussion

### Method overview

We first describe how Lux can be applied to simultaneously analyze C (together with 5fC and 5caC), 5mC and 5hmC from BS-seq and oxBS-seq data, and later extend Lux to other data types. BS-seq and oxBS-seq provide partially orthogonal, but convoluted, information on methylation status (Fig. 1a) as BS-seq reads discriminate 5mC and 5hmC from C whereas oxBS-seq reads discriminate 5mC from C and 5hmC. Thus, together they provide the data required for quantifying levels of C, 5mC and 5hmC. Two straightforward approaches for quantifying 5hmC levels from BS-seq and oxBS-seq data calculate the difference in proportions of unconverted cytosines [32] or the difference of separately estimated proportions [43], respectively, resulting in unconstrained maximum likelihood estimates (termed as frequency method; see Additional file 3). Unfortunately, both approaches can lead to erroneous estimates, such as negative values for 5hmC, because the cytosine modification levels are tightly interconnected. Moreover, the read-outs from BS-seq and oxBS-seq assays depend on the efficiencies of bisulfite conversion and oxidation (Fig. 1a).

**Fig. 1:**
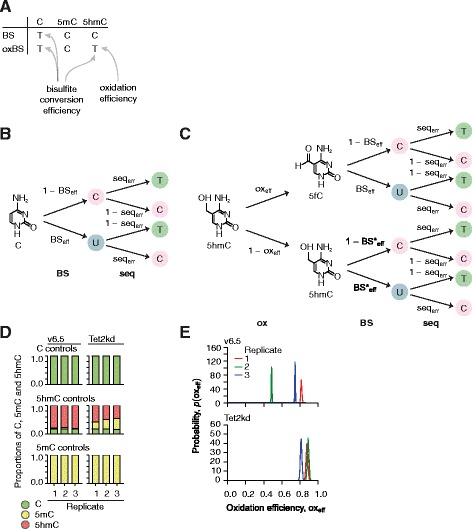
The effect of imperfect bisulfite conversion and oxidation efficiencies on BS-seq and oxBS-seq assays. **a** The read-outs for C, 5mC and 5hmC in BS-seq and oxBS-seq assays. The *arrows* indicate which read-outs are affected by bisulfite conversion and/or oxidation efficiencies. **b** The bisulfite conversion of C followed by sequencing. The four possible scenarios of sequencing “C” or “T” are expressed in terms of BS_eff_ and seq_err_. Oxidation does not have an effect on C so this model also applies to the oxBS-seq measurement of C. **c** The oxidation of 5hmC followed by bisulfite treatment and sequencing. The eight possible scenarios of sequencing “C” or “T” are expressed, stated in terms of BS_eff_, BS*_eff_, ox_eff_ and seq_err_. Under bisulfite treatment, without the preceding oxidation step, 5hmC and 5mC react in the same way. **d** The posterior mean methylation proportions across the control loci in v6.5 (*left panel*) and Tet2kd (*right panel*) samples. The different replicates are in the columns. The bars show the arithmetic means of the posterior means of the individual cytosines. The one-sided error bars (mean – standard deviation is depicted) show the standard deviations. **e** Posterior distributions of oxidation efficiencies across biological conditions (v6.5 in *top panel*; Tet2kd in *bottom panel*) and replicates. Kernel density estimates with the Gaussian kernel (the bandwidth obtained with Scott’s rule) are shown

We considered the following experimental parameters: bisulfite conversion (BS_eff_), inaccurate bisulfite conversion (BS*_eff_; Figure S1a in Additional file 4), oxidation (ox_eff_) efficiencies and sequencing errors (seq_err_). To quantify the C, 5mC and 5hmC proportions from BS-seq and oxBS-seq data while taking into account the experimental parameters; we formulated a probabilistic generative model (see "Materials and methods"). First, for each cytosine modification, we write the probabilities of the BS-seq and oxBS-seq outcomes in the terms of experimental parameters BS_eff_, BS*_eff_, ox_eff_ and seq_err_ (Fig. 1b, c; Figure S1b, c in Additional file 4). Next, we modeled cytosine-specific methylation states (C, 5mC and 5hmC) with cytosine-specific probabilities θ = [p(C), p(5mC), p(5hmC)] (Σθ = 1) and weighted the probabilities of the BS-seq and oxBS-seq outcomes with the proportions in θ (Additional file 4: Figure S1d; see "Materials and methods"). Consequently, the BS-seq and oxBS-seq outcomes are Bernoulli distributed with the aforementioned weighted and summed success probabilities; moreover, the frequencies of the sequencing read-outs are binomially distributed (Figure S2 in Additional file 4). The capability of analyzing data from repeated biological experiments in Lux is implemented by adding a hierarchical level for modeling biological variation between the replicate-specific proportions θ_i_ from the common proportions μ (Figure S2 in Additional file 4; see "Materials and methods"). The statistical model is described in more detail in "Materials and methods" and in full detail in Additional file 3.

Bayesian inference of the model yields posterior distributions of the model parameters conditioned on data (see "Materials and methods"). This starts by specifying prior distributions on the model parameters (Figure S2 in Additional file 4; Table S1 in Additional file 5; see "Materials and methods"). The model inference was implemented in Stan, which utilizes the Hamiltonian MCMC strategy (HMC) with the No-U-turn sampler (NUTS) for estimating posterior distributions with fast convergence [48] (see "Materials and methods"). In practice, Lux with the model suitable for distributed computing (Figure S2b in Additional file 4) is able to analyze approximately 15,000 cytosines for a single replicate in an hour on a single core (Figure S2c in Additional file 4). Notice that run time requirement with respect to replicates increases sub-linearly. Thus, as demonstrated in this study by utilizing a computing cluster, one can analyze all cytosines in a CpG context in mammalian genomes in several hours, therefore rendering Lux applicable for integrative analysis of oxi-mC data with or without replicates in a genome-wide setting.

### Estimation of experimental parameters

We focused on 14 previously studied genomic loci covering approximately 2000 cytosines in wild-type (v6.5) and *Tet2* knockdown (Tet2kd) v6.5 embryonic stem cells [49] and carried out targeted BS and oxBS sequencing with three biological replicates. 

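The experiment comprised 12 samples, made from 3 biological replicates of parental v6.5 mouse embryonic stem cells and 3 of v6.5 cells with a stable Tet2 knockdown, each replicate being measured by BS-seq and by oxBS-seq. In BS-seq an unmodified cytosine is converted and read as T, while 5mC and 5hmC are both read as C; in oxBS-seq 5hmC is oxidized first and then read as T, so that mainly 5mC remains as C. The authors aligned the reads with Bismark to the mm9 mouse genome and the lambda phage genome, and deposited for every covered cytosine of each sample the counts of C and of T read-outs, without normalization, together with the percent of C read-outs, which was used only to check the counts. Positions were raised by 1 to the coordinates used in the paper. The counts held 2708 genomic cytosines in 17 covered loci, and cytosines with at least 10 read-outs in each of the 12 samples were kept, which left 2428 cytosines in 14 loci. The 3 methylation states were estimated with the cytosine-level Lux model, refitted with the paper's priors and with the experimental parameters held at the values estimated from the spike-in controls of each replicate. BS-seq and oxBS-seq of one replicate number were taken as one replicate, and the 3 Tet2kd replicates were compared with the 3 v6.5 replicates by an exact permutation test over the 20 possible assignments, whose smallest p is 0.1. Because replicates carry the same numbers in both genotypes, the differences between replicates of the same number were also tested by exact sign-flip permutation as a replicate block, whose smallest p is 0.25. Neither test can reach a p of 0.05.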

Ten of the selected loci were highly statistically significantly differentially methylated and had varying methylation states based on the previous mapped 5hmC and 5mC methylomes [49] obtained using CMS-IP (cytosine-5-methylenesulfonate immunoprecipitation) and MeDIP (methylated DNA immunoprecipitation) antibody techniques. Four of the loci showed no differential methylation [49]. The obtained high coverage (median cytosine coverage 2042×) data sets on the selected loci provided an ideal backdrop for assessing the applicability of Lux, and for comparing Lux’s accuracy with that of other methods. 

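The number of C and T read-outs over genomic cytosines lay between 4505229 and 18096597 per sample. The median of the 3 replicates was 8450062 read-outs in v6.5 BS-seq, 6369910 in v6.5 oxBS-seq, 8839146 in Tet2kd BS-seq and 9768175 in Tet2kd oxBS-seq. Over the 2428 cytosines and 12 samples, the median coverage was 2042 read-outs, and the median of a single sample ranged from 777.5 (v6.5 oxBS-seq, replicate 2) to 3821.5 (Tet2kd BS-seq, replicate 3). At the median coverage, a cytosine read as C in as many read-outs as T has a Wilson 95% confidence interval from 47.83% to 52.17%, and the smallest share that the depth can show, 3 read-outs, is 0.1469%. At the coverage minimum of 10 read-outs the same interval runs from 23.66% to 76.34% and the smallest share is 30%.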

To estimate the bisulfite conversion rates and oxidation efficiencies, the sequencing libraries were spiked with stretches of unmethylated, methylated and hydroxymethylated DNAs (see "Materials and methods"). The Cs and 5mCs in the control DNA are close to 100 % unmethylated and methylated, respectively, while 5hmC has ~90 % purity, reflecting the purity of the 5hmCTP obtained from the manufacturer [28]. This prior knowledge was plugged into the model through the prior distributions (Table S1 in Additional file 5; Figure S2a in Additional file 4; see "Materials and methods"). Next the model was conditioned on the data and the posterior distributions of the methylation states of the control DNA (Fig. 1d) and experimental parameters (oxidation efficiencies shown in Fig. 1e; others are listed in Table S2 in Additional file 5) were derived (see "Materials and methods"). 

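The control states were fitted from the Watson-strand cytosines of the 3 spike-in stretches on the lambda genome, 26 cytosines between positions 22924 and 23075 for C, 35 between 47359 and 47529 for 5mC, and 27 between 23789 and 23954 for 5hmC. Averaged over the 26 C control cytosines, the estimated proportion of C was at least 0.9985 in each of the 6 replicates. The 5mC control had a proportion of 5mC of 0.9822 to 0.9946. The 5hmC control had a proportion of 5hmC of 0.7524 to 0.8045, a proportion of C of 0.1695 to 0.1765 and a proportion of 5mC of 0.0215 to 0.0781. The SD of the 5hmC proportion between the 27 cytosines lay between 0.0851 and 0.1652, against 0.0018 to 0.0034 for the 5mC proportion between the cytosines of the 5mC control.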

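At the C control, 0.141% to 0.260% of read-outs were C in BS-seq and 0.191% to 0.401% in oxBS-seq (range of 6 replicates, mean over 26 cytosines). At the 5mC control, the corresponding ranges were 98.76% to 99.03% and 98.48% to 98.73%. At the 5hmC control, BS-seq varied little between replicates, from 81.74% to 82.88% C, whereas oxBS-seq ranged from 19.98% C in v6.5 replicate 1 to 46.57% C in Tet2kd replicate 3. The median coverage of the 27 cytosines was 21861 to 43952 read-outs in BS-seq and 1522 to 12287 in oxBS-seq. The plot of the 5hmC control by replicate shows both assays. From these control estimates, the paper concludes that the C and 5mC controls were near ideal and that the 5hmC controls varied more.

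**Figure D1:**
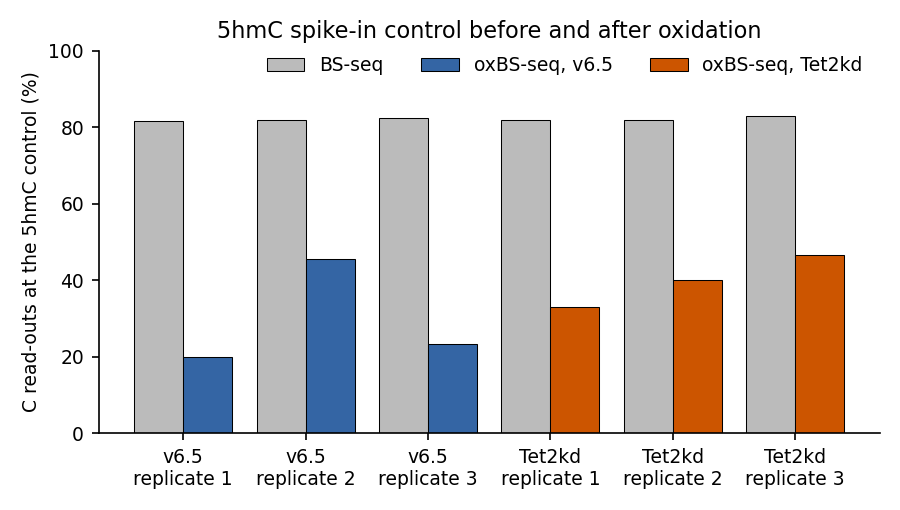
Percent of C read-outs at the 27 cytosines of the 5hmC control (vertical axis) for each replicate of v6.5 and Tet2kd cells, in BS-seq (grey) and in oxBS-seq (coloured by genotype). The BS-seq values lie between 81.74% and 82.88%, and the oxBS-seq values between 19.98% and 46.57%.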

C and 5mC controls were close to ideal, whereas 5hmC controls had more experimental variation, presumably because of the impure dhmCTP mix and experimental challenges (Fig. 1d). The small standard deviations of the estimates demonstrate the identifiability of the experimental parameters. The experimental variation in the parameters (ox_eff_ from 0.48 to 0.89) emphasizes the importance of considering them while estimating methylation levels and comparing methylation levels among samples (Fig. 1e). 

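Estimated from the controls, the oxidation efficiency was 0.778, 0.472 and 0.743 in v6.5 replicates 1 to 3 and 0.625, 0.545 and 0.486 in Tet2kd replicates 1 to 3. It was highest in v6.5 replicate 1 and lowest in v6.5 replicate 2. The raw efficiency, 1 minus the ratio of the C fraction in oxBS-seq to that in BS-seq over the 5hmC control, was 0.756, 0.443 and 0.717 in v6.5 and 0.598, 0.512 and 0.438 in Tet2kd. Adding the control cytosines of the other strand gave 0.741, 0.411 and 0.730 in v6.5 and 0.604, 0.509 and 0.464 in Tet2kd. From the variation between replicates, the paper concludes that the experimental parameters have to be considered when methylation levels are estimated and compared.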

In addition to impure dhmCTP mixes, the amount of 5hmC in the genomic DNA might affect the oxidation efficiency, and thus the higher oxidation efficiency in Tet2kd cells might be due to the reduced amount of 5hmC in Tet2kd cells compared with that in v6.5 cells. 

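The mean oxidation efficiency was 0.664 ± 0.167 (SD, n = 3 replicates) in v6.5 cells and 0.552 ± 0.069 (SD, n = 3) in Tet2kd cells. The difference of -0.1124 was smaller than the SD of the v6.5 replicates (exact permutation test, p = 0.4). Paired by replicate number as a replicate block, the exact sign-flip permutation test gave p = 0.5. With the raw efficiency in which Crick-strand read-outs were added to the 5hmC control, a setting chosen after the files were seen, the difference was -0.1575, the largest change among the ways of estimating it. Leaving out 1 replicate at a time gave differences from -0.2084 to -0.0557. On the basis of its estimates (Fig. 1e), the paper proposes that genomic 5hmC might influence the oxidation efficiency, and might explain a higher efficiency in Tet2kd cells.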

Importantly, 5hmC estimates would be underestimated in the v6.5 samples if the sample-specific oxidization efficiency was not taken into account, as implemented in Lux. 

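With the control-based parameters, the mean 5hmC proportion of the 384 CpG cytosines in v6.5 cells was 0.0560, 0.0960 and 0.0693 in replicates 1 to 3 (mean 0.0738 ± 0.0204, SD, n = 3). With ideal parameters, that is complete conversion and oxidation and no other error, the same replicates gave 0.0429, 0.0496 and 0.0513 (mean 0.0479 ± 0.0044, SD, n = 3). The replicate with the lowest oxidation efficiency, replicate 2, changed most. In Tet2kd cells the mean was 0.0719 ± 0.0069 (SD, n = 3) with control-based and 0.0413 ± 0.0061 (SD, n = 3) with ideal parameters. The paper reasons from the incomplete oxidation that 5hmC is underestimated when the efficiency is left out of the model.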

As expected, other parameters were close to ideal (Table S2 in Additional file 5).

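The bisulfite conversion efficiency was estimated between 0.99886 and 0.99962 in the 6 replicates. The inaccurate bisulfite conversion efficiency, the share of methylated cytosines that bisulfite converts, lay between 0.0013 (Tet2kd replicate 3) and 0.0097 (v6.5 replicate 1), and the sequencing error between 0.00036 and 0.00091.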

In addition, we carried out an in silico experiment to enable a more controlled evaluation (Figure S3a in Additional file 4). Briefly, we studied the identifiability of the model by testing different settings of experimental parameters, number of control cytosines, and coverage levels. The simulation results also demonstrate a good identifiability of the experimental parameters since they can be estimated even from a single control cytosine (Figure S3b in Additional file 4). Moreover, simulation results suggest that with 20 control cytosines per methylation modification, the experimental parameters can be accurately estimated and their accuracy saturates at 48× coverage (Figure S3c in Additional file 4).

### Estimation of methylation levels

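The 2428 cytosines comprised 384 in a CpG context, 568 in a CHG context and 1476 in a CHH context, where H stands for A, C or T. The 14 loci spanned 294 to 492 bp each and held 15 to 64 CpG cytosines. For each cytosine, 1000 draws were taken from the posterior distribution of the proportions of C, 5mC and 5hmC in each replicate and of the proportions shared by the replicates of a genotype.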

The methylation statuses of all the cytosines with at least 10× coverage across all six samples (N = 2428) were estimated (Table S3 in Additional file 5) simultaneously with the estimation of experimental parameters. 

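In v6.5 cells, the 5mC proportion of the 384 CpG cytosines ranged from 0.0028 to 0.9675, with a median of 0.5305 and quartiles of 0.2476 and 0.7996. The 5hmC proportion ranged from 0.0029 to 0.2624 with a median of 0.0397. In Tet2kd cells, the median 5mC proportion was 0.7200 and the median 5hmC proportion 0.0322. Over the 2044 non-CpG cytosines, the median 5mC proportion was 0.0043 in v6.5 and 0.0044 in Tet2kd cells, and the median 5hmC proportion 0.0046 and 0.0047. In each genotype 4 non-CpG cytosines had a 5mC proportion above 0.1. The largest non-CpG 5hmC proportion was 0.1795 in v6.5 and 0.3114 in Tet2kd cells. Averaged over non-CpG cytosines, the 5mC proportion differed between genotypes by 0.0003, less than the SD of the Tet2kd replicates of 0.0006 (exact permutation test of 3 against 3 replicates, p = 0.5). With the oxidation efficiencies read from Fig. 1e, chosen after the files were seen, it was higher by 0.0007 and in every Tet2kd replicate (exact permutation test, p = 0.1, the smallest possible). In the counts, the non-CpG share of C was higher in every Tet2kd than in every v6.5 sample. It was 0.4962% to 0.6065% against 0.3836% to 0.4629% in BS-seq, and 0.5401% to 0.5764% against 0.4208% to 0.4664% in oxBS-seq. From the distributions of the proportions, the paper concludes that methylation varied widely at CpG cytosines and was absent outside them.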

As expected, there was wide variation in the DNA methylation levels of cytosines in a CpG context (left panel in Fig. 2a), but no 5mC or 5hmC in cytosines located in a non-CpG (CHG/CHH) context (right panel in Fig. 2a). Because TET family proteins oxidize 5mC to 5hmC, 5fC and 5caC, a Tet2kd is expected to block this demethylation pathway and increase the level of 5mC. 

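Of the 384 CpG cytosines, 164 had a 5mC proportion that was higher in Tet2kd cells by more than 0.1, and 1 had a proportion lower by more than 0.1. The 164 cytosines lay in 9 of the 14 loci. Every Tet2kd replicate was above every v6.5 replicate at all but 25 of them. On average over the 164 cytosines, the 5mC proportion rose by 0.2237 and the proportion of C fell by 0.2026. Requiring the gain in each of the 3 paired differences between replicates of the same number, the replicate block, left 83 cytosines. The count moved most when only cytosines with at least 1000 read-outs in every sample were kept, with 61 cytosines left. Omitting each replicate in turn gave 146 to 184 cytosines. Averaged over all 384 CpG cytosines, the 5mC proportion was 0.4843 ± 0.0234 (SD, n = 3 replicates) in v6.5 and 0.5742 ± 0.0052 (SD, n = 3) in Tet2kd cells. Each Tet2kd replicate was above each v6.5 replicate, a difference of 0.0900 that exceeded both SDs (exact permutation test, p = 0.1, the smallest possible; replicate block, exact sign-flip permutation p = 0.25, the smallest possible). Down-sampling to 12 read-outs per cytosine lowered this difference most, to 0.0594.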

Notably, 5mC levels for 179 out of 384 cytosines were increased in Tet2kd cells (p_Tet2kd_(5mC) − p_v6.5_(5mC) > 0.1) (Fig. 2a). These cytosines were also highly marked by 5hmC in v6.5 cells (Fig. 2a), suggesting the expected scenario in which *Tet2* depletion resulted in loss of 5hmC and concomitantly increased 5mC. 

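At the 164 CpG cytosines with increased 5mC, the mean 5hmC proportion in v6.5 cells was 0.0787 (SD between cytosines 0.0476), against 0.0335 (SD 0.0308) at the other 220 CpG cytosines. The difference of 0.0452 had p = 1e-05 in a permutation test over cytosines, the smallest p that 100000 permutations can give; cytosines of one locus are not independent replicates. The other cytosines include the 64 CpG cytosines of an unmethylated locus, and without them their mean was 0.0452 over 156 cytosines. Within loci, the difference shrank to 0.0072 (permutation test within loci, p = 0.00135), the smallest value among the alternatives. In estimates of single replicates, which run higher than the shared proportions, 5hmC from a v6.5 replicate that did not enter the gain differed by 0.0549. The replicates of a genotype were fitted jointly, so that replicate still informed the others. From v6.5 to Tet2kd cells the mean 5hmC proportion of the 164 cytosines changed by -0.0211, and it was lower in Tet2kd cells at 112 of them. Averaged per replicate over the 164 cytosines, 5hmC was 0.1089 ± 0.0387 (SD, n = 3) in v6.5 and 0.0897 ± 0.0158 (SD, n = 3) in Tet2kd cells, a difference within the replicate SD (exact permutation test, p = 0.4). At the other 220 it rose from 0.0476 ± 0.0067 to 0.0586 ± 0.0022 (SD, n = 3 each), higher in every Tet2kd replicate (exact permutation test, p = 0.1, the smallest possible). This difference of 0.0111 was 0.0027 with ideal parameters. With the oxidation efficiencies of Fig. 1e, chosen after the files were seen, it was -0.0060. From the 5hmC in v6.5 cells at the cytosines with increased 5mC, the paper proposes that Tet2 depletion leads to a loss of 5hmC and a gain of 5mC.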

However, the demethylation process is reduced rather than entirely blocked in *Tet2* knock-down mESCs, either because of incomplete depletion and residual TET2 activity or compensatory activity of other TET enzymes, most likely TET1 [49]. 

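The mean 5hmC proportion over the 384 CpG cytosines was 0.0738 ± 0.0204 (SD, n = 3 replicates) in v6.5 and 0.0719 ± 0.0069 (SD, n = 3) in Tet2kd cells. The replicates of the genotypes overlapped, and the difference of -0.0019 was below both SDs (exact permutation test, p = 0.9; paired as a replicate block, exact sign-flip permutation p = 1.0). The difference was -0.0192 at the 164 cytosines with increased 5mC and 0.0111 at the other 220 CpG cytosines. A 5hmC proportion above 0.05 was estimated at 157 CpG cytosines in v6.5 and at 130 in Tet2kd cells. The proportion of C fell from 0.4420 ± 0.0058 to 0.3539 ± 0.0021 (SD, n = 3 each), with every Tet2kd replicate below every v6.5 replicate (exact permutation test, p = 0.1, the smallest possible). The oxidation efficiencies read from Fig. 1e, a setting chosen after the files were seen, moved the 5hmC difference most, to -0.0229 (exact permutation test, p = 0.2), and ideal parameters gave -0.0067 (exact permutation test, p = 0.2). By the frequency method, which takes oxidation as complete, 5hmC was lower in every Tet2kd replicate (difference -0.0123, exact permutation test, p = 0.1, the smallest possible). Such a difference cannot separate less 5hmC from less complete oxidation. Constrained maximum likelihood, which also takes oxidation as complete but allows no negative proportions, gave -0.0062 (exact permutation test, p = 0.3). After down-sampling to 12 read-outs, 5hmC was higher in every Tet2kd replicate (difference 0.0174, exact permutation test, p = 0.1). The paper reasons that demethylation is reduced and not blocked, because of incomplete depletion or of other TET enzymes.

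**Figure D2:**
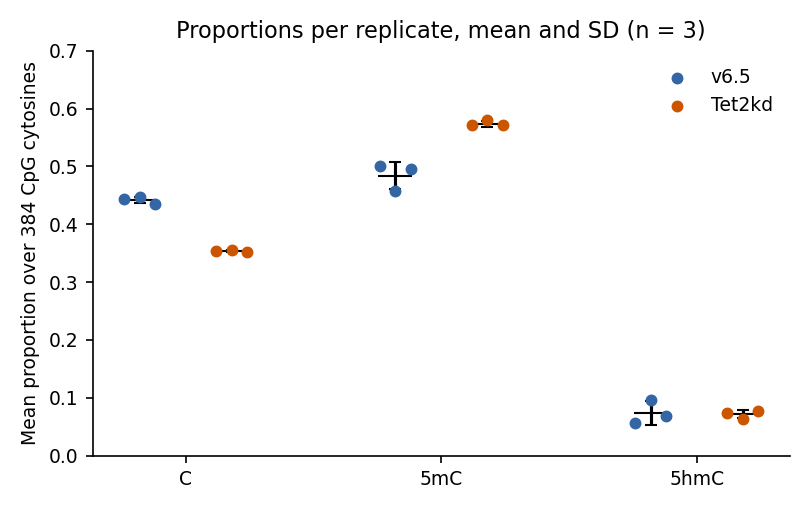
Mean proportion of C, 5mC and 5hmC (vertical axis) over the 384 CpG cytosines in each replicate of v6.5 and Tet2kd cells (points), with the mean and SD of the 3 replicates. The Tet2kd replicates lie above the v6.5 replicates in 5mC (0.5742 against 0.4843) and below them in C, and the genotypes overlap in 5hmC (0.0719 against 0.0738).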

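Across the 384 CpG cytosines, which are not independent replicates, the change in 5mC and the change in 5hmC from v6.5 to Tet2kd cells had a Pearson correlation of -0.4375 and a Spearman correlation of -0.4501 (p = 1e-05 each, the smallest possible with 100000 permutations of the cytosines). Computed from replicates of the same number, the correlation was -0.5755, -0.7807 and -0.5986. When the 5mC change came from one replicate number and the 5hmC change from another, the mean correlation was -0.0486 (permutation test, p = 0.0828), the alternative with the largest effect. The replicates of a genotype were fitted jointly, so both changes were not fully separate. Across the means of the 14 loci it was -0.5082 (permutation test, p = 0.0636), and after subtraction of the locus means -0.5386. The levels themselves correlated across CpG cytosines with 0.1143 in v6.5 and 0.0295 in Tet2kd cells. At locus level, shown in the plot of changes per locus, 5mC was higher in every Tet2kd replicate at 9 of the 14 loci. Among these is the unmethylated locus of chromosome X, with a change of only 0.0019. 5mC was lower in every Tet2kd replicate at the Gata1 locus (change -0.0162). 5hmC was lower in every Tet2kd replicate at 1 locus, the Igsf21 locus (-0.0623), and higher in every Tet2kd replicate at 2, the Gata1 locus (0.0170) and the unmethylated locus of chromosome X (0.0020). At the Gata1 locus, the 5mC change was 0.0007 with ideal parameters and 0.0094 with the oxidation efficiencies of Fig. 1e, chosen after the files were seen. Its 5hmC change was 0.0026 and -0.0081, so the direction of both changes depended on the efficiencies used. From the relation between the changes, the paper concludes that 5mC and 5hmC are inversely related in the active demethylation pathway.

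**Figure D3:**
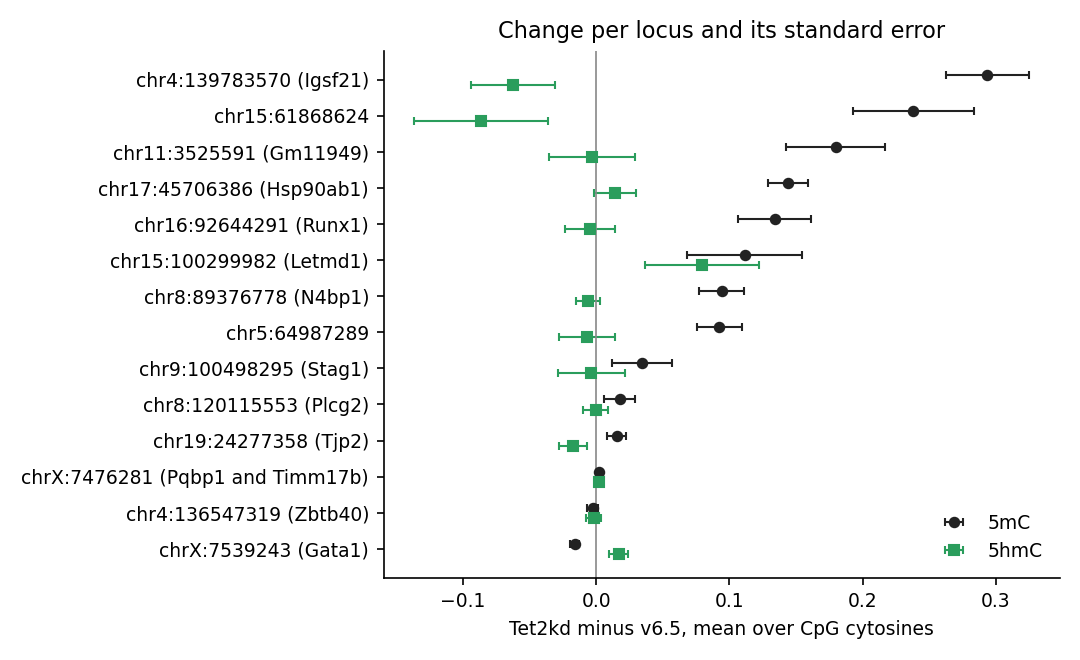
Change of the 5mC and 5hmC proportions from v6.5 to Tet2kd cells (horizontal axis) for each of the 14 loci, as the mean over CpG cytosines with the standard error of the difference between 3 and 3 replicates. The largest 5mC gain, 0.2937, is at the Igsf21 locus, and the 5hmC changes run from -0.0864 at the chr15 locus near Pvt1 to 0.0795 at the Letmd1 locus.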

More generally, we observed an inverse correlation between 5mC and 5hmC levels (Figure S4 in Additional file 4) reflecting the inherent relationships between cytosine modifications in the active demethylation pathway.

**Fig. 2:**
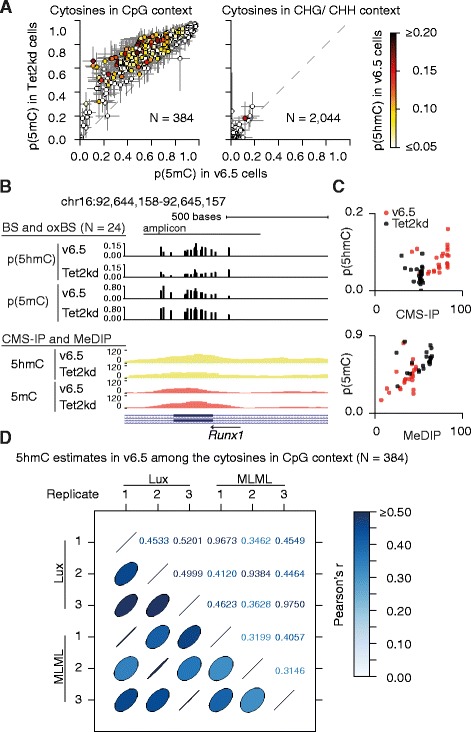
Estimating proportions of DNA methylation modifications. **a** Scatter plot representations of the observed changes in 5mC levels (estimated over three replicates) between wild-type and *Tet2* knock-down cells across all the cytosines in the 14 genomic loci studied. The estimated posterior means and their standard deviations are illustrated. The cytosines are grouped based on their sequence context. The coloring of the circles depicts the estimated 5hmC levels in v6.5. **b** The estimated posterior means of 5hmC and 5mC levels from three replicates per condition are depicted in the bar charts (*top panel*). Only the cytosines in a CpG context and the designed amplicon are depicted. Read density profiles from affinity-based measurements of 5hmC and 5mC levels across the locus chr16:92,644,158-92,645,157 are shown (*bottom panel*). **c** Scatter plot representations of 5hmC levels estimated using CMS-IP and BS-/oxBS-seq (*top panel*) and 5mC using MeDIP and BS-/oxBS-seq (*bottom panel*) measurements. The conditions are set apart by the color. Random jitter has been added to the scatter plot points to avoid overlapping points. **d** A pair-wise comparison between the Lux and MLML replicate-specific 5hmC level estimates. Only the cytosines in a CpG context are considered. The Pearson’s correlation coefficients are shown

To confirm Lux’s ability to estimate methylation levels, we compared our estimates with published 5hmC and 5mC methylome maps [49] obtained using CMS-IP and MeDIP antibody techniques, respectively. 

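The Runx1 locus, covered from 92644291 to 92644782 on chromosome 16 of mm9, overlaps a coding exon of Runx1 and held 24 CpG cytosines with 48 to 12039 read-outs each. Averaged over these cytosines, the 5mC proportion was 0.4085 ± 0.0419 (SD, n = 3 replicates) in v6.5 and 0.5426 ± 0.0223 (SD, n = 3) in Tet2kd cells, with each Tet2kd replicate above each v6.5 replicate (difference 0.1341, exact permutation test, p = 0.1, the smallest possible). The 5hmC proportion was 0.1062 ± 0.0285 (SD, n = 3) in v6.5 and 0.1017 ± 0.0156 (SD, n = 3) in Tet2kd cells. Its difference of -0.0046 lay within the spread of the replicates (exact permutation test, p = 0.8; paired as a replicate block, exact sign-flip permutation p = 0.75). The unconstrained frequency method, in which 5hmC is the C fraction in BS-seq minus that in oxBS-seq, moved the 5hmC difference most, to -0.0359, with every Tet2kd replicate below every v6.5 replicate (exact permutation test, p = 0.1, the smallest possible). Ideal parameters (-0.0158), constrained maximum likelihood without parameters (-0.0180) and, chosen after the files were seen, the oxidation efficiencies of Fig. 1e (-0.0352) separated the replicates in the same way (exact permutation test, p = 0.1 each), so that whether a 5hmC loss was detected at this locus depended on the oxidation efficiencies used. From such levels, the paper concludes that the proportions before and after Tet2 depletion were qualitatively similar.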

For example, in a methylated locus (*Runx1*), Lux estimated qualitatively similar 5mC and 5hmC levels from BS- and oxBS-seq data before and after *Tet2* depletion (Fig. 2b, top). However, detailed analysis of individual CpGs showed the expected loss of 5hmC and gain of 5mC in *Tet2*-depleted relative to parental v6.5 embryonic stem cells (Fig. 2c), confirming previous conclusions from comparisons of CMS-IP and MeDIP peaks (Fig. 2b, bottom) [49]. 

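Among the 24 CpG cytosines of the Runx1 locus, 23 had a higher 5mC proportion in Tet2kd cells, 21 of them by more than 0.1, and the largest gain was 0.2583. The 5hmC proportion was lower in Tet2kd cells at 16 cytosines, all of which had higher 5mC. Its largest loss was -0.0665 and its largest increase 0.0500. At 16 cytosines every Tet2kd replicate was above every v6.5 replicate in 5mC. For 5hmC, every Tet2kd replicate was below every v6.5 replicate at 2 cytosines and above at 1. The largest Bayes factor of a single cytosine in the locus was 0.5599. With ideal parameters 5hmC was lower in Tet2kd cells at 19 cytosines, and its mean over the locus was lower in every Tet2kd replicate (difference -0.0158, exact permutation test of 3 against 3, p = 0.1, the smallest possible). Excluding v6.5 replicate 2 turned the mean 5hmC difference into an increase of 0.0110. Over all 14 loci, 197 of the 384 CpG cytosines had higher 5mC together with lower 5hmC in Tet2kd cells. From the individual CpGs, the paper concludes that Tet2 depletion led to a loss of 5hmC and a gain of 5mC.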

Additionally, as a negative control, no 5mC or 5hmC were detected within the tested unmethylated loci (Figure S5 in Additional file 4). 

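The unmethylated locus lies on chromosome X of mm9 from 7476281 to 7476697, at UTR exons of Pqbp1 and Timm17b, and held 64 CpG cytosines. Their mean 5mC proportion was 0.0024 ± 0.0003 (SD, n = 3 replicates) in v6.5 and 0.0043 ± 0.0011 (SD, n = 3) in Tet2kd cells, and the mean 5hmC proportion 0.0025 ± 0.0002 (SD, n = 3) and 0.0045 ± 0.0011 (SD, n = 3). Both values were higher in every Tet2kd replicate than in every v6.5 replicate (exact permutation test, p = 0.1 each, the smallest possible). The proportion of C was 0.9951 in v6.5 and 0.9912 in Tet2kd cells. With ideal parameters, the mean 5hmC proportion was 0.0030 in v6.5 and 0.0078 in Tet2kd cells. The paper takes this locus as a negative control without 5mC and 5hmC.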

Results on other loci are similar (data not shown).

A recently published method, MLML, provides consistent methylation estimates by calculating the constrained maximum likelihood estimates using the expectation maximization algorithm [47]. To study the differences between Lux and MLML, we analyzed our BS-seq and oxBS-seq data using MLML and then compared the results with the ones obtained using Lux. 

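MLML was represented by its constrained maximum likelihood estimates, which have a closed form for paired BS-seq and oxBS-seq counts and use no experimental parameters. Correlations were computed across the 384 CpG cytosines, which are not independent replicates, for the 3 pairs of replicates of a genotype. For C they exceeded 0.99 in all pairs, with a mean of 0.9940 for Lux and 0.9928 for constrained maximum likelihood in v6.5 cells. For 5mC in v6.5 cells, the 3 correlations were 0.9673, 0.9863 and 0.9658 with Lux and control-based parameters, and 0.9857, 0.9900 and 0.9836 with constrained maximum likelihood. With ideal parameters in place of control-based ones, Lux gave 0.9884, 0.9911 and 0.9870. In Tet2kd cells the mean 5mC correlation was 0.9462 with Lux and 0.9741 with constrained maximum likelihood. The paper concludes that C and 5mC correlated well between replicates for both methods.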

First, the obtained C and 5mC level estimates correlate well between biological replicates for both of the two methods (Figure S6a in Additional file 4), although 5mC estimates from Lux correlate slightly better between biological replicates. 

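Across the 384 CpG cytosines, the 5hmC proportions of v6.5 replicates correlated with 0.4505, 0.5275 and 0.4998 when estimated by Lux with control-based parameters (mean 0.4926, SD of the 3 pairs 0.0390). Constrained maximum likelihood without parameters gave 0.3128, 0.4140 and 0.3223 (mean 0.3497, SD 0.0559), lower in every pair of replicates. Entering the control-based parameters into the constrained maximum likelihood gave a mean of 0.3536, and Lux with ideal parameters a mean of 0.4731. In Tet2kd replicates the means were 0.3235 for Lux and 0.1881 for constrained maximum likelihood. At 12 read-outs per cytosine, drawn at random, the means moved apart most, to 0.7598 and 0.0810, and among cytosines with at least 1000 read-outs in every sample they were closest, 0.5104 and 0.4879. Lux fits the replicates of a genotype with shared proportions, and constrained maximum likelihood fits each replicate alone. A higher correlation therefore cannot by itself show better estimates. The paper concludes that the 5hmC estimates of Lux were more alike between replicates than those of MLML.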

Next we analyze all cytosines in a CpG context using Lux and observe that 5hmC correlations between replicates range from 0.45 to 0.52, which are a bit low but still higher than those from the MLML method (from 0.35 to 0.41) (Fig. 2d). MLML’s poor performance is likely affected by several biological and methodological factors, particularly the lack of experimental parameters in the MLML model. While Lux incorporates experiment-specific experimental parameters in estimating methylation modifications, these are not included in the MLML model, which together with variation in the oxidation efficiencies (Fig. 1e) can explain MLML’s lower 5hmC correlation values.

We further validated Lux’s performance on BS-seq and oxBS-seq data from Booth et al. [35]. We analyzed the BS-seq and oxBS-seq libraries (two biological replicates) while assuming 1) ideal experimental parameters (BS_eff_ = 1, ox_eff_ = 1, BS^*^_eff_ = 0, seq_err_ = 0) or 2) non-ideal experimental parameters (BS_eff_ = 0.99, ox_eff_ = 0.85, BS^*^_eff_ = 0.001, seq_err_ = 0.001) (see "Materials and methods"). Then we compared the resultant 5mC and 5hmC level estimates to glucMS-qPCR measurements (measured using a bisulfite-free and restriction enzyme-based assay) from [35]. We carried out the same comparison for the BS-seq and oxBS-seq analysis method from [35]. As expected, the Lux estimates obtained with the ideal experimental parameters have a slightly better correlation with the glucMS-qPCR measurements than the Booth et al. estimates (Table S4 in Additional file 5), particularly for 5hmC levels (0.54 versus 0.57). When the non-ideal experimental parameters are incorporated into the Lux analysis, we observe more accurate quantification of methylation levels (Table S4 in Additional file 5). Although the correlation of 5mC levels remains practically unchanged, the correlation of 5hmC levels increases from 0.57 (*p* = 0.007) to 0.63 (*p* = 0.002). Moreover, comparison of the correlation measures between Lux and the method from Booth et al. [35] shows a marked improvement for 5hmC quantification; correlation increases from 0.54 (*p* = 0.012) to 0.63 (*p* = 0.002).

Additionally, we carried out an in silico experiment simulating a replicate-free experiment to study the effect of sequencing coverage on the Lux and MLML estimates [47], thus providing guidelines for experiments (Figure S6b in Additional file 4). In short, we compared the Lux and MLML estimates of methylation levels using simulated data from different methylation level/coverage settings with controls. The results further demonstrate the importance of both integrative analysis of all cytosine modifications simultaneously and accounting for the experimental parameters in estimating C, 5mC and 5hmC levels because the MLML estimates are consistently biased, i.e., the medians are deviated from the true values (Figure S6c in Additional file 4). Notably, this holds for both hypo- and hyper-5mC (methylation levels of p(C) = 0.8, p(5mC) = 0.1, and p(5hmC) = 0.1 and p(C) = 0.1, p(5mC) = 0.8, and p(5hmC) = 0.1) and situations with high but realistic 5hmC levels (p(5hmC) = 0.3), commonly observed in various applications. Note in particular that ignoring the experimental parameters results in consistent underestimation of the already less abundant 5hmC species levels. Lux also has a small bias for low sequencing depths due to the prior distribution used in Bayesian analysis. Importantly, the more experimental data one has, the smaller the bias in Lux estimates becomes, i.e., Lux provides consistent methylation level estimates. The user can also adjust the strength of the prior; a less informative prior produces less bias, whereas a stronger prior produces less variance for low sequencing depth. In this simulation experiment, approximately 48× coverage is enough for Lux to produce accurate methylation proportion estimates. Supposedly, a higher sequencing depth is needed when the 5hmC level is lower and/or the experimental parameters are impaired. We also simulated biological replicates to gain information on the effect of replicates on methylation level estimates (Figure S7a, b in Additional file 4). As expected, the accuracy of estimates is commensurate with the number of replicates and more replicates are needed as the divergence between the distribution of interest and prior increases (Figure S7c–e in Additional file 4). Overall, these results demonstrate that Lux is able to infer biological variation from BS- and oxBS-seq data, which is essential in detecting differential methylation.

### Detection of differential methylation

Next we describe how Lux identifies differential methylation between conditions A and B. Briefly, two hypotheses, or models, are formulated (see "Materials and methods"): the null hypothesis H_0_ where Δμ = μ_A_ − μ_B_ = 0 (no differential methylation); and the alternative hypothesis H_1_ where Δμ = μ_A_ − μ_B_ ≠ 0 (differential methylation). In a Bayesian setting the data support for the hypothesis H_1_ over H_0_ can be quantified using the Bayes factor (BF; see "Materials and methods"). Here the BFs are approximated using the Savage-Dickey density ratio approach, which has recently been used, e.g., in detecting alternative splicing by Katz et al. [50]. The Savage-Dickey formulation involves calculation of the ratio BF ≃ p(Δμ = 0|H_1_)/p(Δμ = 0|H_1_,D). Succinctly, the term in the numerator is calculated from the prior distributions of μ for which we derive a closed-form solution, and the denominator is calculated from the posterior for which we use samples from the HMC sampler (see "Materials and methods").

We compared Lux, MOABS, and FET for detecting differential methylation on real data. We divided all the covered cytosines in a CpG context (N = 384) into sets of differentially (N = 252) and similarly (N = 132) methylated cytosines based on independent CMS-IP and MeDIP loci-level information (see "Materials and methods"). Obviously, CMS-IP and MeDIP do not give information on methylation at a single-nucleotide resolution level; however, in many cases the methylation of nearby CpG sites is highly correlated. Since we consider short loci, presumably the obtained ground-truth sets are largely correct and, importantly, obtained using a method independent of BS-seq and oxBS-seq protocols. The use of FET and MOABS require that replicates are pooled and BS-seq and oxBS-seq data are analyzed separately (see "Materials and methods"). To investigate the effect of coverage, we analyzed the data using either the full data set or reduced data sets down-sampled to either 12× or 30× coverage. The cytosines were listed in descending order of evidence for differential methylation (descending and ascending order of *p* values and BFs, respectively), and the methods were compared using the area under the curve (AUC) of receiver operating characteristic (ROC) curves (Fig. 3c; Figure S8c in Additional file 4). Lux provided better performance on the 12× down-sampled data with realistic coverage (AUC = 0.8743) than MOABS (AUC_BS_ = 0.8197, AUC_oxBS_ = 0.8500) or FET (AUC_BS_ = 0.6765, AUC_oxBS_ = 0.7526). The results were highly similar on the 30× down-sampled data (Lux AUC = 0.8748; MOABS AUC_BS_ = 0.8197, AUC_oxBS_ = 0.8500; and FET AUC_BS_ = 0.6765, AUC_oxBS_ = 0.7526; Figure S8c in Additional file 4). As expected, the results of the methods on the full coverage data set were close, but Lux still provided the best performance; the AUC values were 0.8728 for Lux, AUC_BS_ = 0.7446 and AUC_oxBS_ = 0.7697 for FET, and AUC_BS_ = 0.8678 and AUC_oxBS_ = 0.8576 for MOABS. Additionally, we tested the binomial test with conversion efficiency method [32] on our data (see "Materials and methods"). The performance of the method was poorer than those of Lux, MOABS, and FET, which is expected since the method is primarily designed for the detection of methylation (Figure S8d in Additional file 4). These results collectively show that the integrative analysis of BS-seq/oxBS-seq data and the model-based analysis of replicates by Lux result in improved performance on data with realistic sequencing coverage.

**Fig. 3:**
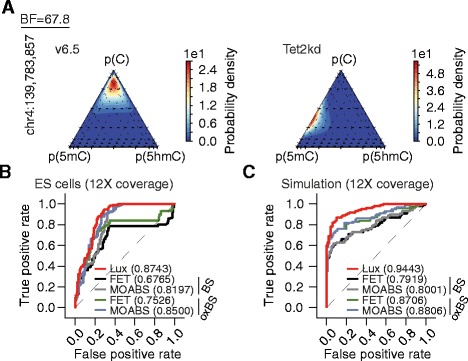
Identifying differentially methylated cytosines. **a** A ternary plot representation of the posterior distribution of the methylation proportions (estimated over three replicates) for the cytosine at chr4:139,783,857 in v6.5 (*left panel*) and Tet2kd (*right panel*) samples. **b** A comparison of Lux, FET, and MOABS in detecting differential methylation. For this purpose we down-sampled the full data set to 12× coverage for each of the three replicates. BS-seq and oxBS-seq data sets were analyzed separately with FET and MOABS for differential methylation. All the covered cytosines in a CpG context (N = 384) were divided into sets of differentially (N = 252) and similarly (N = 132) methylated cytosines based on independent CMS-IP and MeDIP loci-level information (see "Materials and methods"). The ROC curves of the methods are calculated based on the differential methylation analysis results. The curves of different methods (Lux, FET, and MOABS) and data types (BS-seq/oxBS-seq) are distinguished with different colors. The AUC values are listed in the figure key. **c** Same as (**b**) but here the methods are compared using simulated data (see also Figure S8e in Additional file 4)

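Among the 2428 cytosines, 30 had a BF above 1, of which 29 were in a CpG context. They lay in 5 loci, 9 in the Igsf21 locus on chromosome 4, 8 in the locus near Pvt1 on chromosome 15, 7 in the Letmd1 locus on chromosome 15, 5 in the Hsp90ab1 locus on chromosome 17 and 1 in the locus of chromosome 11. The 5mC proportion was higher in Tet2kd cells at 27 of the 30 cytosines, and at 19 of them 5hmC was lower as well. All 30 cytosines also had a difference in BS-seq by Fisher's exact test at an adjusted p below 0.01. A second run of the sampler with another random seed gave 25 cytosines, all among the 30. Down-sampling to 12 read-outs per cytosine changed the count most, to 75. Fits that each lacked 1 replicate gave 10 to 33 cytosines. From the BF, the paper concludes that these cytosines were differentially methylated.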

From the ten differentially methylated and four non-differentially methylated loci covered by our targeted experiments, we identified that 30 individual cytosines, regardless of sequence context, were differentially methylated between v6.5 and Tet2kd cells (BF > 1, i.e., the posterior probability of H_1_ exceeds that of H_0_, corresponding to ‘weak evidence’). Eight of the cytosines had at least ‘substantial evidence’ (BF > 3) for differential methylation (Figure S9a in Additional file 4; Table S3 in Additional file 5). 

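A BF above 3 was reached by 5 cytosines, in both runs of the sampler. The largest was 47.96 at chr15:100,300,108, followed by 8.404 at chr4:139,783,857, 6.504 at chr4:139,783,863, 4.119 at chr4:139,783,852 and 3.548 at chr4:139,783,853. The count was 2 with ideal parameters and 13 after down-sampling to 12 read-outs per cytosine, the largest change. With the second seed, the BFs of the 5 cytosines, in the order named above, were 28.45, 6.564, 10.39, 3.359 and 3.331.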

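Fisher's exact test on the counts summed over the 3 replicates of a genotype, with Benjamini-Hochberg adjustment over the 2428 cytosines and a threshold of 0.01, detected 464 cytosines in BS-seq and 788 in oxBS-seq. Of these, 276 and 303 were CpG cytosines. The C fraction was higher in Tet2kd cells at 410 of the 464 and at 569 of the 788 cytosines, and the median absolute difference in C read-outs was 2.282% in BS-seq and 1.264% in oxBS-seq. The sum of counts leaves out the variation between replicates, which exceeded binomial sampling at CpG cytosines by a median factor of 4.299 in BS-seq and 15.01 in oxBS-seq. A quasi-binomial logistic regression over the 6 samples of an assay, which includes this variation, detected 34 cytosines in BS-seq and 0 in oxBS-seq at the same threshold. With the replicate block, in which samples of the same replicate number are paired, it detected 0 in both assays, and the Cochran-Mantel-Haenszel test with the replicate block detected 401 and 769. MOABS was not run. From the counts of the methods, the paper concludes that Fisher's exact test and MOABS are not conservative.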

For comparison, FET and MOABS are very non-conservative, as FET detected 464 (BS-seq) and 788 (oxBS-seq) and MOABS 226 (BS-seq) and 316 (oxBS-seq) differentially methylated cytosines (Benjamini-Hochberg false discovery rate (FDR) < 0.01). Although Lux is more conservative in reporting significant differential methylation, nevertheless, ROC analysis confirms that Lux is more accurate in discriminating differential methylation from non-differential methylation (Fig. 3c; Figure S8c in Additional file 4). The changes detected by Lux were supported by antibody-based approaches (Figure S10 in Additional file 4). Notably, the amount of evidence for differential methylation decreases significantly when ideal experimental parameters (i.e., BS_eff_ = 1, BS*_eff_ = 0, ox_eff_ = 1, and seq_err_ = 0) are used in the model (Figure S9b in Additional file 4), thus further emphasizing the importance of accounting for the experimental parameters. 

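With ideal parameters, 11 cytosines had a BF above 1 and 2 cytosines had a BF above 3. The largest BF was 4.456 with ideal and 47.96 with control-based parameters. Over the 384 CpG cytosines the median BF was 0.0601 with ideal and 0.0934 with control-based parameters, and 318 of the 384 had the smaller BF with ideal parameters. With the oxidation efficiencies read from Fig. 1e, a setting chosen after the files were seen, 26 cytosines had a BF above 1. From the smaller Bayes factors, the paper concludes that the experimental parameters have to be accounted for.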

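The cytosine at chr4:139,783,857, on the minus strand, was covered by 1837 to 10918 read-outs per sample and had a BF of 8.404. The mm9 sequence from 139783837 to 139783877 around it is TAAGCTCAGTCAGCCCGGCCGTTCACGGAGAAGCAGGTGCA. C read-outs rose from 27.99% ± 3.01 to 64.13% ± 8.47 in BS-seq and from 19.20% ± 3.47 to 61.21% ± 1.17 in oxBS-seq (SD, n = 3 replicates each). The 5mC proportion was 0.0962 (posterior SD 0.0790) in v6.5 and 0.6175 (posterior SD 0.1412) in Tet2kd cells, higher in every Tet2kd replicate (exact permutation test of 3 against 3, p = 0.1, the smallest possible). The 5hmC proportion was 0.1160 (posterior SD 0.0822) in v6.5 and 0.0288 (posterior SD 0.0401) in Tet2kd cells. Its replicates overlapped, since Tet2kd replicate 3 had 0.264 (exact permutation test, p = 0.6). The 5mC change of 0.5213 fell most, to 0.4443, without v6.5 replicate 2. In the chr15 locus, the cytosine whose posterior distributions the paper shows (Figure S10c) had a BF of 1.872. It lies on the plus strand, covered by 1124 to 5424 read-outs, with the sequence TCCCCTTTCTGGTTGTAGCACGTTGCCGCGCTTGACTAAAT from 61868705 to 61868745. Its 5mC proportion was 0.2906 (posterior SD 0.1430) in v6.5 and 0.6781 (posterior SD 0.1071) in Tet2kd cells, again without overlap of the replicates (exact permutation test, p = 0.1, the smallest possible for 3 against 3), and its 5hmC proportion 0.1376 (posterior SD 0.1070) and 0.0235 (posterior SD 0.0265), with overlapping replicates (exact permutation test, p = 0.2). C read-outs in oxBS-seq were 38.57% ± 5.85 in v6.5 and 68.02% ± 3.18 in Tet2kd cells (SD, n = 3 each). The 5mC change of 0.3875 was 0.2792 when v6.5 replicate 2 was dropped. The other cytosines of the 10 with the largest BF and a 5mC change of one sign in all 9 pairs of replicates were chr4:139,783,863, 139,783,852, 139,783,853 and 139,783,746, chr15:61,868,948, chr11:3,525,888, chr15:100,300,140 and chr15:100,300,108. 5mC was higher in Tet2kd cells at all of them except chr15:100,300,108, which had the largest BF and a 5mC change of -0.1802. From the posterior distributions, the paper concludes that these loci follow the pattern of TET2-dependent demethylation.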

The condition-specific posterior distributions of the methylation levels for the top hits from the loci chr4:139,783,236–139,784,235 and chr15:61,868,386–61,869,385 show the expected pattern of TET2-dependent demethylation, i.e., increased 5mC and decreased 5hmC levels in Tet2kd samples (Fig. 3b; Figure S10a, c in Additional file 4). 

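The locus on chromosome 15 was covered from 61868624 to 61868980 in mm9. The annotation places it between genes, with the transcription start site of Pvt1 at 61869542 and 817 bp from the cytosine whose posterior distributions the paper shows. The locus on chromosome 4 was covered from 139783570 to 139783904, in an intron of Igsf21. Igsf21 lies on the minus strand from 139582761 to 139802699, and its start site is 18842 bp from chr4:139,783,857. Averaged over the 25 CpG cytosines of the chr15 locus, the 5mC proportion was 0.4812 ± 0.0755 in v6.5 and 0.7194 ± 0.0209 in Tet2kd cells, and over the 18 of the Igsf21 locus 0.3890 ± 0.0532 and 0.6827 ± 0.0091 (SD, n = 3 replicates each; exact permutation test, p = 0.1 for both, the smallest possible). The 5hmC proportion went from 0.1590 ± 0.0831 to 0.0726 ± 0.0245 at the chr15 locus (SD, n = 3; exact permutation test, p = 0.2) and from 0.1278 ± 0.0506 to 0.0654 ± 0.0211 at the Igsf21 locus (SD, n = 3; exact permutation test, p = 0.1, with every Tet2kd replicate below every v6.5 replicate).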

Intriguingly, these loci reside in the vicinity of a promoter of a long non-coding gene, *Pvt1* (plasmacytoma variant translocation 1; Figure S10c in Additional file 4) and an intronic enhancer within *Igsf21* (immunoglobin superfamily, member 21; Figure S10a in Additional file 4) identified in mESCs [51]. 

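The cytosine at chr15:100,300,108, on the plus strand in an intron of Letmd1 and 643 bp from its start site, had the largest BF, 47.96. Its coverage was 64 to 1555 read-outs per sample, below the median of the data. The mm9 sequence from 100300088 to 100300128 is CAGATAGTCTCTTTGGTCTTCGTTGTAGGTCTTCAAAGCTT. C read-outs were 25.69% ± 4.66 in v6.5 and 54.90% ± 0.92 in Tet2kd BS-seq, and 28.92% ± 6.79 and 26.65% ± 6.14 in oxBS-seq (SD, n = 3 replicates each). The 5hmC proportion rose from 0.0258 (posterior SD 0.0323) to 0.4929 (posterior SD 0.1253), and the 5mC proportion fell from 0.2249 (posterior SD 0.0979) to 0.0447 (posterior SD 0.0512). For both, the replicates of the genotypes were fully separated (exact permutation test of 3 against 3, p = 0.1, the smallest possible). The 5hmC change of 0.4671 was smallest, 0.2414, with ideal parameters, under which 5mC changed by 0.0185 and the BF was 1.728. Leaving out 1 replicate at a time gave a BF from 4.486 (without Tet2kd replicate 3) to 42.15 (without v6.5 replicate 2). Another random seed gave 28.45.
The other cytosine of the same CpG site, chr15:100,300,109 on the minus strand, had 1190 to 10813 read-outs per sample. There, C read-outs in Tet2kd cells were 57.50% ± 0.54 in BS-seq and 51.83% ± 7.68 in oxBS-seq (SD, n = 3 each). Its 5mC proportion rose from 0.1624 to 0.4923 and its 5hmC proportion changed by -0.0185, from 0.0827 to 0.0642 (exact permutation test of 3 against 3 for 5hmC, p = 1.0). The plot of C read-outs on the 2 strands shows each replicate. From the values of the plus-strand cytosine, the paper concludes that 5hmC increased while 5mC was unaffected, and proposes that the step from 5hmC to C depends on TET2.

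**Figure D4:**
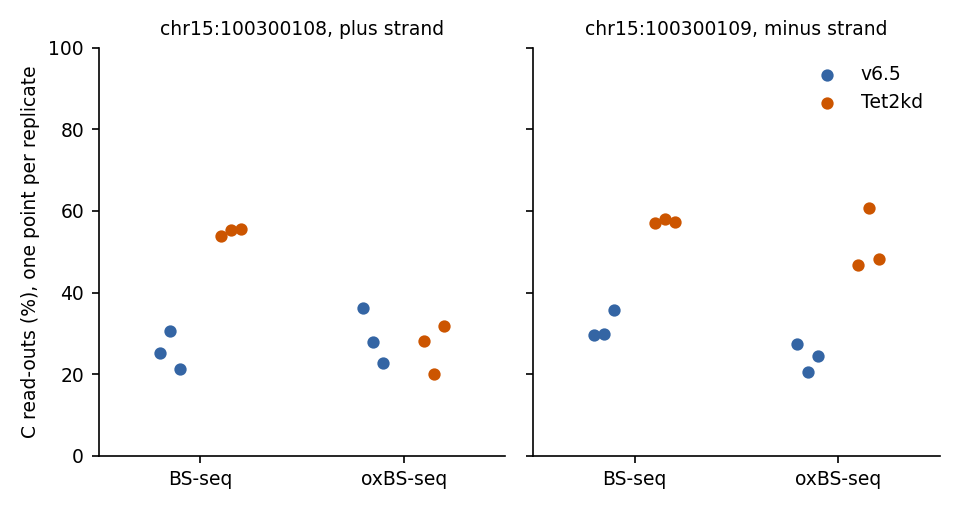
Percent of C read-outs (vertical axis) in BS-seq and oxBS-seq for each replicate of v6.5 and Tet2kd cells, at the plus-strand cytosine 100300108 and the minus-strand cytosine 100300109 of one CpG site. In Tet2kd oxBS-seq the mean is 26.65% on the plus strand and 51.83% on the minus strand, while in Tet2kd BS-seq it is 54.90% and 57.50%.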

Unexpectedly, the cytosine having the third highest BF, chr15:100,300,108, shows unaffected 5mC (p_v6.5_(5mC) = 0.23/p_Tet2kd_(5mC) = 0.20) but increased 5hmC upon Tet2 knock down (p_v6.5_(5hmC) = 0.02/p_Tet2kd_(5hmC) = 0.34) (Figure S10b in Additional file 4). Possibly, the downstream demethylation pathway (5hmC → C) is dependent on TET2. In conclusion, detection of modest changes caused by an individual enzyme (TET2) requires primarily biological replicates but not exceedingly deep sequencing per sample (Figure S8f in Additional file 4) and consideration of experimental parameters (Figure S9b in Additional file 4), whereas near complete methylation (p(5mC) = 0.95) and unmethylation (p(C) = 0.95) can be distinguished from each other without biological replicates even with a low sequencing coverage (Figure S8g in Additional file 4).

Additionally, to guide experimental design in future studies, we applied Lux, Fisher’s exact test and MOABS to in silico data with realistic genome-wide coverage (12×) and varying number of replicates. First, as desired, Lux does not detect differential methylation between identical conditions and the detection sensitivity of differential methylation increases together with the number of replicates and the magnitude of differential methylation (Figure S8a, b in Additional file 4). Second, consistent with our results on real data, we observed that Lux (AUC = 0.9443) outperformed FET (AUC_BS_ = 0.7919, AUC_oxBS_ = 0.8706) and MOABS (AUC_BS_ = 0.8001, AUC_oxBS_ = 0.8806) in discriminating differential methylation from nondifferential methylation (Fig. 3d). For the amount of biological variation and differential methylation used in our simulations, strong evidence (BF > 10) for differential methylation is typically obtained with two or more replicates. Taken together with results from real data (Fig. 3; Figures S8f, g, S9 and S10 in Additional file 4) we expect that three biological replicates with only modest sequencing coverage are sufficient to detect larger differential methylation changes in controlled molecular biology studies. As methylation modification level changes in disease studies can be modest, our results support the use of larger sample sizes even at the price of sequencing coverage.

To gain more statistical power for managing biological variation one can move from the individual cytosine level to the loci level [7]. In Lux, this is implemented by assuming that the methylation levels of cytosines within a locus follow the same μ distribution while allowing variation between individual cytosines within a locus (Figure S11a in Additional file 4; see "Materials and methods"). We scanned the 14 loci with window-length 100 bp and 50 bp step size (Table S5 in Additional file 5; see "Materials and methods"). 

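Windows of 100 bp were placed every 50 bp over the 14 loci, and the 71 windows with at least 3 CpG cytosines were fitted with the locus-level Lux model, in which the cytosines of a window share 1 distribution of proportions per genotype. With at least 5 CpG cytosines per window, 63 windows remained, and windows of 200 bp numbered 42.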

Altogether, we identified 16 windows from six different loci having BF > 1; as expected, 14 out of these 16 windows exhibited increased 5mC and decreased 5hmC levels in Tet2kd compared with v6.5 cells. 

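A BF above 1 was obtained for 17 of the 71 windows, in 6 loci. The 5mC proportion was higher in Tet2kd cells in all 17. In 14 of them 5hmC was lower as well, and in the other 3 it was higher. Refitting without 1 replicate at a time gave 13 to 18 windows, and the count moved most without v6.5 replicate 2, to 13. Among the 42 windows of 200 bp, 14 had a BF above 1. Of 30 simulated windows with a change, the same procedure gave a BF above 1 for 15, and of 30 without a change for 0.

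**Figure D5:**
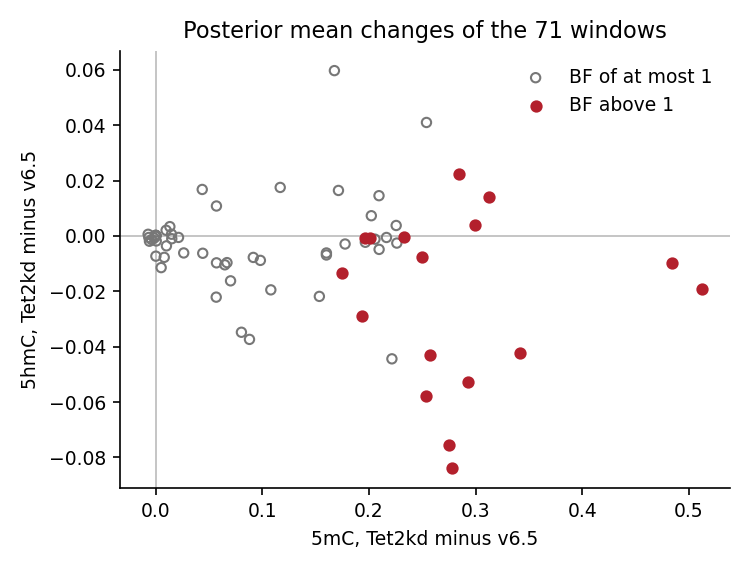
Change of the 5hmC proportion against change of the 5mC proportion from v6.5 to Tet2kd cells for the 71 windows, each point being 1 window of 100 bp and red points having a BF above 1. All 17 red points lie at higher 5mC, and 14 of them at lower 5hmC.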

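The window chr15:61,868,740–61,868,840 held 14 CpG cytosines, covered by 179 to 6887 read-outs per sample, and had a BF of 20.66. Its mean 5mC proportion was 0.5131 ± 0.0639 (SD, n = 3 replicates) in v6.5 and 0.7392 ± 0.0143 (SD, n = 3) in Tet2kd cells, separate in all replicates (exact permutation test, p = 0.1, the smallest possible). The 5hmC proportion was 0.1416 ± 0.0705 (SD, n = 3) in v6.5 and 0.0683 ± 0.0167 (SD, n = 3) in Tet2kd cells, where the replicates overlapped (exact permutation test, p = 0.2). At all 14 cytosines 5mC was higher and 5hmC lower in Tet2kd cells. Among single cytosines the BF ran from 0.1130 to 1.403 and was above 1 at 3. In v6.5 cells their 5mC proportion varied from 0.3089 to 0.7492 and their 5hmC proportion from 0.0486 to 0.1829, and the mean 5hmC proportion of the replicates was 0.0742, 0.2147 and 0.1357. With ideal parameters the BF of the window was 3.9e+17, a size that is set by the tail of the kernel and is not meaningful. From the BF of the window, the paper concludes that the change is detected at the level of the locus although single cytosines vary.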

As an example, this approach led to posterior distributions on the locus chr15:61,868,740–61,868,840 having great kurtosis (BF > 1e16; Fig. 4a) even though the individual cytosines, of which only two have BF > 1, are variably methylated across the locus and between biological replicates (Fig. 4b). In other words, the proposed loci level analysis scheme achieves greater sensitivity for detecting modest changes in methylation, which is an anticipated feature of studies without biological replicates or with large biological variability. Additionally, comparison of these loci-level differential methylation analysis results with the independent CMS-IP and MeDIP validation data shows that Lux is more accurate in detecting differential methylation than MOABS (Figure S11b in Additional file 4).

**Fig. 4:**
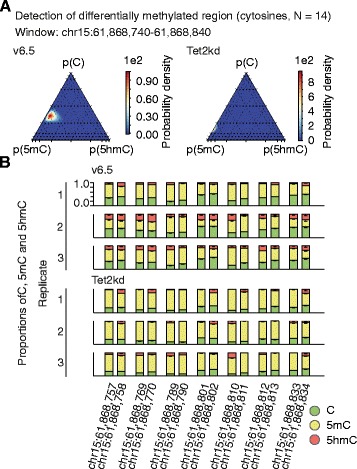
Detecting differentially methylated regions. **a** The loci-level methylation is estimated using the 14 cytosines in a CpG context in wild-type (*left panel*) and knockdown samples (*right panel*). The estimated posterior distributions obtained from the three biological replicates are shown. **b** The posterior means of the methylation modifications of individual cytosines in a CpG context across the studied window and the three biological replicates are depicted. The one-sided error bars (mean − standard deviation) show the standard deviations

### DNA demethylation dynamics during mouse T-cell development

To further demonstrate the applicability of Lux for analyzing dynamic DNA methylation/demethylation changes during T-cell development, we measured DNA modifications for five loci in double positive (DP), CD4 single positive (SP) and naïve CD4 T cells using targeted BS and oxBS sequencing. The five loci distributed in *Il6ra*, *Prkcq*, *Zbtb7b* (two loci), and *Pax5* were selected because they are important for mouse T-cell development and 5hmC levels were dynamically changed during mouse T-cell development based on an antibody-based assay [52]. The resulting methylome snapshots of three biological replicates enabled us to study DNA methylation through three consecutive developmental stages during mouse T-cell development at single-base resolution.

The sequencing libraries were spiked with stretches of unmethylated, methylated and hydroxymethylated DNAs as described previously (see "Materials and methods"). Strikingly, when estimating the experimental parameters as described above, each cytosine in the hydroxymethylated control DNA was estimated to be lowly hydroxymethylated (p(5hmC) ≃ 0.1) contrary to our prior belief of ~90 % purity of the 5hmCTP mix (Figure S12a in Additional file 4; Table S6 in Additional file 5). To confirm the impurity of the 5hmCTP mix, we performed a dotblot assay to quantify the 5hmC level in the new spike-in 5hmC-containing oligonucleotides used in this study (Figure S12b in Additional file 4). Indeed, the dotblot assay results suggest a ~10-fold decrease of 5hmC levels in the new 5hmC spike-in control. Lux took the impurity of the 5hmCTP mix into account automatically through integrative analysis of all modifications and all spike-in controls and updated the prior distributions in light of the experimental data (Figure S12a in Additional file 4); hence, the resulting experimental parameter estimates were in the expected range (Table S7 in Additional file 5). For instance, the posterior mean of ox_eff_ varied from 0.86 to 0.94 (Figure S12c in Additional file 4). Importantly, none of the existing tools would be able to correct these kinds of biases in the control data and/or experimental parameters.

Next, we estimated the methylation status of all of the cytosines with at least 10× coverage across all nine samples, that is, we analyzed 423 cytosines (64 are in a CpG context; Table S7 in Additional file 5). We first repeated the same correlation analysis between biological replicates as for the embryonic stem cell data above. The correlations for C and 5mC levels are again very high for both Lux and MLML (data not shown). Interestingly, in our T-cell data the 5hmC correlations (Figure S12d in Additional file 4) are also notably higher compared with the v6.5 data (Fig. 2d). Importantly, Lux achieves consistently higher correlation values than MLML, although the amount of increase is smaller than in the embryonic stem cell data. For T-cell data, where oxidation efficiencies are consistently good (Figure S12c in Additional file 4), MLML is able to estimate consistent 5hmC levels between replicates, whereas for the embryonic stem cell data, where oxidation efficiencies exhibit more variation (Fig. 1e), 5hmC estimates from MLML are less consistent. The Lux method, in turn, provides more consistent 5hmC estimates both for the embryonic stem cell and T-cell data. Overall, our results reveal that Lux is notably more consistent across biological replicates than previous methods, thus suggesting that utilization of experimental parameters improves the quantification of cytosine modification levels.

We next detected differentially methylated cytosines in a CpG context between any two cell types and identified 18, 29, and 17 differentially methylated cytosines (BF > 1) from the comparisons of DP versus CD4 SP, DP versus naïve CD4, and CD4 SP versus naïve CD4, respectively. Altogether, 30 unique differentially methylated cytosines were identified (Figure S12e in Additional file 4; Table S6 in Additional file 5). The rest of the cytosines were mostly methylated in the three stages of development (average 5mC levels are 0.85, 0.84, and 0.77 in DP, CD4 SP, and naïve CD4 cells, respectively; Table S6 in Additional file 5). The average 5mC level of differentially methylated cytosines decreases during the transitions from DP (0.71) to CD4 SP (0.59) and further to naïve CD4 (0.32) (Figure S12e in Additional file 4; Table S6 in Additional file 5). Simultaneously, the average 5hmC level peaks in DP cells (0.23, 0.08, and 0.02 in DP, CD4 SP, and naïve CD4 cells, respectively), supporting the role of oxi-mC species in the demethylation pathway (Figure S12e in Additional file 4; Table S6 in Additional file 5). Collectively, we detected gradual loss of 5mC during the transition from DP stage to naïve CD4 stage within the three loci, which are important in mouse T-cell development. Interestingly, one of the CpG dinucleotides that lost 5mC resides within a detected canonical E-box motif occurrence in *Il6ra* (Fig. 5a). *Il6ra* is not expressed in DP cells but it is highly expressed in CD4/CD8 SP and naïve CD4/CD8 cells (Fig. 5b) [52–54]. As many transcription factors binding the canonical E-box motif are expressed during T-cell development [55], and as DNA methylation is known to alter DNA conformation and conformational changes in turn alter binding to E-box motifs [56], it is plausible that this locus is occupied by one or more readers of 5mC in DP cells and/or readers of oxi-mC or unmodified cytosine in CD4 SP and naïve CD4 cells.

**Fig. 5:**
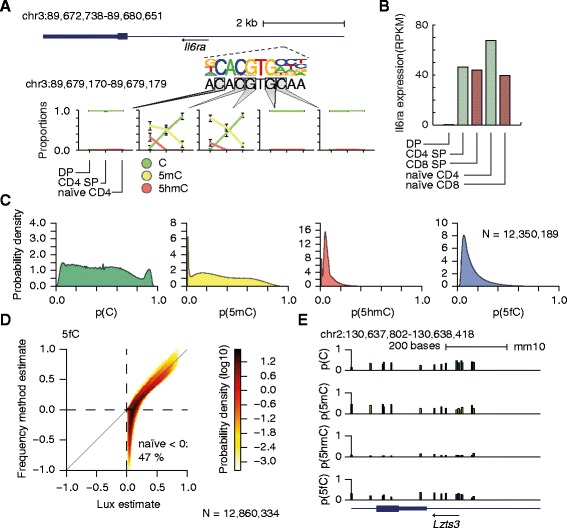
Demethylation in *Il6ra* during mouse T-cell development and analysis of genome-wide BS-seq, TAB-seq, and fCAB-seq data. **a** A locus close to the 3’ UTR of *Il6ra* (*top*) with the canonical E-box motif (*middle*) is depicted. The posterior means of methylation proportions of the cytosines within the locus are visualized in DP, CD4 SP, and naïve CD4 cells (*bottom*). The error bars (mean ± standard deviation is depicted) show the standard deviations of the posterior distributions. The different methylation modifications are distinguished with different colors (p(C) in *green*, p(5mC) in *yellow*, and p(5hmC) in *red*). **b** The bar plot shows the gene expression (RPKM) of *Il6ra* in DP, CD4 SP, CD8 SP, naïve CD4, and naïve CD8 cells. **c** The marginal distributions of the posterior means of θ among the common cytosines. The panels, from left to right, correspond to the marginal distributions of the posteriors means of p(C), p(5mC), p(5hmC) and p(5fC). **d** Comparison of the Lux and frequency method estimates (5fC_frequency_ = N_BS,T_/N_BS_ − N_fCAB,T_/N_fCAB_) of the 5fC levels. Almost half (47 %) of the frequency method estimates are negative. **e** The estimated posterior means of C, 5mC, 5hmC, and 5fC levels (from *top* to *bottom*) across the locus chr2:130,637,802 − 130,638,418 are depicted in the bar charts

### Integrative analysis of genome-wide BS-seq, TAB-seq, and fCAB-seq data

To further demonstrate the applicability of Lux in a genome-wide setting, we analyzed recently published BS-seq, TAB-seq, fCAB-seq data sets from two-cell embryos [57]. Notably, the introduction of fCAB-seq allows the identification of 5fC, and consequently the cytosine-specific probability vector θ = [p(C), p(5mC), p(5hmC), p(5fC)] (Σθ = 1) is four-dimensional. First, we derive the required statistical model by stating the propagated probabilities of the possible outcomes of the BS-seq, TAB-seq and fCAB-seq assays (Additional file 3; Figure S13 in Additional file 4). Besides the aforementioned bisulfite conversion (BS_eff_) and inaccurate bisulfite conversion (BS*_eff_) efficiencies and sequencing error (seq_err_), here we considered labeling (lab_eff_), oxidation (ox_eff_), and protection (pro_eff_) efficiencies involved in TAB-seq and fCAB-seq assays (Figure S13 in Additional file 4). First, we confirmed using an in silico simulation approach that we can simultaneously identify experimental parameters and methylation levels accurately from the data (Figure S14a in Additional file 4). Indeed, our simulations with different realistic methylation level/coverage settings demonstrate Lux’s ability to produce consistent (i.e., unbiased) methylation level estimates with notably smaller variance than the frequency method estimator. As expected, the frequency estimator produces often negative methylation level estimates in the cases of low 5mC (hypo-5mC) and/or 5fC (hypo-5fC). This is an important point because cytosines with negative estimates are typically ignored from downstream analysis.

Next, we estimated the four methylation modification levels of the common (N = 12,350,189), maternal (N = 477,179) and paternal (N = 32,966) cytosines in a CpG context with at least 10× coverage (Fig. 5c; Figure S14b in Additional file 4; see "Materials and methods"). The experimental values were set based on the values reported in Wang et al. [57] (see "Materials and methods"). As reported previously, the 5hmC and 5fC levels are modest in general (Fig. 5c; Figure S14b in Additional file 4); for instance, 79 % and 46 % of the common cytosines are lowly hydroxided (p(5hmC) ≤ 0.1) and/or formylated (p(5fC) ≤ 0.1), respectively (Fig. 5c). However, for some cytosines 5hmC and 5fC modification levels can reach up to 0.3 and 0.6, respectively. Intriguingly, the distributions of the C and 5mC levels differ between the common and maternal cytosines (Fig. 5c; Figure S14b, top in Additional file 4) as 10 % and 22 % of the common and maternal cytosines are methylated (p(C) ≤ 0.1), respectively. Lux automatically quantifies the amount of uncertainty in estimated cytosine modification levels for each cytosine via the full posterior distribution. As expected, the standard deviations of the estimated posterior distributions of methylation levels decrease when the sequencing coverage increases (Figure S14c in Additional file 4). Notably, almost half of the considered cytosines had negative 5mC or 5fC levels and would thus be ignored (or truncated to zero) when the frequency method estimator is used (Fig. 5d; see Figure S14d in Additional file 4 for the 5mC and 5hmC comparisons). As expected, the similarity between the Lux and frequency method estimates improves when cytosines with negative frequency method estimates are ignored, but simultaneously almost half of the data is also ignored (Figure S14e in Additional file 4), whereas Lux provides estimates of methylation modification levels which are both consistent (sum up to one) and take into account the experiment-specific variation in biochemistry, i.e., non-ideal experimental parameters. Finally, we visualized the estimated C, 5mC, 5hmC, and 5fC levels across the locus discussed in Wang et al. [57] (Fig. 5e). Note that Lux can estimate all the four different modification levels (instead of 5mC, 5fC and 5mC + 5hmC + 5fC) and that the methylation levels of each cytosine sum up to one.

### Applicability of Lux to analyze other derivatives of traditional bisulfite sequencing data

Above we described how Lux can analyze BS-seq, oxBS-seq, TAB-seq and fCAB-seq data together with their experimental parameters. Importantly, Lux is also applicable for the analysis of CAB-seq, redBS-seq and MAB-seq data with minor changes. Another bisulfite-based technique, termed CAB-seq, was recently published for detecting 5caC at nucleotide resolution [36], making it possible to differentiate C, 5mC, 5hmC and 5caC. This requires an integration of CAB-seq data with BS-seq and oxBS-seq/TAB-seq data, which is easily implemented in Lux by defining the generative model for the outcomes of a CAB-seq experiment in terms of its related experimental parameters (Fig. 6a; Additional file 3) and combining that with the likelihood functions of BS-seq and oxBS-seq/TAB-seq data. An additional bisulfite-based technique, redBS-seq, has been developed for detecting 5fC at individual cytosine sites. Interestingly, Booth et al. [35] reported that almost 30 % of the 5fC estimates obtained using the frequency method estimator were negative, which were then discarded from the subsequent analysis. This problem can only be resolved by using the integrative analysis of all cytosines as implemented in Lux. Similar to CAB-seq, Lux can be straightforwardly extended to redBS-seq and MAB-seq data (Fig. 6b, c; Additional file 3). More generally, the hierarchical framework implemented in Lux can be extended to process data from various sequencing assays with sequential, error-prone experimental steps [33].

**Fig. 6:**
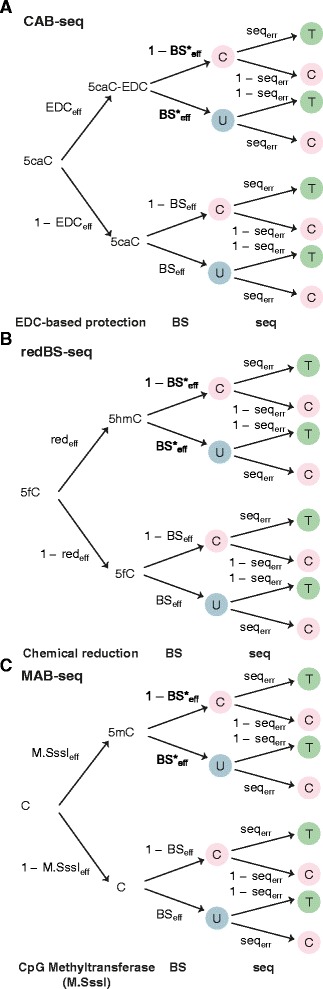
The effect of experimental parameters on CAB-seq, redBS-seq and MAB-seq read-outs. **a** The experimental steps of CAB-seq depending on 1-ethyl-3-[3-dimethylaminopropyl]-carbodiimide hydrochloride (EDC) on 5caC are stated in terms of BS_eff_, BS*_eff_, EDC_eff_, and seq_err_. **b** The experimental steps of redBS-seq on 5fC are stated in terms of BS_eff_, BS*_eff_, red_eff_, and seq_err_. **c** The experimental steps of MAB-seq on 5fC and 5caC are stated in terms of BS_eff_, BS*_eff_, M.Sssl_eff_, and seq_err_

## Conclusions

Here, we present a unified statistical framework, Lux, for analyzing BS-seq and oxi-mC-seq data sets. Lux provides several major improvements and extensions compared with existing methods; for instance, it integrates BS-seq and oxi-mC-seq measurements, models bisulfite conversion and oxidation efficiencies, various chemical labeling and protection steps and sequencing errors, and analyzes data from replicated experiments. No previous computational analysis methods exist which would have the above-mentioned functionalities. Lux’s performance on detecting experimental parameters, methylation levels, biological variation and differential methylation was assessed extensively on real and simulated data on various realistic methylation levels ((C, 5mC, 5hmC): (0.8, 0.1, 0.1), (0.1, 0.8, 0.1), (0.6, 0.1, 0.3), (0.1, 0.6, 0.3), (0.7, 0.25, 0.05), (0.2, 0.7, 0.1); (C, 5mC, 5hmC, 5fC): (0.8, 0.1, 0.05, 0.05), (0.1, 0.8, 0.05, 0.05), (0.6, 0.1, 0.15, 0.15), and (0.1, 0.6, 0.15, 0.15) corresponding to different scenarios of strong hyper- and hypomethylation, weak hyper- and hypomethylation, as well as active demethylation (see also Figure S14b in Additional file 4)). Through Bayesian inference, experimental parameters and their associated uncertainties propagate to the final estimates of methylation levels, which makes it possible to compare samples with different experimental parameters in a meaningful and statistically justified manner. We have shown how the accuracy and sensitivity of methylation estimates and the detection of differential methylation are improved compared with previous methods when the non-ideal, sample-specific experimental parameters and replicates are taken into account. Our results support the previous guidelines for sequencing depth requirements for discriminating completely methylated cytosines from completely unmethylated cytosines. Importantly, we further examined the detectability of endogenous levels of 5hmC and demonstrated the importance of biological replicates as well as experimental parameters in detecting subtle changes in 5hmC or other cytosine modifications.

Our detailed analysis of selected genomic loci revealed TET2-dependent demethylation of individual cytosines occurring at promoters and enhancers in mESCs. Moreover, we identified progressive loss of 5mC, leading to production of 5fC, 5caC or unmodified cytosine (these three cytosine species are experimentally indistinguishable in our experimental conditions) in genes known to be important for mouse T-cell development. The observed effect of TET2 was only partial, suggesting that demethylation is controlled in parallel by multiple enzymes. As reported previously, 5mC and 5hmC were only observed at cytosines in a CpG context. Our analysis of biological replicates illustrated the stochastic nature of demethylation. The observed stochasticity emphasizes the importance of biological replicates, especially when the focus is on studying differential methylation of individual cytosines. For instance, the inclusion of the exon 5 of *Ptprc* during lymphocyte activation is governed by methylation status [10]. Low levels of DNA methylation on exon 5 allow CTCF binding and cause RNA polymerase II pausing, thus resulting in exclusion of exon 5 [10]. Previous studies suggested that the interaction between CTCF and DNA is affected by CpG methylation, even at a single CpG site. Although antibody-based techniques can be useful in detecting larger methylated loci, their resolution is limited to the range of hundreds of nucleotides. Furthermore, quantification and comparison of absolute proportions of different cytosine modifications from immunoprecipitation data are challenging, whereas Lux automatically estimates absolute proportions of Cs, 5mCs, and 5hmCs from BS-seq and oxBS-seq data at single nucleotide resolution.

Deciphering the active demethylation pathway will require deconvolution of the effects of individual enzymes to understand their orchestrated action. Moreover, it will be intriguing to shed light on the interplay between transcription factor binding and methylation using DNase footprinting or ChIP-exo and BS-seq/oxi-mC-seq approaches, respectively. In addition, the interaction between DNA and other transcriptional factors can be affected by DNA methylation at a single CpG site, such as C/EBP [58]. It will be very interesting to examine how oxidized 5mCs (5hmC, 5fC, and 5caC) affect the DNA binding capability of transcriptional factors to regulate gene expression. Although 5hmC, 5fC, and 5caC binding proteins have been identified in mESCs and neural progenitor cells, many transcriptional factors have their own binding motif which might not be captured with the approach of Spruijt et al. [59]. In combination with the enrichment of certain transcription factors, single-base resolution mapping of oxi-mC and Lux analysis will provide insights into the effect of DNA modifications on DNA binding of transcriptional factors either genome-wide or at the loci-specific scale. In addition, understanding the role and importance of 5hmC and other further oxidized cytosine modifications in transcription will require temporal approaches for measuring active transcription, such as nascent-seq, and the capability of detecting temporal changes in methylation levels at high resolution. In conclusion, all of the aforementioned and many additional future research questions will benefit greatly from Lux’s unique features of accounting for sample-specific variation in experimental parameters when quantifying all cytosine modification levels from replicated BS-seq and oxi-mC-seq data sets. All of Lux’s functionality described above is implemented in the Lux software, which has been made freely available.

## Materials and methods

### Embryonic stem cell culture and genomic DNA isolation

mESCs (v6.5) were cultured in Knockout DMEM (Invitrogen) with 20 % embryonic stem cell qualified fetal bovine serum (Germini Bio-product), 2 mM L-glutamine, 0.1 mM 2-mercaptoethanol, 0.1 mM nonessential amino acids, 50 units/ml penicillin/streptomycin and 1000 U/ml ESGRO (LIF; Chemicon). Tet2 was stably knocked down in v6.5 cells using electroporation with pSUPER-puro-Tet2shRNA (320V, 250F) followed by 1.5 μg/ml puromycin selection for 7–10 days [60]. Genomic DNA was isolated with the DNeasy blood and tissue kit (Qiagen) by following the manufacturer’s instructions. Three independent cultures of wild-type and Tet2kd samples were used.

### Validation of Tet2 knockdown in mESCs

Tet2 knockdown efficiency was measured by quantitative PCR (qPCR) and western blot [49]. For qPCR, total RNA was isolated with an RNeasy kit (Qiagen, Chatsworth, CA, USA) and cDNA was made using SuperScript III reverse transcriptase (Invitrogen). qPCR was performed using FastStart Universal SYBR Green Master mix (Roche, Mannheim, Germany) on a StepOnePlus real-time PCR system (Applied Biosystems, Foster City, CA, USA). Gene expression was normalized to *Gapdh*. Primers used for qPCR are listed below:

- *Tet1* forward: GAGCCTGTTCCTCGATGTGG
- *Tet1* reverse: CAACCCACCTGAGGCTGTT
- *Tet2* forward: AACCTGGCTACTGTCATTGCTCCA
- *Tet2* reverse: ATGTTCTGCTGGTCTCTGTGGGAA
- *Gapdh* forward: GTGTTCCTACCCCCAATGTGT
- *Gapdh* reverse: ATTGTCATACCAGGAAATGAGCTT

For western blot, nuclear proteins from parental and *Tet2* knock-down mESCs were extracted as previously described [61]. Nuclear protein (30 μg) was loaded on 4–12 % Bis-Tris gels (Invitrogen) and transferred to nitrocellulose membrane. Tet2 was detected using anti-Tet2 (Abcam) antibodies. Loading control, beta-actin, was detected using anti-beta actin from Abcam.

### Mice

We used 4–6-week-old female C57BL/6 mice obtained from Jackson labs for cell isolation. The mice were housed in a pathogen-free animal facility in the La Jolla Institute for Allergy and Immunology and were used according to protocols approved by the Institutional Animal Care and use Committee (IACUC).

### Preparation of thymocyte subsets

Subsets of thymocytes were isolated by cell sorting as previously described [54], after cell surface staining using CD4 (GK1.5), CD8 (53–6.7), CD3ε (145-2C11), and CD24 (M1/69) (all from Biolegend). DP cells were CD4+ CD8 int/hi; CD4 SP cells were CD4CD3 hi, CD24 int/lo. Peripheral subsets were isolated after pooling spleen and lymph nodes. T cells were enriched by negative isolation using Dynabeads (Dynabeads untouched mouse T cells, 11413D, Invitrogen). After surface staining for CD4 (GK1.5), CD8 (53–6.7), CD62L (MEL-14), CD25 (PC61) and CD44 (IM7), naïve CD4 + CD62LhiCD25-CD44lo were obtained by sorting (BD FACS Aria). Three cell isolations from independent mice were prepared for each of the three thymocyte subsets.

### Synthesis of cytosine-, 5mC- and 5hmC-containing control oligonucleotides

Spike-in cytosine-, 5mC- and 5hmC-containing control oligonucleotides were synthesized using unmethylated lambda DNA (Promega) as template by PCR containing dCTP, dmCTP (5mC) or dhmCTP (5hmC), respectively. Regular dCTP was purchased from Promega, and dmCTP and dhmCTP were purchased from Zymo Research. PCR primers for control oligonucleotides are listed below:

- C control oligo forward: ATTGTATGTATTGGTTTATTG
- C control oligo reverse: TTATCACATTCAAACATTAAT
- 5mC control oligo forward: TAGATAGTAAATATAATGTGAGA
- 5mC control oligo reverse: ATAAATCATCAACAAAACACAA
- 5hmC control oligo forward: GTTTTTTTGAATAATAAATGTTA
- 5hmC control oligo reverse: TTTATCACCTCTAAAATATATCA

PCR was performed using REDtaq DNA polymerase (Sigma) by following the manufacturer’s instructions.

### BS-seq and oxBS-seq

Purified genomic DNA with spike-in control oligonucleotides (1:50) was divided into two parts. One part was directly treated with sodium bisulfite, while the other was treated with KRuO4 to oxidize 5hmC to 5fC, followed by bisulfite treatment. oxBS experiments were performed by following the procedures described by Booth et al. [32, 62]. Briefly, up to 1 μg ethanol-precipitated genomic DNA was purified by Micro Bio-Spin column (SSC buffer; Bio-Rad) and denatured in 24 μl 0.05M NaOH at 37 °C for 30 min. Denatured genomic DNA was snap-cooled on ice for 5 min and followed by adding 1 μl KRuO4 solution (15 mM in 0.05M NaOH). The reaction was performed on ice for 1 h with gentle flicks every 10–15 min. Next, reacted genomic DNA was purified by Micro Bio-Spin column (SSC buffer; Bio-Rad). Bisulfite reaction was performed using the MethylCode bisulfite conversion kit (Invitrogen) by following the manufacturer’s Instructions. Loci-specific primers against bisulfite-treated genomic DNA were designed through the online MethPrimer software. Regions of interest were amplified using oxBS- and BS-treated genomic DNA as templates by using the PyroMark PCR kit (Qiagen) and further purified by AmpuXP beads (Beckman coulter) in 96-well PCR plates. To prepare libraries compatible with MiSeq, the concentration of each amplicon was quantified by Nanodrop and normalized to desired concentrations. In each condition, normalized amplicons were pooled together and followed by illumina library preparation using TruSeq DNA library preparation kit (Illumina). Prepared libraries were amplified for four cycles and purified by two rounds of AmpuXP beads to remove the primer dimmers. The quality of libraries was examined by Bioanalyzer (Agilent) and then subjected to sequencing on MiSeq.

### Preprocessing of BS-seq and oxBS-seq data

First the sequencing adapters were removed from the reads when encountered. Bismark v0.7.12 [63] was used to align the BS and oxBS reads against the mm9 reference genome and lambda phage DNA simultaneously. The alignment was done using the paired-end Bowtie 2 [64] backend with the following parameters: -I 0 -X 2000 -N 0. The “bismark_methylation_extractor” script distributed with the Bismark aligner was used to extract the number of unconverted and converted read-outs for each cytosine with the following parameters: --paired-end --CX --cutoff 10 --no_overlap --bedGraph --counts. The cytosines having at least ten read-outs across all six samples were taken into account. The control cytosines located on the Watson strand were used in the analysis.

### Derivation of the statistical model

We first describe the statistical model to quantify C, 5mC and 5hmC from BS-seq and oxBS-seq data and later extend Lux to other oxi-mC species and data types. For a given cytosine, we use a Dirichlet random variable of order three to model proportions of different cytosine methylations θ = [p(C), p(5mC), p(5hmC)] (Σθ = 1) simultaneously and, for a given value of θ, we define BS-seq and oxBS-seq likelihoods to have binomial distributions. Thus, our model could be described as Dirichlet-binomial^2^, where the binomial squared refers to the two binomial distributions used in modeling BS-seq and oxBS-seq data (Figure S2a in Additional file 4). Our model can also be viewed as an extension of a previously presented beta-binomial model, which is inadequate for simultaneous analysis of BS-seq and oxBS-seq data: MOABS [43] uses the beta distribution to model separately the probabilities p(C) + p(5mC or 5hmC) = 1 (BS-seq) and p(C or 5hmC) + p(5mC) = 1 (oxBS-seq). Our generalization makes it possible to analyze BS-seq and oxBS-seq data (and later any number and combination of BS-seq and/or oxi-mC-seq data sets) together and correctly deconvolve the proportions of different cytosine modifications. This procedure is explained in detail below.

To take into account the bisulfite conversion (BS_eff_), inaccurate bisulfite conversion (BS*_eff_) and oxidation (ox_eff_) efficiencies as well as sequencing errors (seq_err_), we have to define their effects on the BS-seq and oxBS-seq read-outs. Motivated by the chemical steps involved in BS-seq and oxBS-seq experiments, we define the effects of BS_eff_, BS*_eff_, ox_eff_ and seq_err_ on each of the cytosine modifications (C, 5mC, 5hmC; Fig. 1b, c; Figure S1b in Additional file 4) and derive the BS-seq- and oxBS-seq-specific emission probabilities (propagated probabilities; Figure S1c in Additional file 4). That is, we define the probability of observing “C” in a BS-seq experiment given that the nucleotide is unmethylated, p_BS_(“C”|C), as:

$$ {\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\Big|\mathrm{C}\right) = \left(1-\mathrm{B}{\mathrm{S}}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}{\mathrm{S}}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}, $$

and similarly for the other cases:

$$ \begin{array}{l}{\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\Big|5\mathrm{m}\mathrm{C}\right) = \left(1-\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\hfill \\ {}{\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\Big|5\mathrm{h}\mathrm{m}\mathrm{C}\right) = \left(1-\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\hfill \\ {}{\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\Big|\mathrm{C}\right) = \left(1-\mathrm{B}{\mathrm{S}}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}{\mathrm{S}}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\hfill \\ {}{\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\Big|5\mathrm{m}\mathrm{C}\right) = \left(1-\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\hfill \\ {}{\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\Big|5\mathrm{h}\mathrm{m}\mathrm{C}\right) = \mathrm{o}{\mathrm{x}}_{\mathrm{eff}}\left[\left(1-\mathrm{B}{\mathrm{S}}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}{\mathrm{S}}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right] + \left(1-\mathrm{o}{\mathrm{x}}_{\mathrm{eff}}\right)\left[\left(1-\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\right)\left(1-\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right) + \mathrm{B}\mathrm{S}{*}_{\mathrm{eff}}\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right].\hfill \end{array} $$

We follow the standard practice and ignore “A” and “G” read-outs as the reads containing these read-outs are discarded during the mapping (their impact on the estimates would be negligible), and, consequently, the probability of the complementary events, i.e., reading “T” instead of “C”, are one minus the aforementioned probabilities. Parameters BS_eff_, BS*_eff_, ox_eff_ and seq_err_ are shared across cytosines but, importantly, specific for each biological experiment.

In practice, BS-seq and oxBS-seq experiments are carried out for a collection of cells, which comprise a cytosine population. Consequently, the probability of sequencing a “C” (for a given cytosine) in BS-seq experiment is obtained by weighting the above emission probabilities with the (unknown) cytosine proportions, θ = [p(C), p(5hmC), p(5hmC)] (Figure S1d in Additional file 4):

$$ \begin{array}{l}{\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\right) = \mathrm{p}\left(\mathrm{C}\right){\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\Big|\mathrm{C}\right) + \mathrm{p}\left(5\mathrm{m}\mathrm{C}\right){\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\Big|5\mathrm{m}\mathrm{C}\right) + \mathrm{p}\left(5\mathrm{h}\mathrm{m}\mathrm{C}\right){\mathrm{p}}_{\mathrm{BS}}\left(``\mathrm{C}"\Big|5\mathrm{h}\mathrm{m}\mathrm{C}\right)\hfill \\ {}{\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\right) = \mathrm{p}\left(\mathrm{C}\right){\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\Big|\mathrm{C}\right) + \mathrm{p}\left(5\mathrm{m}\mathrm{C}\right){\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\Big|5\mathrm{m}\mathrm{C}\right) + \mathrm{p}\left(5\mathrm{h}\mathrm{m}\mathrm{C}\right){\mathrm{p}}_{\mathrm{oxBS}}\left(``\mathrm{C}"\Big|5\mathrm{h}\mathrm{m}\mathrm{C}\right).\hfill \end{array} $$

In other words, p_BS_(“C”) and p_oxBS_(“C”) are the probabilities of obtaining “C” in a single BS-seq and oxBS-seq draw, respectively, from a cytosine population with proportions p(C), p(5hmC) and p(5hmC). Thus, individual “C” and “T” read-outs from BS-seq and oxBS-seq are Bernoulli distributed where the probabilities of observing “C” are p_BS_(“C”) and p_oxBS_(“C”), respectively. Consequently, the counts of “C” read-outs, N_BS,C_ and N_oxBS,C_, from N_BS_ BS-seq and N_oxBS_ oxBS-seq draws, respectively, are binomially distributed (Figure S2a in Additional file 4).

Because BS-seq and oxBS-seq data are conditionally independent given model parameters, the likelihood of data D = (D_BS_,D_oxBS_) for a single cytosine is the product of the BS-seq and oxBS-seq likelihoods, p(D_BS_|θ,BS_eff_,BS*_eff_,seq_err_) and p(D_oxBS_|θ,BS_eff_,BS*_eff_,ox_eff_,seq_err_). Thus, under the binomial model the likelihood function has the following form:

$$ \begin{array}{l}\mathrm{p}\left({\mathrm{D}}_{\mathrm{BS}},{\mathrm{D}}_{\mathrm{oxBS}}\Big|\uptheta, \mathrm{B}{\mathrm{S}}_{\mathrm{eff}},\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}},\mathrm{o}{\mathrm{x}}_{\mathrm{eff}},\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right)\hfill \\ {}=\mathrm{p}\left({\mathrm{D}}_{\mathrm{BS}}\Big|\uptheta, \mathrm{B}{\mathrm{S}}_{\mathrm{eff}},\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}},\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right)\ \mathrm{p}\left({\mathrm{D}}_{\mathrm{oxBS}}\Big|\uptheta, \mathrm{B}{\mathrm{S}}_{\mathrm{eff}},\mathrm{B}\mathrm{S}{*}_{\mathrm{eff}},\mathrm{o}{\mathrm{x}}_{\mathrm{eff}},\mathrm{s}\mathrm{e}{\mathrm{q}}_{\mathrm{err}}\right)\hfill \\ {}=\kern0.5em \left(\begin{array}{c}\hfill {\mathrm{N}}_{\mathrm{BS}}\hfill \\ {}\hfill {\mathrm{N}}_{\mathrm{BS},\mathrm{C}}\hfill \end{array}\right){\mathrm{p}}_{\mathrm{BS}}{\left("C"\right)}^{{\mathrm{N}}_{\mathrm{BS},\mathrm{C}}}{\left(1-{\mathrm{p}}_{\mathrm{BS}}\left("C"\right)\right)}^{{\mathrm{N}}_{\mathrm{BS}}\hbox{-} {\mathrm{N}}_{\mathrm{BS},\mathrm{C}}}\left(\begin{array}{c}\hfill {\mathrm{N}}_{\mathrm{oxBS}}\hfill \\ {}\hfill {\mathrm{N}}_{\mathrm{oxBS},\mathrm{C}}\hfill \end{array}\right){\mathrm{p}}_{\mathrm{oxBS}}{\left("C"\right)}^{{\mathrm{N}}_{\mathrm{oxBS},\mathrm{C}}}{\left(1-{\mathrm{p}}_{\mathrm{oxBS}}\left("C"\right)\right)}^{{\mathrm{N}}_{\mathrm{oxBS}}-{\mathrm{N}}_{\mathrm{oxBS},\mathrm{C}}}.\hfill \end{array} $$

The complete likelihood is obtained by multiplying the likelihoods of all cytosines in the studied regions and in the control oligonucleotides.

Biological variation is modeled hierarchically (see also Figure S2a in Additional file 4) by defining a condition-specific mean μ for methylation proportions, and μ is assigned a Dirichlet prior with hyperparameters α = (0.8, 0.8, 0.8), where α was selected to increase sensitivity of the estimation even with low sequencing coverage. The effect of α on estimation is studied systematically in Figure S15a in Additional file 4. The sensitivity of the methylation estimation is greater and “bias” is smaller (i.e., fewer data are needed to update the posterior), when the values of the elements of α decrease. On the other hand, estimates have larger variance when more a sensitive parameter is used. Thus, in the cases of relatively high coverage we recommend the use of the default value of α.

Replicate specific methylation proportions θ are defined to follow Dir(gμ + 1) distribution, where g represents biological variation around μ and was given a gamma prior with the shape parameter a = 2 and rate parameter b = 2/6. The vector 1 is added in order to prevent concentration of the probability mass in a few components. The presented statistical model is described in detail in Additional file 3.

### Prior and hyperprior definitions

The knowledge on the purity of spike-in controls was incorporated in the model through Dirichlet priors. The parameters of the priors α_C_, α_5mC_ and α_5hmC_ were defined so that they reflected expected and previously reported purities of the dNTP, 5mC dNTP and 5hmC dNTP mixes (Table S1 in Additional file 5) [28].

The probability model of the experimental parameters BS_eff_, BS*_eff_, ox_eff_ and seq_err_ is defined as a hierarchical structure. Each experiment has its own set of parameter values which are drawn from their corresponding prior distributions. The shapes of the prior distributions are in turn controlled by corresponding hyperpriors which are defined by the user.

As the parameters BS_eff_, BS*_eff_, ox_eff_ and seq_err_ represent probabilities, an intuitive way of eliciting the prior knowledge would be by defining Beta distributions through pseudo-counts or by specifying means and standard deviations. However, as the mean and standard deviation of each parameter depend on the experimental setup, we modeled them with hyperparameters. For each of the parameters, the hyperparameter specifying the mean models the expected value of that parameter in each experiment, and the parameter specifying the standard deviation models the spread of the values over separate experiments.

When implementing the hierarchical probabilistic model of the experimental parameters BS_eff_, BS*_eff_, ox_eff_ and seq_err_ and their respective hyperparameters, we decided not to use the straightforward Beta parameterization but instead use normal distributions and transformations of normal distributions. This enables us to use noncentered parameterizations (NCPs) [65], which gives a significantly faster sampler than one implemented with Beta distributions. The parameters BS_eff_, BS*_eff_, ox_eff_ and seq_err_ are modeled with logistic-normal distributions [66]. The unconstrained expected values of the corresponding distributions are modeled with normal distributions and the corresponding standard deviations with log-normal distributions (see Figure S2a in Additional file 4; Table S1 in Additional file 5). The values of the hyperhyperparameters were selected so that they will produce distributions reflecting our prior knowledge on BS_eff_, BS*_eff_, ox_eff_ and seq_err_; that is, BS_eff_ should be close to 1, ox_eff_ should be around 0.95 and BS^*^_eff_ and seq_err_ should be close to zero. The estimation procedure is not sensitive to the selection of the values of the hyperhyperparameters (Figure S15b in Additional file 4). The default values should be applicable for most of the cases. For a more detailed description, see Additional file 3.

### MCMC estimation of posterior distributions

After assigning priors and hyperpriors for the model parameters, the next step is to condition the model on data and derive posterior distribution of the model parameters. We use the Hamiltonian Monte Carlo (HMC) strategy with the No-U-turn (NUTS) sampler [48] to sample the posterior distributions. NUTS as implemented in Stan v2.2.0 [67] was used in all the analyses with the following settings: method = sample algorithm = hmc engine = nuts max_depth = 8 stepsize = 0.02. The default numbers of warm-up (1000) and sampling (1000) iterations were run. The chains were initialized with values sampled from the priors. The convergence of the MCMC chains was monitored using the built-in Gelman and Rubin's convergence diagnostic, the potential scale reduction factor [68].

### Detection of differential methylation

Differential methylation between two conditions is quantified by assessing the difference in the posterior distributions of μ in conditions A and B. For this, we define Δμ = μ_A_ − μ_B_, where the difference is taken element-wise. In addition, the null hypothesis H_0_ and alternative hypothesis H_1_ are defined as Δμ = 0 and Δμ ≠ 0, respectively. The BF is a measure of the evidence in the data D in support of H_1_ over H_0_ BF = p(D|H_1_)/p(D|H_0_). The calculation of the BF requires evaluation of the marginal likelihoods of the data, which unfortunately do not have closed-form solutions. We resort to the Savage-Dickey density ratio for approximating the BF as BF ≃ p(Δμ = 0|H_1_)/p(Δμ = 0|D,H_1_). Next we will go through how we calculated the numerator and denominator.

The value of the probability density function of the difference of two independent Dirichlet random variables at the origin (0, 0, 0) can be solved analytically (see Additional file 3). Thus, if μ_1_, μ_2_ ~ Dir((0.8, 0.8, 0.8)), then p(Δμ = 0|H_1_) = p_μ1-μ2_((0, 0, 0)) ≃ 2.19712.

To calculate the value p(Δμ = 0|H_1_,D), we use two MCMC chains containing posterior samples of μ_A_ and μ_B_, corresponding to the conditions A and B, and estimate the empirical posterior distribution of the difference Δμ. Here the estimation was done using a standard kernel density estimation approach with the Gaussian kernel (the routine scipy.stats.gaussian_kde in SciPy [69]). The density is estimated based on all the pair-wise differences calculated between the samples of the two chains; in the case of N samples per chain there are altogether N^2^ differences used in the kernel density estimation. The bandwidth of the kernel was selected to be one-fourth of the estimate given by Scott’s rule [70]. The scaling factor of ¼ for the bandwidth was included to improve the accuracy of the kernel density estimates. The accuracy of the kernel density estimation was assessed in the following way: 1) sample data from two known Dirichlet distributions; 2) calculate the kernel density estimate for the difference between the two Dirichlet distributed variables using the sampled data; and 3) compare the estimate with the true value obtained using the analytical formula.

We systematically studied the effect of α on the detection of differential methylation (Figure S15c in Additional file 4). Small α values result in more sensitive differential detection estimation and larger BF values (Figure S15c in Additional file 4). Note that the increase in the absolute value of BF is mainly due to the denominator term, which is calculated based on the prior in the Savage-Dickey estimator. In the case of the Jeffreys non-informative prior (α = (0.5,0.5,0.5); which would produce most sensitive methylation estimates), the Savage-Dickey density ratio is not applicable because the denominator calculated based on the prior is always 0.

### Detection of differential methylation at the locus level

At the locus level, Lux accounts for two types of variability: variability between individual cytosines within a locus, and variability in individual cytosine methylation levels between biological replicates. This is achieved by introducing an additional level to the Lux model (Figure S11 in Additional file 4). That is, variation in methylation across a locus is modeled hierarchically by first defining a condition-specific mean μ for methylation proportions in a locus, and μ is assigned a Dirichlet prior with hyperparameters α = (0.8, 0.8, 0.8), where α was selected to increase sensitivity of the estimation even with low sequencing coverage. Methylation proportions ν over individual cytosines within a locus are defined to follow Dir(gμ + 1) distribution, where g represents biological variation around μ and was given a gamma prior with the shape parameter a = 2 and rate parameter b = 2/6. The vector 1 is added in order to prevent concentration of the probability mass in a few components. Finally, replicate-specific methylation proportions θ are defined to follow Dir(fν +1) distribution, where f represents variation around ν and was given a gamma prior with the shape parameter a = 2 and rate parameter b = 2/6. Differential methylation between two conditions is quantified as described above by assessing the difference in the posterior distributions of μ in conditions A and B.

To scan our loci, we used a scanning window approach with window-length 100 bp and step-size 50 bp. In our analysis we only considered those cytosines which were in a CpG context. Moreover, we ignored those windows which had less than three cytosines, as those are better quantified using cytosine-level analysis.

### Defining differentially and similarly methylated cytosines

To compare Lux, MOABS, and FET in detecting differential methylation we have to define sets of differentially and similarly methylated cytosines. This was done by detecting ten top scoring loci and four low scoring loci showing differential 5mC and/or 5hmC levels based on independent CMS-IP and MeDIP measurements [49]. The detection of loci with differential 5mC and 5hmC was done using the MEDIPS tool [71] with 300 bp windows (*p* value < 1e-4). All the covered cytosines in a CpG context (N = 384) were divided into sets of differentially (N = 252) and similarly (N = 132) methylated cytosines based on the aforementioned loci-level information. The same procedure was carried out while defining differentially and similarly methylated windows in Figure S11b in Additional file 4.

DNA modification-sensitive assays like MeDIP and CMS-IP are known to have a CpG density bias. Especially regions with low CpG densities will result in only moderate signals, even when fully methylated. Various methods have been proposed to transform MeDIP-seq-derived count data into beta-like absolute methylation values by correcting for CpG densities [71–74]. However, any experiment-independent bias, like local CpG density, affects each sample the same way. Therefore, no normalization of CpG density or other experiment-independent factors needs to be performed when differential methylation at a fixed region and between samples is calculated. For validation of our method, we have focused on genomic regions identified as differentially methylated (MeDIP) and differentially hydroxymethylated (CMS-IP) comparing conditions and the selected regions all have balanced and elevated CpG densities. Although MeDIP and CMS-IP do not provide information on the single nucleotide level, they have been used to detect differential 5mC and 5hmC successfully. Moreover, it has also been reported that in many cases the methylation levels of several nearby CpG sites are highly correlated. Finally, MeDIP and CMS-IP are independent techniques from BS-seq and oxBS-seq and, thus, provide orthogonal information.

### Using MOABS

To compare Lux with MOABS in detecting differential methylation we first downloaded the MOABS (v.1.2.7) binaries from https://code.google.com/p/moabs/. We generated necessary input files (in the BED format) containing information about methylation calls as described in the MOABS user guide (v.1.2.2). Then, we carried out differential methylation analysis of individual cytosines between two conditions with (“mcomp --doDmrScan = 0 -r c1_r1.bed,c1_r2.bed,c1_r3.bed -r c2_r1.bed,c2_r2.bed,c3_r3.bed -m c1.bed c2.bed -c c1_vs_v2.txt”) or without replicates (“mcomp --doDmrScan 0 -r c1.bed -r c2.bed -c c1_vs_c2.txt”) using the mcomp module as described in the user guide. To carry out differential methylation of windows, we used mcomp (“mcomp -r c1_r1.bed,c1_r2.bed,c1_r3.bed -r c2_r1.bed,c2_r2.bed,c3_r3.bed -m c1.bed c2.bed -c c1_vs_v2.txt” and “mcomp -c c1_vs_v2.txt -f window.bed”) and the obtained *p* values were used. Based on the user guide, mcomp does not support simultaneous analysis of BS-seq and oxBS-seq data, and thus we analyzed BS-seq and oxBS-seq data separately.

### Binomial test with conversion efficiency

We used the binomial test with the conversion efficiencies (BS_Eff_ = 0.99) as described in the supplement of [32] to quantify the presence of 5mC and 5hmC for each CpG. Since [32] does not provide a way to handle replicates, we combined the replicate-specific *p* values using Fisher’s method. We used this strategy to analyze both wild-type and knockout conditions separately. The obtained *p* values therefore provide a proxy for the amount of 5mC and 5hmC; low *p* values correspond to high amounts of cytosine modifications. Using a *p* value threshold we can decide the presence of 5mC and/or 5hmC in both conditions and call a difference in methylation modification levels, which we defined by using the minimum of the two *p* values. Finally, by sliding the *p* value threshold from 0 to 1 we can then generate the ROC graph and the AUC score as illustrated in Figure S8d in Additional file 4.

### Simulation of data

The counts of unconverted read-outs out of N read-outs from BS-seq and oxBS-seq experiments are assumed to be binomially distributed random variables with the derived emission probabilities. The experimental parameters and methylation levels are varied as indicated.

Downsampling was done by sampling data from binomial distributions defined by the parameters estimated from the complete data. That is, for a given cytosine and BS-seq experiment we calculated the fraction of unconverted read-outs, N_BS,C_/N_BS_. This value was used as the success probability parameter, i.e., the probability of observing “C”. Using the defined binomial distribution, we sampled a number of “C” read-outs out of N read-outs. The same procedure was used for oxBS-seq but in that case we calculated the fractions N_oxBS,C_/N_oxBS_.

### Kernel density estimation in the open two-dimensional simplex

A kernel density estimator was applied to data prior to ternary plotting. To deal with compositional data correctly we utilized a published method based on the use of the isometric log-ratio normal kernel (iln) [75].

### Comparison with glucMC-qPCR data

The raw BS-seq and oxBS-seq data sets were downloaded from the European Molecular Biology Laboratory-European Bioinformatics Institute ArrayExpress Archive (E-MTAB-1042). Bismark v0.7.12 [63] was used to align the BS and oxBS reads against the mm9 reference genome. The alignment was done using the single-end Bowtie 2 [64] backend with the following parameters: -N 1 –L 20. The “bismark_methylation_extractor” script distributed with the Bismark aligner was used to extract the number of unconverted and converted read-outs for each cytosine with the following parameters: --cutoff 5 --bedGraph --counts. The PCR primers given in [32] were aligned against the mm9 reference genome and the locations of the CCGG sites within the loci were extracted. The methylation levels of the second cytosine within the CCGG sites were estimated using Lux (α = (0.8, 0.8, 0.8)). The Booth et al. estimates and glucMS-qPCR measurements were taken from [32].

### Integrative analysis of BS-seq, TAB-seq, and fCAB-seq data

First, we derived the statistical model for the simultaneous and integrative analysis of BS-seq, TAB-seq, and fCAB-seq data. The derivation of BS-seq/TAB-seq/fCAB-seq model followed the same principle as the aforementioned derivation of the BS-seq/oxBS-seq model. Briefly, for a given cytosine, we used a Dirichlet random variable of order four to model proportions of different cytosine methylations θ = [p(C), p(5mC), p(5hmC), p(5fC)] (Σθ = 1) simultaneously. Similarly as in the derivation of the BS-seq/oxBS-seq model, we define the effects of BS_eff_, BS*_eff_, lab_eff_, ox_eff_, pro_eff_ and seq_err_ on each of the cytosine modification (C, 5mC, 5hmC, 5fC) and the BS-seq/TAB-seq/fCAB-seq read-outs (Additional file 3; Figure S13 in Additional file 4). Then we derive the BS-seq-, TAB-seq-, and fCAB-seq-specific emission probabilities (propagated probabilities; Additional file 3). Finally, for given a value of θ, we define BS-seq, TAB-seq, and fCAB-seq likelihoods to have binomial distributions as in the BS-seq/oxBS-seq model. Consequently, we can define the complete likelihood function as in the case of the BS-seq/oxBS-seq model.

The preprocessed BS-seq, TAB-seq, and fCAB-seq data sets (GSM1386021, GSM1386028, and GSM1386029) were downloaded from the Gene Expression Omnibus (GEO) database. We limited our analysis to the cytosines (common, maternal, and paternal) on the positive strand because no preprocessed BS-seq data were available for the cytosines on the negative strand. Moreover, we only considered the cytosines (N = 12,860,334) with ≥10× coverage in all three experiments (BS-seq, TAB-seq, and fCAB-seq).

Because no controls were available for all the experimental parameters, we set the values of the experimental parameters to the values reported in the original study [57], i.e., BS_eff_ = 0.99, lab_eff_ = 0.95, ox_eff_ = 0.95, and pro_eff_ = 0.8. Moreover, we assumed that BS*_eff_ = 0.001 and seq_err_ = 0.001. Finally, given the relatively low sequencing coverage in the genome-wide data, we assigned the Jeffreys prior for μ, i.e., μ ~ Dir(α), where α = (0.5, 0.5, 0.5, 0.5).

Next, as with the BS-seq/oxBS-seq model, we used the HMC sampling scheme to estimate the posterior distributions of μ and θ for each of the considered cytosines given the read count data and the values of the experimental parameters.

### Integrative analysis of other derivatives of traditional bisulfite sequencing data

Besides BS-seq, oxBS-seq, TAB-seq and fCAB-seq, Lux can be easily extended to analyze and quantify other oxi-mC-seq data. The main experimental steps and the corresponding parameters for CAB-seq, redBS-seq and MAB-seq are shown in Fig. 6. Details of the propagated probabilities, which are needed to compute the likelihood are shown in Additional file 3.

### Availability of software implementation

A platform-independent implementation of Lux is released under MIT license at https://github.com/tare/Lux/ and as Additional files 1 and 2. We recommend to get the latest version from the GitHub repository.

### Availability of experimental data

The data sets supporting the results of this article are available in the GEO repository under accession number GSE68576.

## Additional files

Additional file 1: A Stan implementation of the Lux method with documentation and a preprocessed data set. (TBZ2 9 kb) Additional file 2: A small example data set. (TBZ2 8 kb) Additional file 3: Methods document. (PDF 138 kb) Additional file 4: Figures S1 to S15 with legends. (PDF 8537 kb) Additional file 5: Tables S1 to S7 with legends.

## References

[1] Csankovszki G, Nagy A, Jaenisch R (2001). Synergism of Xist RNA, DNA methylation, and histone hypoacetylation in maintaining X chromosome inactivation. J Cell Biol.

[2] Li E, Beard C, Jaenisch R (1993). Role for DNA methylation in genomic imprinting. Nature.

[3] Chen RZ, Pettersson U, Beard C, Jackson-Grusby L, Jaenisch R (1998). DNA hypomethylation leads to elevated mutation rates. Nature.

[4] Smith ZD, Meissner A (2013). DNA methylation: roles in mammalian development. Nat Rev Genet.

[5] Bergman Y, Cedar H (2013). DNA methylation dynamics in health and disease. Nat Struct Mol Biol.

[6] Kulis M, Esteller M (2010). DNA methylation and cancer. Adv Genet..

[7] Lister R, Pelizzola M, Dowen RH, Hawkins RD, Hon G, Tonti-Filippini J (2009). Human DNA methylomes at base resolution show widespread epigenomic differences. Nature.

[8] Hon GC, Rajagopal N, Shen Y, McCleary DF, Yue F, Dang MD (2013). Epigenetic memory at embryonic enhancers identified in DNA methylation maps from adult mouse tissues. Nat Genet.

[9] Ziller MJ, Gu H, Muller F, Donaghey J, Tsai LT, Kohlbacher O (2013). Charting a dynamic DNA methylation landscape of the human genome. Nature.

[10] Shukla S, Kavak E, Gregory M, Imashimizu M, Shutinoski B, Kashlev M (2011). CTCF-promoted RNA polymerase II pausing links DNA methylation to splicing. Nature.

[11] Hu S, Wan J, Su Y, Song Q, Zeng Y, Nguyen HN (2013). DNA methylation presents distinct binding sites for human transcription factors. Elife..

[12] Lister R, Mukamel EA, Nery JR, Urich M, Puddifoot CA, Johnson ND (2013). Global epigenomic reconfiguration during mammalian brain development. Science.

[13] Heyn H, Li N, Ferreira HJ, Moran S, Pisano DG, Gomez A (2012). Distinct DNA methylomes of newborns and centenarians. Proc Natl Acad Sci U S A.

[14] Tahiliani M, Koh KP, Shen Y, Pastor WA, Bandukwala H, Brudno Y (2009). Conversion of 5-methylcytosine to 5-hydroxymethylcytosine in mammalian DNA by MLL partner TET1. Science.

[15] Ito S, Shen L, Dai Q, Wu SC, Collins LB, Swenberg JA (2011). Tet proteins can convert 5-methylcytosine to 5-formylcytosine and 5-carboxylcytosine. Science.

[16] Pastor WA, Aravind L, Rao A (2013). TETonic shift: biological roles of TET proteins in DNA demethylation and transcription. Nat Rev Mol Cell Biol.

[17] Kohli RM, Zhang Y (2013). TET enzymes, TDG and the dynamics of DNA demethylation. Nature.

[18] Bachman M, Uribe-Lewis S, Yang X, Williams M, Murrell A, Balasubramanian S (2014). 5-Hydroxymethylcytosine is a predominantly stable DNA modification. Nat Chem.

[19] Bachman M, Uribe-Lewis S, Yang X, Burgess HE, Iurlaro M, Reik W (2015). 5-Formylcytosine can be a stable DNA modification in mammals. Nat Chem Biol.

[20] Wang L, Zhou Y, Xu L, Xiao R, Lu X, Chen L (2015). Molecular basis for 5-carboxycytosine recognition by RNA polymerase II elongation complex. Nature.

[21] Ko M, Huang Y, Jankowska AM, Pape UJ, Tahiliani M, Bandukwala HS (2010). Impaired hydroxylation of 5-methylcytosine in myeloid cancers with mutant TET2. Nature.

[22] Pastor WA, Pape UJ, Huang Y, Henderson HR, Lister R, Ko M (2011). Genome-wide mapping of 5-hydroxymethylcytosine in embryonic stem cells. Nature.

[23] Huang Y, Pastor WA, Zepeda-Martinez JA, Rao A (2012). The anti-CMS technique for genome-wide mapping of 5-hydroxymethylcytosine. Nat Protoc.

[24] Pastor WA, Huang Y, Henderson HR, Agarwal S, Rao A (2012). The GLIB technique for genome-wide mapping of 5-hydroxymethylcytosine. Nat Protoc.

[25] Song CX, Szulwach KE, Fu Y, Dai Q, Yi C, Li X (2011). Selective chemical labeling reveals the genome-wide distribution of 5-hydroxymethylcytosine. Nat Biotechnol.

[26] Robinson MD, Stirzaker C, Statham AL, Coolen MW, Song JZ, Nair SS (2010). Evaluation of affinity-based genome-wide DNA methylation data: effects of CpG density, amplification bias, and copy number variation. Genome Res.

[27] Chodavarapu RK, Feng S, Bernatavichute YV, Chen PY, Stroud H, Yu Y (2010). Relationship between nucleosome positioning and DNA methylation. Nature.

[28] Yu M, Hon GC, Szulwach KE, Song CX, Zhang L, Kim A (2012). Base-resolution analysis of 5-hydroxymethylcytosine in the mammalian genome. Cell.

[29] Rein T, DePamphilis ML, Zorbas H (1998). Identifying 5-methylcytosine and related modifications in DNA genomes. Nucleic Acids Res.

[30] Frommer M, McDonald LE, Millar DS, Collis CM, Watt F, Grigg GW (1992). A genomic sequencing protocol that yields a positive display of 5-methylcytosine residues in individual DNA strands. Proc Natl Acad Sci U S A.

[31] Huang Y, Pastor WA, Shen Y, Tahiliani M, Liu DR, Rao A (2010). The behaviour of 5-hydroxymethylcytosine in bisulfite sequencing. PLoS One.

[32] Booth MJ, Branco MR, Ficz G, Oxley D, Krueger F, Reik W (2012). Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution. Science.

[33] Plongthongkum N, Diep DH, Zhang K (2014). Advances in the profiling of DNA modifications: cytosine methylation and beyond. Nat Rev Genet.

[34] Song CX, Szulwach KE, Dai Q, Fu Y, Mao SQ, Lin L (2013). Genome-wide profiling of 5-formylcytosine reveals its roles in epigenetic priming. Cell.

[35] Booth MJ, Marsico G, Bachman M, Beraldi D, Balasubramanian S (2014). Quantitative sequencing of 5-formylcytosine in DNA at single-base resolution. Nat Chem.

[36] Lu X, Song CX, Szulwach K, Wang Z, Weidenbacher P, Jin P (2013). Chemical modification-assisted bisulfite sequencing (CAB-Seq) for 5-carboxylcytosine detection in DNA. J Am Chem Soc.

[37] Wu H, Wu X, Shen L, Zhang Y (2014). Single-base resolution analysis of active DNA demethylation using methylase-assisted bisulfite sequencing. Nat Biotechnol.

[38] Kumaki Y, Oda M, Okano M (2008). QUMA: quantification tool for methylation analysis. Nucleic Acids Res.

[39] Rohde C, Zhang Y, Reinhardt R, Jeltsch A (2010). BISMA--fast and accurate bisulfite sequencing data analysis of individual clones from unique and repetitive sequences. BMC Bioinformatics..

[40] Akalin A, Kormaksson M, Li S, Garrett-Bakelman FE, Figueroa ME, Melnick A (2012). methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome Biol.

[41] Benoukraf T, Wongphayak S, Hadi LH, Wu M, Soong R (2013). GBSA: a comprehensive software for analysing whole genome bisulfite sequencing data. Nucleic Acids Res.

[42] Hansen KD, Langmead B, Irizarry RA (2012). BSmooth: from whole genome bisulfite sequencing reads to differentially methylated regions. Genome Biol.

[43] Sun D, Xi Y, Rodriguez B, Park HJ, Tong P, Meong M (2014). MOABS: model based analysis of bisulfite sequencing data. Genome Biol.

[44] Feng H, Conneely KN, Wu H (2014). A Bayesian hierarchical model to detect differentially methylated loci from single nucleotide resolution sequencing data. Nucleic Acids Res.

[45] Burger L, Gaidatzis D, Schubeler D, Stadler MB (2013). Identification of active regulatory regions from DNA methylation data. Nucleic Acids Res.

[46] Dolzhenko E, Smith AD (2014). Using beta-binomial regression for high-precision differential methylation analysis in multifactor whole-genome bisulfite sequencing experiments. BMC Bioinformatics..

[47] Qu J, Zhou M, Song Q, Hong EE, Smith AD (2013). MLML: consistent simultaneous estimates of DNA methylation and hydroxymethylation. Bioinformatics.

[48] Hoffman MD, Gelman A. The No-U-Turn Sampler: adaptively setting path lengths in Hamiltonian Monte Carlo. J Mach Learn Res. 2013, in press.

[49] Huang Y, Chavez L, Chang X, Wang X, Pastor WA, Kang J (2014). Distinct roles of the methylcytosine oxidases Tet1 and Tet2 in mouse embryonic stem cells. Proc Natl Acad Sci U S A.

[50] Katz Y, Wang ET, Airoldi EM, Burge CB (2010). Analysis and design of RNA sequencing experiments for identifying isoform regulation. Nat Methods.

[51] Shen Y, Yue F, McCleary DF, Ye Z, Edsall L, Kuan S (2012). A map of the cis-regulatory sequences in the mouse genome. Nature.

[52] Tsagaratou A, Aijo T, Lio CW, Yue X, Huang Y, Jacobsen SE (2014). Dissecting the dynamic changes of 5-hydroxymethylcytosine in T-cell development and differentiation. Proc Natl Acad Sci U S A.

[53] Zhang JA, Mortazavi A, Williams BA, Wold BJ, Rothenberg EV (2012). Dynamic transformations of genome-wide epigenetic marking and transcriptional control establish T cell identity. Cell.

[54] Kirigin FF, Lindstedt K, Sellars M, Ciofani M, Low SL, Jones L (2012). Dynamic microRNA gene transcription and processing during T cell development. J Immunol.

[55] Rothenberg EV, Taghon T (2005). Molecular genetics of T cell development. Annu Rev Immunol..

[56] Gordan R, Shen N, Dror I, Zhou T, Horton J, Rohs R (2013). Genomic regions flanking E-box binding sites influence DNA binding specificity of bHLH transcription factors through DNA shape. Cell Rep.

[57] Wang L, Zhang J, Duan J, Gao X, Zhu W, Lu X (2014). Programming and inheritance of parental DNA methylomes in mammals. Cell.

[58] Rishi V, Bhattacharya P, Chatterjee R, Rozenberg J, Zhao J, Glass K (2010). CpG methylation of half-CRE sequences creates C/EBPalpha binding sites that activate some tissue-specific genes. Proc Natl Acad Sci U S A.

[59] Spruijt CG, Gnerlich F, Smits AH, Pfaffeneder T, Jansen PW, Bauer C (2013). Dynamic readers for 5-(hydroxy)methylcytosine and its oxidized derivatives. Cell.

[60] Koh KP, Yabuuchi A, Rao S, Huang Y, Cunniff K, Nardone J (2011). Tet1 and Tet2 regulate 5-hydroxymethylcytosine production and cell lineage specification in mouse embryonic stem cells. Cell Stem Cell.

[61] Ko M, An J, Bandukwala HS, Chavez L, Aijo T, Pastor WA (2013). Modulation of TET2 expression and 5-methylcytosine oxidation by the CXXC domain protein IDAX. Nature.

[62] Booth MJ, Ost TW, Beraldi D, Bell NM, Branco MR, Reik W (2013). Oxidative bisulfite sequencing of 5-methylcytosine and 5-hydroxymethylcytosine. Nat Protoc.

[63] Krueger F, Andrews SR (2011). Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics.

[64] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat Methods.

[65] Papaspiliopoulos O, Roberts GO, Sköld M (2007). A general framework for the parametrization of hierarchical models. Stat Sci.

[66] Aitchison J, Shen SM (1980). Logistic-normal distributions: some properties and uses. Biometrika.

[67] Bob Carpenter, Andrew Gelman, Matt Hoffman, Daniel Lee, Ben Goodrich, Michael Betancourt, Michael A. Brubaker, Jiqiang Guo, Peter Li, and Allen Riddell. 2016. Stan: A probabilistic programming language. Journal of Statistical Software (in press).10.18637/jss.v076.i01PMC978864536568334

[68] Gelman A, Rubin DB (1992). Inference from iterative simulation using multiple sequences. Stat Sci.

[69] Jones E, Oliphant E, Peterson P, et al. SciPy: Open Source Scientific Tools for Python, 2001, http://www.scipy.org/[Online; accessed 2016-03-06].

[70] Scott DW. Multivariate density estimation: theory, practice, and visualization. New York: Wiley; 2009.

[71] Chavez L, Jozefczuk J, Grimm C, Dietrich J, Timmermann B, Lehrach H (2010). Computational analysis of genome-wide DNA methylation during the differentiation of human embryonic stem cells along the endodermal lineage. Genome Res.

[72] Down TA, Rakyan VK, Turner DJ, Flicek P, Li H, Kulesha E (2008). A Bayesian deconvolution strategy for immunoprecipitation-based DNA methylome analysis. Nat Biotechnol.

[73] Riebler A, Menigatti M, Song JZ, Statham AL, Stirzaker C, Mahmud N (2014). BayMeth: improved DNA methylation quantification for affinity capture sequencing data using a flexible Bayesian approach. Genome Biol.

[74] Lienhard M, Grimm C, Morkel M, Herwig R, Chavez L (2014). MEDIPS: genome-wide differential coverage analysis of sequencing data derived from DNA enrichment experiments. Bioinformatics.

[75] Chacón JE, Mateu-Figueras G, Martín-Fernández JA (2011). Gaussian kernels for density estimation with compositional data. Comput Geosci.

# Supplementary material for: A probabilistic generative model for quantification of DNA modifications enables analysis of demethylation pathways
**Source:** Genome Biol. 2016 Mar 14;17:49. doi: 10.1186/s13059-016-0911-6
**Supplement:** Additional file 3: — Methods document.

# A probabilistic model for accurate quantification of DNA methylation modifications.

## *Supplemental Methods*

Tarmo Äijö, Yun Huang, Henrik Mannerström, Lukas Chavez,  
Ageliki Tsagaratou, Anjana Rao, and Harri Lähdesmäki

March 11, 2016

### On the statistical model of Lux

In this section we go through the statistical model of Lux in detail. The graphical model of Lux is depicted in **Suppl. Fig. 2** and the values of the hyperprior parameters are also listed in **Suppl. Table 1**.

#### Parameters

In this subsection we describe the model parameters.

$$\theta^{\text{control},i,j} = (p^{\text{control},i,j}(\text{"C"}), p^{\text{control},i,j}(\text{"5mC"}), p^{\text{control},i,j}(\text{"5hmC"})) , \\ i = 1, \dots, N_{\text{control cytosines}}, j = 1, \dots, N_{\text{replicates}}$$

#### Description

Represents the proportions of the considered cytosine modifications for control cytosines ( $\forall i, j : \sum \theta^{\text{control},i,j} = 1$ ). Note that we model control cytosines independently across replicates, i.e. there is no hierarchical level for modeling biological variation on them.

#### Distribution

$$\theta^{\text{control},i,j} \sim \text{Dir}(\alpha^{\text{control},i,j})$$

$$\theta^{i,j} = (p^{i,j}(\text{"C"}), p^{i,j}(\text{"5mC"}), p^{i,j}(\text{"5hmC"})), i = 1, \dots, N_{\text{cytosines}}, j = 1, \dots, N_{\text{replicates}}$$

### Description

Represents the proportions of the considered cytosine modifications for noncontrol cytosines ( $\forall i, j : \sum \theta^{i,j} = 1$ ).

### Distribution

$$\theta^{i,j} \sim \text{Dir}(g^i \mu_{\theta}^i + \mathbf{1})$$

$$\text{BS}_{\text{eff}}^j, j = 1, \dots, N_{\text{replicates}}$$

### Description

Represents the probability of successful bisulphite conversion, i.e. conversion of unmethylated cytosine to uracil.

### Distribution

Is defined by parameters  $\mu_{\text{BS}_{\text{eff}}}$  and  $\sigma_{\text{BS}_{\text{eff}}}$  such that  $\text{logit}(\text{BS}_{\text{eff}}^j) \sim \mathcal{N}(\mu_{\text{BS}_{\text{eff}}}, \sigma_{\text{BS}_{\text{eff}}})$ .

$$\text{BS}_{\text{eff}}^{*,j}, j = 1, \dots, N_{\text{replicates}}$$

### Description

Represents the probability of inaccurate bisulphite conversion, i.e. conversion of 5mC or 5hmC to uracil.

### Distribution

Is defined by parameters  $\mu_{\text{BS}_{\text{eff}}^*}$  and  $\sigma_{\text{BS}_{\text{eff}}^*}$  such that  $\text{logit}(\text{BS}_{\text{eff}}^{*,j}) \sim \mathcal{N}(\mu_{\text{BS}_{\text{eff}}^*}, \sigma_{\text{BS}_{\text{eff}}^*})$ .

$$\text{ox}_{\text{eff}}^j, j = 1, \dots, N_{\text{replicates}}$$

### Description

Represents the probability of successful oxidation, i.e. oxidation of 5hmC to 5fC.

### Distribution

Is defined by parameters  $\mu_{\text{ox}_{\text{eff}}}$  and  $\sigma_{\text{ox}_{\text{eff}}}$  such that  $\text{logit}(\text{ox}_{\text{eff}}^j) \sim \mathcal{N}(\mu_{\text{ox}_{\text{eff}}}, \sigma_{\text{ox}_{\text{eff}}})$ .

$$\text{seq}_{\text{err}}^j, j = 1, \dots, N_{\text{replicates}}$$

### Description

Represents the probability of sequencing error, i.e. sequencing C instead of T or vice versa.

### Distribution

Is defined by parameters  $\mu_{\text{seq}_{\text{err}}}$  and  $\sigma_{\text{seq}_{\text{err}}}$  such that  $\text{logit}(\text{seq}_{\text{err}}^j) \sim \mathcal{N}(\mu_{\text{seq}_{\text{err}}}, \sigma_{\text{seq}_{\text{err}}})$ .

## Hyperparameters

In this subsection we describe the hyperparameters of the model.

$$\alpha^{\text{control}, i, j} = (\alpha_{\text{C}}^{\text{control}, i, j}, \alpha_{5\text{mC}}^{\text{control}, i, j}, \alpha_{5\text{hmC}}^{\text{control}, i, j}), i = 1, \dots, N_{\text{control cytosines}}, j = 1, \dots, N_{\text{replicates}}$$

### Description

Defines the priors for the proportions of the considered cytosine modifications for control cytosines, i.e.  $\theta^{\text{control}, i, j} \sim \text{Dir}(\alpha^{\text{control}, i, j})$ .

**Value** In the case of the C, 5mC and 5hmC control cytosines the values are  $\alpha_{\text{C}}^{\text{control}, i, j} = (1000, 1, 1)$ ,  $\alpha_{5\text{mC}}^{\text{control}, i, j} = (1, 1000, 1)$ , and  $\alpha_{5\text{hmC}}^{\text{control}, i, j} = (6, 2, 72)$ , respectively, for all  $i$  and  $j$ .

$$g^i, i = 1, \dots, N_{\text{cytosines}}$$

### Description

Controls the variance of the replicate-specific proportions of cytosine modifications for noncontrol cytosines  $\theta_{i,j}$ .

### Distribution

$g^j \sim \text{Gamma}(\psi_g^1, \psi_g^2)$ , where  $\psi_g^1 = 2$ ,  $\psi_g^2 = 2/6$

$$\mu_{\theta}^i, i = 1, \dots, N_{\text{cytosines}}$$

### Description

Represents the proportions of the considered cytosine modifications for noncontrol cytosines across replicates.

### Distribution

$$\mu_{\theta}^i \sim \text{Dir}(\alpha), \text{ where } \alpha = (0.8, 0.8, 0.8)$$

$$\mu_{\text{BS}_{\text{eff}}}$$

### Description

Controls the expected value of  $\text{logit}(\text{BS}_{\text{eff}})$  across replicates.

### Distribution

$$\mu_{\text{BS}_{\text{eff}}} \sim \mathcal{N}(\psi_{\text{BS}_{\text{eff}}}^{\mu, \mu}, \psi_{\text{BS}_{\text{eff}}}^{\mu, \sigma}), \text{ where } \psi_{\text{BS}_{\text{eff}}}^{\mu, \mu} = 2 \text{ and } \psi_{\text{BS}_{\text{eff}}}^{\mu, \sigma} = 1.29$$

$$\sigma_{\text{BS}_{\text{eff}}}$$

### Description

Controls the standard deviation of  $\text{logit}(\text{BS}_{\text{eff}})$  across replicates.

### Distribution

$$\sigma_{\text{BS}_{\text{eff}}} \sim \text{In}\mathcal{N}(\psi_{\text{BS}_{\text{eff}}}^{\sigma, \mu}, \psi_{\text{BS}_{\text{eff}}}^{\sigma, \sigma}), \text{ where } \psi_{\text{BS}_{\text{eff}}}^{\sigma, \mu} = 0.4 \text{ and } \psi_{\text{BS}_{\text{eff}}}^{\sigma, \sigma} = 0.5$$

$$\mu_{\text{BS}_{\text{eff}}^*}$$

### Description

Controls the expected value of  $\text{logit}(\text{BS}_{\text{eff}}^*)$  across replicates.

### Distribution

$$\mu_{\text{BS}_{\text{eff}}^*} \sim \mathcal{N}(\psi_{\text{BS}_{\text{eff}}^*}^{\mu, \mu}, \psi_{\text{BS}_{\text{eff}}^*}^{\mu, \sigma}), \text{ where } \psi_{\text{BS}_{\text{eff}}^*}^{\mu, \mu} = -3 \text{ and } \psi_{\text{BS}_{\text{eff}}^*}^{\mu, \sigma} = 1.29$$

$$\sigma_{\text{BS}_{\text{eff}}^*}$$

### Description

Controls the standard deviation of  $\text{logit}(\text{BS}_{\text{eff}}^*)$  across replicates.

### Distribution

$$\sigma_{\text{BS}_{\text{eff}}^*} \sim \text{In } \mathcal{N}(\psi_{\text{BS}_{\text{eff}}^*}^{\sigma, \mu}, \psi_{\text{BS}_{\text{eff}}^*}^{\sigma, \sigma}), \text{ where } \psi_{\text{BS}_{\text{eff}}^*}^{\sigma, \mu} = 0.4 \text{ and } \psi_{\text{BS}_{\text{eff}}^*}^{\sigma, \sigma} = 0.5$$

$$\mu_{\text{ox}_{\text{eff}}}$$

### Description

Controls the expected value of  $\text{logit}(\text{ox}_{\text{eff}})$  across replicates.

### Distribution

$$\mu_{\text{ox}_{\text{eff}}} \sim \mathcal{N}(\psi_{\text{ox}_{\text{eff}}}^{\mu, \mu}, \psi_{\text{ox}_{\text{eff}}}^{\mu, \sigma}), \text{ where } \psi_{\text{ox}_{\text{eff}}}^{\mu, \mu} = 2 \text{ and } \psi_{\text{ox}_{\text{eff}}}^{\mu, \sigma} = 1.29$$

$$\sigma_{\text{ox}_{\text{eff}}}$$

### Description

Controls the standard deviation of  $\text{logit}(\text{ox}_{\text{eff}})$  across replicates.

### Distribution

$$\sigma_{\text{ox}_{\text{eff}}} \sim \text{In } \mathcal{N}(\psi_{\text{ox}_{\text{eff}}}^{\sigma, \mu}, \psi_{\text{ox}_{\text{eff}}}^{\sigma, \sigma}), \text{ where } \psi_{\text{ox}_{\text{eff}}}^{\sigma, \mu} = 0.4 \text{ and } \psi_{\text{ox}_{\text{eff}}}^{\sigma, \sigma} = 0.5$$

$$\mu_{\text{seq}_{\text{err}}}$$

### Description

Controls the expected value of  $\text{logit}(\text{seq}_{\text{err}})$  across replicates.

### Distribution

$$\mu_{\text{seq}_{\text{err}}} \sim \mathcal{N}(\psi_{\text{seq}_{\text{err}}}^{\mu, \mu}, \psi_{\text{seq}_{\text{err}}}^{\mu, \sigma}), \text{ where } \psi_{\text{seq}_{\text{err}}}^{\mu, \mu} = -3 \text{ and } \psi_{\text{seq}_{\text{err}}}^{\mu, \sigma} = 1.29$$

$$\sigma_{\text{seq}_{\text{err}}}$$

### Description

Controls the standard deviation of  $\text{logit}(\text{seq}_{\text{err}})$  across replicates.

### Distribution

$\sigma_{\text{seq}_{\text{err}}} \sim \text{ln } \mathcal{N}(\psi_{\text{seq}_{\text{err}}}^{\sigma, \mu}, \psi_{\text{seq}_{\text{err}}}^{\sigma, \sigma})$ , where  $\psi_{\text{seq}_{\text{err}}}^{\sigma, \mu} = 0.4$  and  $\psi_{\text{seq}_{\text{err}}}^{\sigma, \sigma} = 0.5$

### Data

In this subsection we describe the data.

$N_{\text{BS}, \text{C}}^{\text{control}, i, j}$ ,  $i = 1, \dots, N_{\text{control cytosines}}$ ,  $j = 1, \dots, N_{\text{replicates}}$

### Description

The count of “C” read-outs for the  $i^{\text{th}}$  control cytosine in the  $j^{\text{th}}$  BS-seq experiment.

$N_{\text{BS}}^{\text{control}, i, j}$ ,  $i = 1, \dots, N_{\text{control cytosines}}$ ,  $j = 1, \dots, N_{\text{replicates}}$

### Description

The count of total read-outs for the  $i^{\text{th}}$  control cytosine in the  $j^{\text{th}}$  BS-seq experiment.

$N_{\text{oxBS}, \text{C}}^{\text{control}, i, j}$ ,  $i = 1, \dots, N_{\text{control cytosines}}$ ,  $j = 1, \dots, N_{\text{replicates}}$

### Description

The count of “C” read-outs for the  $i^{\text{th}}$  control cytosine in the  $j^{\text{th}}$  oxBS-seq experiment.

$N_{\text{oxBS}}^{\text{control}, i, j}$ ,  $i = 1, \dots, N_{\text{control cytosines}}$ ,  $j = 1, \dots, N_{\text{replicates}}$

### Description

The count of total read-outs for the  $i^{\text{th}}$  control cytosine in the  $j^{\text{th}}$  oxBS-seq experiment.

$N_{\text{BS}, \text{C}}^{i, j}$ ,  $i = 1, \dots, N_{\text{cytosines}}$ ,  $j = 1, \dots, N_{\text{replicates}}$

### Description

The count of “C” read-outs for the  $i^{\text{th}}$  noncontrol cytosine in the  $j^{\text{th}}$  BS-seq experiment.

$$N_{\text{BS}}^{i,j}, i = 1, \dots, N_{\text{cytosines}}, j = 1, \dots, N_{\text{replicates}}$$

### Description

The count of total read-outs for the  $i^{\text{th}}$  noncontrol cytosine in the  $j^{\text{th}}$  BS-seq experiment.

$$N_{\text{oxBS,C}}^{i,j}, i = 1, \dots, N_{\text{cytosines}}, j = 1, \dots, N_{\text{replicates}}$$

### Description

The count of “C” read-outs for the  $i^{\text{th}}$  noncontrol cytosine in the  $j^{\text{th}}$  oxBS-seq experiment.

$$N_{\text{oxBS}}^{i,j}, i = 1, \dots, N_{\text{cytosines}}, j = 1, \dots, N_{\text{replicates}}$$

### Description

The count of total read-outs for the  $i^{\text{th}}$  noncontrol cytosine in the  $j^{\text{th}}$  oxBS-seq experiment.

## Likelihood

In this subsection we start with the combination of BS-seq and oxBS-seq data sets and state the likelihood in the general form, i.e. for replicates, and control and noncontrol cytosines. First, let us denote

$$\mathcal{D}^{\text{control}} = \left\{ N_{\text{BS,C}}^{\text{control},i,j}, N_{\text{BS}}^{\text{control},i,j}, N_{\text{oxBS,C}}^{\text{control},i,j}, N_{\text{oxBS}}^{\text{control},i,j} \right\}_{\substack{i=1,\dots,N_{\text{control cytosines}} \\ j=1,\dots,N_{\text{replicates}}}},$$

$$\mathcal{D} = \left\{ N_{\text{BS,C}}^{i,j}, N_{\text{BS}}^{i,j}, N_{\text{oxBS,C}}^{i,j}, N_{\text{oxBS}}^{i,j} \right\}_{\substack{i=1,\dots,N_{\text{cytosines}} \\ j=1,\dots,N_{\text{replicates}}}},$$

$$\Theta^{\text{control}} = \left\{ \theta^{\text{control},i,j} \right\}_{\substack{i=1,\dots,N_{\text{control cytosines}} \\ j=1,\dots,N_{\text{replicates}}}},$$

$$\Theta = \left\{ \theta^{i,j} \right\}_{\substack{i=1,\dots,N_{\text{cytosines}} \\ j=1,\dots,N_{\text{replicates}}}},$$

and

$$\Omega = \left\{ \text{BS}_{\text{eff}}^j, \text{BS}_{\text{eff}}^{*,j}, \text{ox}_{\text{eff}}^j, \text{seq}_{\text{err}}^j \right\}_{j=1,\dots,N_{\text{replicates}}}.$$

Then the likelihood of the data  $\mathcal{D}^{\text{control}}$  and  $\mathcal{D}$  under the binomial model, assuming conditional independency, and given the parameters  $\Theta^{\text{control}}$ ,  $\Theta$ , and  $\Omega$  is

$$\begin{aligned}
& p(\mathcal{D}^{\text{control}}, \mathcal{D} | \Theta^{\text{control}}, \Theta, \Omega) = p(\mathcal{D}^{\text{control}} | \Theta^{\text{control}}, \Omega) p(\mathcal{D} | \Theta, \Omega) \\
& = \prod_{j=1}^{N_{\text{replicates}}} \left[ \left( \prod_{i=1}^{N_{\text{control cytosines}}} p(\mathcal{D}^{\text{control}} | \Theta^{\text{control}}, \Omega) \right) \left( \prod_{i=1}^{N_{\text{cytosines}}} p(\mathcal{D} | \Theta, \Omega) \right) \right] \\
& = \prod_{j=1}^{N_{\text{replicates}}} \left[ \left( \prod_{i=1}^{N_{\text{control cytosines}}} \binom{N_{\text{BS}}^{\text{control}, i, j}}{N_{\text{BS}, C}^{\text{control}, i, j}} p_{\text{BS}}^{\text{control}, i, j}(\text{"C"})^{N_{\text{BS}, C}^{\text{control}, i, j}} \left(1 - p_{\text{BS}}^{\text{control}, i, j}(\text{"C"})\right)^{N_{\text{BS}}^{\text{control}, i, j} - N_{\text{BS}, C}^{\text{control}, i, j}} \right. \right. \\
& \quad \left. \left( \binom{N_{\text{oxBS}}^{\text{control}, i, j}}{N_{\text{oxBS}, C}^{\text{control}, i, j}} p_{\text{oxBS}}^{\text{control}, i, j}(\text{"C"})^{N_{\text{oxBS}, C}^{\text{control}, i, j}} \left(1 - p_{\text{oxBS}}^{\text{control}, i, j}(\text{"C"})\right)^{N_{\text{oxBS}}^{\text{control}, i, j} - N_{\text{oxBS}, C}^{\text{control}, i, j}} \right) \right. \\
& \quad \left. \left( \prod_{i=1}^{N_{\text{cytosines}}} \binom{N_{\text{BS}}^{i, j}}{N_{\text{BS}, C}^{i, j}} p_{\text{BS}}^{i, j}(\text{"C"})^{N_{\text{BS}, C}^{i, j}} \left(1 - p_{\text{BS}}^{i, j}(\text{"C"})\right)^{N_{\text{BS}}^{i, j} - N_{\text{BS}, C}^{i, j}} \right. \right. \\
& \quad \left. \left. \left( \binom{N_{\text{oxBS}}^{i, j}}{N_{\text{oxBS}, C}^{i, j}} p_{\text{oxBS}}^{i, j}(\text{"C"})^{N_{\text{oxBS}, C}^{i, j}} \left(1 - p_{\text{oxBS}}^{i, j}(\text{"C"})\right)^{N_{\text{oxBS}}^{i, j} - N_{\text{oxBS}, C}^{i, j}} \right) \right] \right], \tag{1}
\end{aligned}$$

where

$$\begin{aligned}
p_{\text{BS}}^{\text{control}, i, j}(\text{"C"}) &= p_{\text{BS}}^{\text{control}, i, j}(\text{"C"}) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] + \\
& p_{\text{BS}}^{\text{control}, i, j}(\text{"5mC"}) \left[ (1 - \text{BS}_{\text{eff}}^{*, j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*, j} \text{seq}_{\text{err}}^j \right] + \\
& p_{\text{BS}}^{\text{control}, i, j}(\text{"5hmC"}) \left[ (1 - \text{BS}_{\text{eff}}^{*, j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*, j} \text{seq}_{\text{err}}^j \right], \tag{2}
\end{aligned}$$

$$\begin{aligned}
p_{\text{oxBS}}^{\text{control}, i, j}(\text{"C"}) &= p_{\text{oxBS}}^{\text{control}, i, j}(\text{"C"}) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] + \\
& p_{\text{oxBS}}^{\text{control}, i, j}(\text{"5mC"}) \left[ (1 - \text{BS}_{\text{eff}}^{*, j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*, j} \text{seq}_{\text{err}}^j \right] + \\
& p_{\text{oxBS}}^{\text{control}, i, j}(\text{"5hmC"}) \left[ \text{ox}_{\text{eff}}^j [(1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j] + \right. \\
& \quad \left. (1 - \text{ox}_{\text{eff}}^j) [(1 - \text{BS}_{\text{eff}}^{*, j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*, j} \text{seq}_{\text{err}}^j] \right], \tag{3}
\end{aligned}$$

$$\begin{aligned}
p_{\text{BS}}^{i, j}(\text{"C"}) &= p_{\text{BS}}^{i, j}(\text{"C"}) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] + \\
& p_{\text{BS}}^{i, j}(\text{"5mC"}) \left[ (1 - \text{BS}_{\text{eff}}^{*, j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*, j} \text{seq}_{\text{err}}^j \right] + \\
& p_{\text{BS}}^{i, j}(\text{"5hmC"}) \left[ (1 - \text{BS}_{\text{eff}}^{*, j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*, j} \text{seq}_{\text{err}}^j \right], \tag{4}
\end{aligned}$$

and

$$\begin{aligned}
p_{\text{oxBS}}^{i,j}(\text{"C"}) = & p^{i,j}(\text{"C"}) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] + \\
& p^{i,j}(\text{"5mC"}) \left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right] + \\
& p^{i,j}(\text{"5hmC"}) \left[ \text{ox}_{\text{eff}}^j [(1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j] + \right. \\
& \left. (1 - \text{ox}_{\text{eff}}^j) [(1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j] \right].
\end{aligned} \tag{5}$$

These propagated probabilities Equations (2), (3), (4), and (5) are derived in **Fig. 1b-c** and **Suppl. Fig. 1**.

## Integrative analysis of BS-seq, TAB-seq, fCAB-seq, CAB-seq, redBS-seq, and MAB-seq data

Let  $\text{BS}_{\text{eff}}$ ,  $\text{BS}_{\text{eff}}^*$ ,  $\text{lab}_{\text{eff}}$ ,  $\text{ox}_{\text{eff}}$ ,  $\text{pro}_{\text{eff}}$ ,  $\text{EDC}_{\text{eff}}$ ,  $\text{red}_{\text{eff}}$ ,  $\text{M.Sssl}_{\text{eff}}$  and  $\text{seq}_{\text{err}}$  denote bisulphite conversion efficiency, inaccurate bisulphite conversion efficiency, labeling efficiency, oxidation efficiency, Et-ONH<sub>2</sub> protection efficiency, EDC protection efficiency, NaBH<sub>4</sub> reduction efficiency, M.Sssl efficiency and sequencing error, respectively. All the parameters have the same prior distributions and hyper parameters as described at the beginning of this document. Furthermore, let  $i$  and  $j$  denote cytosine and replicate, respectively. In the following subsections we state the emission probabilities,  $p_{\text{BS}}(\text{"C"})$ ,  $p_{\text{TAB}}(\text{"C"})$ ,  $p_{\text{fCAB}}(\text{"C"})$ ,  $p_{\text{CAB}}(\text{"C"})$ ,  $p_{\text{redBS}}(\text{"C"})$  and  $p_{\text{MAB}}(\text{"C"})$ , in the terms of the aforementioned experimental parameters and methylation proportions,

$$\theta = [p(\text{"C"}), p(\text{"5mC"}), p(\text{"5hmC"}), p(\text{"5fC"}), p(\text{"5caC"})].$$

## BS-seq

$$\begin{aligned}
p_{BS}^{i,j}(\text{"C"}) &= p^{i,j}(\text{"C"}) \underbrace{\left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}_{=p_{BS}^j(\text{"C"}|C)} + \\
&\quad p^{i,j}(\text{"5mC"}) \underbrace{\left[ (1 - BS_{eff}^{*,j})(1 - seq_{err}^j) + BS_{eff}^{*,j} seq_{err}^j \right]}_{=p_{BS}^j(\text{"C"}|5mC)} + \\
&\quad p^{i,j}(\text{"5hmC"}) \underbrace{\left[ (1 - BS_{eff}^{*,j})(1 - seq_{err}^j) + BS_{eff}^{*,j} seq_{err}^j \right]}_{=p_{BS}^j(\text{"C"}|5hmC)} + \\
&\quad p^{i,j}(\text{"5fC"}) \underbrace{\left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}_{=p_{BS}^j(\text{"C"}|5fC)} + \\
&\quad p^{i,j}(\text{"5caC"}) \underbrace{\left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}_{=p_{BS}^j(\text{"C"}|5caC)}.
\end{aligned} \tag{6}$$

## TAB-seq

$$\begin{aligned}
p_{TAB}^{i,j}(\text{"C"}) &= p^{i,j}(\text{"C"}) \underbrace{\left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}_{=p_{TAB}^j(\text{"C"}|C)} + \\
&\quad p^{i,j}(\text{"5mC"}) \underbrace{\left[ \frac{ox_{eff}^j \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}{(1 - ox_{eff}^j) \left[ (1 - BS_{eff}^{*,j})(1 - seq_{err}^j) + BS_{eff}^{*,j} seq_{err}^j \right]} \right]}_{=p_{TAB}^j(\text{"C"}|5mC)} + \\
&\quad p^{i,j}(\text{"5hmC"}) \underbrace{\left[ \frac{lab_{eff}^j \left[ (1 - BS_{eff}^{*,j})(1 - seq_{err}^j) + BS_{eff}^{*,j} seq_{err}^j \right] + (1 - lab_{eff}^j) \left[ ox_{eff}^j \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right] + (1 - ox_{eff}^j) \left[ (1 - BS_{eff}^{*,j})(1 - seq_{err}^j) + BS_{eff}^{*,j} seq_{err}^j \right] \right]}{(1 - lab_{eff}^j) \left[ ox_{eff}^j \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right] + (1 - ox_{eff}^j) \left[ (1 - BS_{eff}^{*,j})(1 - seq_{err}^j) + BS_{eff}^{*,j} seq_{err}^j \right] \right]} \right]}_{=p_{TAB}^j(\text{"C"}|5hmC)} + \\
&\quad p^{i,j}(\text{"5fC"}) \underbrace{\left[ \frac{ox_{eff}^j \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right] + (1 - ox_{eff}^j) \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}{(1 - ox_{eff}^j) \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]} \right]}_{=p_{TAB}^j(\text{"C"}|5fC)} + \\
&\quad p^{i,j}(\text{"5caC"}) \underbrace{\left[ \frac{ox_{eff}^j \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right] + (1 - ox_{eff}^j) \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]}{(1 - ox_{eff}^j) \left[ (1 - BS_{eff}^j)(1 - seq_{err}^j) + BS_{eff}^j seq_{err}^j \right]} \right]}_{=p_{TAB}^j(\text{"C"}|5caC)}.
\end{aligned} \tag{7}$$

## fCAB-seq

$$\begin{aligned}
p_{\text{fCAB}}^{i,j}(\text{"C"}) &= p^{i,j}(\text{"C"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{fCAB}}^j(\text{"C"}|\text{C})} + \\
&\quad p^{i,j}(\text{"5mC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{fCAB}}^j(\text{"C"}|5\text{mC})} + \\
&\quad p^{i,j}(\text{"5hmC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{fCAB}}^j(\text{"C"}|5\text{hmC})} + \\
&\quad p^{i,j}(\text{"5fC"}) \underbrace{\left[ \text{pro}_{\text{eff}}^j \left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right] + \right.}_{=p_{\text{fCAB}}^j(\text{"C"}|5\text{fC})} \\
&\quad \quad \left. (1 - \text{pro}_{\text{eff}}^j) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] \right] + \\
&\quad p^{i,j}(\text{"5caC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{fCAB}}^j(\text{"C"}|5\text{caC})}.
\end{aligned} \tag{8}$$

## CAB-seq

$$\begin{aligned}
p_{\text{CAB}}^{i,j}(\text{"C"}) &= p^{i,j}(\text{"C"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{CAB}}^j(\text{"C"}|\text{C})} + \\
&\quad p^{i,j}(\text{"5mC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{CAB}}^j(\text{"C"}|5\text{mC})} + \\
&\quad p^{i,j}(\text{"5hmC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{CAB}}^j(\text{"C"}|5\text{hmC})} + \\
&\quad p^{i,j}(\text{"5fC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{CAB}}^j(\text{"C"}|5\text{fC})} + \\
&\quad p^{i,j}(\text{"5caC"}) \underbrace{\left[ \text{EDC}_{\text{eff}}^j \left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right] + \right.}_{=p_{\text{CAB}}^j(\text{"C"}|5\text{fC})} \\
&\quad \quad \left. (1 - \text{EDC}_{\text{eff}}^j) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] \right] +
\end{aligned} \tag{9}$$

## redBS-seq

$$\begin{aligned}
p_{\text{redBS}}^{i,j}(\text{"C"}) &= p^{i,j}(\text{"C"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{redBS}}^j(\text{"C"}|\text{C})} + \\
&\quad p^{i,j}(\text{"5mC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{redBS}}^j(\text{"C"}|\text{5mC})} + \\
&\quad p^{i,j}(\text{"5hmC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{redBS}}^j(\text{"C"}|\text{5hmC})} + \\
&\quad p^{i,j}(\text{"5fC"}) \underbrace{\left[ \text{red}_{\text{eff}}^j \left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right] + \right.}_{=p_{\text{redBS}}^j(\text{"C"}|\text{5fC})} \\
&\quad \quad \left. (1 - \text{red}_{\text{eff}}^j) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] \right]}_{=p_{\text{redBS}}^j(\text{"C"}|\text{5fC})} + \\
&\quad p^{i,j}(\text{"5caC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{redBS}}^j(\text{"C"}|\text{5caC})}.
\end{aligned} \tag{10}$$

## MAB-seq

$$\begin{aligned}
p_{\text{MAB}}^{i,j}(\text{"C"}) &= p^{i,j}(\text{"C"}) \underbrace{\left[ \text{M.Sssl}_{\text{eff}}^j \left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right] + \right.}_{=p_{\text{MAB}}^j(\text{"C"}|\text{C})} \\
&\quad \left. (1 - \text{M.Sssl}_{\text{eff}}^j) \left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right] \right]}_{=p_{\text{MAB}}^j(\text{"C"}|\text{C})} + \\
&\quad p^{i,j}(\text{"5mC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{MAB}}^j(\text{"C"}|\text{5mC})} + \\
&\quad p^{i,j}(\text{"5hmC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^{*,j})(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^{*,j} \text{seq}_{\text{err}}^j \right]}_{=p_{\text{MAB}}^j(\text{"C"}|\text{5hmC})} + \\
&\quad p^{i,j}(\text{"5fC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{MAB}}^j(\text{"C"}|\text{5fC})} + \\
&\quad p^{i,j}(\text{"5caC"}) \underbrace{\left[ (1 - \text{BS}_{\text{eff}}^j)(1 - \text{seq}_{\text{err}}^j) + \text{BS}_{\text{eff}}^j \text{seq}_{\text{err}}^j \right]}_{=p_{\text{MAB}}^j(\text{"C"}|\text{5caC})}.
\end{aligned} \tag{11}$$

For a particular combination of different BS-seq and "oxi-mC"-seq data sets, the likelihood will be computed as in Equation (1) using the emission probabilities defined in Equations (6-11).

## On the difference of two independent Dirichlet random variables

Let  $X_1$  and  $X_2$  be independent Dirichlet random variables of order 3 with parameters  $\alpha_1$  and  $\alpha_2$ , respectively. Consequently, the probability density functions of  $X_1$  and  $X_2$  are

$$f_{X_j}(\mathbf{x}_j; \alpha_j) = \frac{1}{B(\alpha_j)} \prod_{i=1}^3 x_{j,i}^{\alpha_{j,i}-1}, \quad (12)$$

where  $B(\alpha_j) = \left( \prod_{i=1}^3 \Gamma(\alpha_{j,i}) \right) / \left( \Gamma \left( \sum_{i=1}^3 \alpha_{j,i} \right) \right)$  and  $j \in \{1, 2\}$ .

Alternatively, because the following statement  $\sum_{i=1}^3 x_{j,i} = 1$  holds Equation (12) can be equivalently stated as

$$f_{X_j}(\mathbf{x}_j; \alpha_j) = \frac{1}{B(\alpha_j)} x_{j,1}^{\alpha_{j,1}-1} x_{j,2}^{\alpha_{j,2}-1} (1 - x_{j,1} - x_{j,2})^{\alpha_{j,3}-1}, \quad (13)$$

where  $j \in \{1, 2\}$ .

Now let us consider the difference of the random variables  $X_1$  and  $X_2$ , i.e., the random variable  $Y = X_1 - X_2$ . The probability density function of  $Y$  is the convolution of the probability density functions of  $X_1$  and  $X_2$

$$f_Y(\mathbf{y}) = \int_S f_{X_1}(\mathbf{x}; \alpha) f_{X_2}(\mathbf{x} - \mathbf{y}; \alpha) d\mathbf{x} \quad (14)$$

Let us follow the procedure described by Wolpert and Wolf to solve the integral. If we denote  $h_i(x_i) = x_i^{\alpha_{1,i}-1} (x_i - y_i)^{\alpha_{2,i}-1}$ , then Equation (14) can be stated as

$$\begin{aligned} f_Y(\mathbf{y}) &= \int_S f_{X_1}(\mathbf{x}; \alpha) f_{X_2}(\mathbf{x} - \mathbf{y}; \alpha) d\mathbf{x} \\ &= \frac{1}{B(\alpha_1)} \frac{1}{B(\alpha_2)} \int_0^1 \int_0^{1-x_1} h_1(x_1) h_2(x_2) h_3(1 - x_1 - x_2) dx_2 dx_1 \\ &= \frac{1}{B(\alpha_1)} \frac{1}{B(\alpha_2)} \int_0^1 h_1(x_1) \int_0^{1-x_1} h_2(x_2) h_3(1 - x_1 - x_2) dx_2 dx_1. \end{aligned} \quad (15)$$

Now let us define  $\tau_1$ ,  $\tau_2$  and  $\tau_3$  recursively as  $\tau_1 = \sum_{i=1}^3 x_i = 1$  and  $\tau_k = \tau_{k-1} - x_{k-1}$ , then  $\tau_k =$

$\tau_1 - \sum_{i=1}^{k-1} x_i$ . Thus, the integral of Equation (15) can be equivalently stated as

$$\begin{aligned}
f_Y(\mathbf{y}) &= \frac{1}{\mathbf{B}(\alpha_1)} \frac{1}{\mathbf{B}(\alpha_2)} \int_0^{\tau_1} h_1(x_1) \int_0^{\tau_2} h_2(x_2) h_3(\tau_2 - x_2) \, dx_2 \, dx_1 \\
&= \frac{1}{\mathbf{B}(\alpha_1)} \frac{1}{\mathbf{B}(\alpha_2)} \int_0^{\tau_1} h_1(x_1) (h_2 * h_3)(\tau_2) \, dx_1 \\
&= \frac{1}{\mathbf{B}(\alpha_1)} \frac{1}{\mathbf{B}(\alpha_2)} \int_0^{\tau_1} h_1(x_1) (h_2 * h_3)(\tau_1 - x_1) \, dx_1 \\
&= \frac{1}{\mathbf{B}(\alpha_1)} \frac{1}{\mathbf{B}(\alpha_2)} (h_1 * h_2 * h_3)(\tau_1) \\
&= \frac{1}{\mathbf{B}(\alpha_1)} \frac{1}{\mathbf{B}(\alpha_2)} (h_1(x_1) * h_2(x_2) * h_3(x_3))(1).
\end{aligned} \tag{16}$$

We know that the Laplace transformation has the property  $\mathcal{L}[h_1(x_1) * h_2(x_2) * h_3(x_3)] = \prod_{i=1}^3 \mathcal{L}[h_i(x_i)]$ .

Since we are only interested on the probability density at the origin, we may assume  $y_i = 0$ ,  $i \in \{1, 2, 3\}$ , then

$$\mathcal{L}_{x_i}[h_i(x_i)] = \mathcal{L}_{x_i}\left[x_i^{\alpha_{1,i}-1} x_i^{\alpha_{2,i}-1}\right] = s^{-\alpha_{1,i}-\alpha_{2,i}+1} \Gamma(\alpha_{1,i} + \alpha_{2,i} - 1), \tag{17}$$

where  $i \in \{1, 2, 3\}$ . Then by applying the inverse Laplace transformation to  $\prod_{i=1}^3 \mathcal{L}[h_i(x_i)]$  we get

$$\begin{aligned}
\mathcal{L}^{-1}\left[\prod_{i=1}^3 \mathcal{L}[h_i(x_i)]\right] &= \prod_{i=1}^3 \Gamma(\alpha_{1,i} + \alpha_{2,i} - 1) \mathcal{L}^{-1}\left[s^{\sum_{i=1}^3 (-\alpha_{1,i}-\alpha_{2,i}+1)}\right] (1) \\
&= \frac{\prod_{i=1}^3 \Gamma(\alpha_{1,i} + \alpha_{2,i} - 1)}{\Gamma\left(\sum_{i=1}^3 (\alpha_{1,i} + \alpha_{2,i} - 1)\right)}.
\end{aligned} \tag{18}$$

Finally, we obtain the probability density at the origin of the difference of two Dirichlet random variables with the concentration parameters  $\alpha_1$  and  $\alpha_2$

$$\begin{aligned}
f_Y(\mathbf{0}) &= \frac{1}{\mathbf{B}(\alpha_1)} \frac{1}{\mathbf{B}(\alpha_2)} \frac{\prod_{i=1}^3 \Gamma(\alpha_{1,i} + \alpha_{2,i} - 1)}{\Gamma\left(\sum_{i=1}^3 (\alpha_{1,i} + \alpha_{2,i} - 1)\right)} \\
&= \frac{\Gamma\left(\sum_{i=1}^3 \alpha_{1,i}\right) \Gamma\left(\sum_{i=1}^3 \alpha_{2,i}\right)}{\prod_{i=1}^3 \Gamma(\alpha_{1,i}) \prod_{i=1}^3 \Gamma(\alpha_{2,i})} \frac{\prod_{i=1}^3 \Gamma(\alpha_{1,i} + \alpha_{2,i} - 1)}{\Gamma\left(\sum_{i=1}^3 (\alpha_{1,i} + \alpha_{2,i} - 1)\right)}.
\end{aligned} \tag{19}$$

## On the approximation of the beta distribution with the reparameterized versions

The Beta distribution has very intuitive properties when specifying the distribution of the parameter  $p$  of a Bernoulli trial  $\text{Be}(p)$  or a binomial experiment  $\text{B}(n, p)$ . For example, to define the prior knowledge of

$n$  trials with  $k$  successes, we use a prior of  $p \sim \text{Beta}(k, n - k)$ . However, when implementing a sampler for a hierarchical probability model, the Beta distribution has the disadvantage of being restricted to the  $[0, 1]$  support and lacking a noncentered parametrization. As shown in Papaspiliopoulos et al. (2007), the noncentered parametrization enables significantly better sampling in hierarchical models. In the Stan sampler, variables with restricted support are automatically transformed into unrestricted equivalents in order to remove boundaries that would need to be treated separately (Stan Development Team (2014)). Currently, however, there is no automatic noncentering transformation. Therefore, to model the parameter  $p$  of a binomial experiment  $B(n, p)$ , we chose to use a logistic-normal distribution (Aitchison and Shen (1980)) that has a noncentered variant. To enjoy the best of both worlds, we initially elicit the required priors as Beta distributions and then choose the logistic-normal distribution that best approximates them.

The best approximation  $P$  of a distribution  $Q$  in the information theoretic sense is the one that minimizes the Kullback–Liebler distance, or discrepancy (Bernardo and Smith (2000) page 76), from  $Q$  to  $P$ .

$$\delta(P | Q) = E_Q \left[ \log \frac{Q}{P} \right]. \quad (20)$$

Given the logistic map  $L$  and its inverse  $L^{-1}$

$$L(x) = \frac{1}{1 + e^{-x}} \quad \text{and} \quad L^{-1}(y) = \log \left( \frac{y}{1 - y} \right), \quad (21)$$

the logistic-normal distribution with parameters  $\mu$  and  $\sigma$  is defined as

$$\text{LN}(x; \mu, \sigma) = \frac{1}{x(1 - x)} \frac{1}{\sqrt{2\pi\sigma^2}} \exp \left[ -\frac{1}{2} \frac{(L^{-1}(x) - \mu)^2}{\sigma^2} \right]. \quad (22)$$

The Beta distribution with parameters  $\alpha$  and  $\beta$  is defined as

$$\text{Beta}(x; \alpha, \beta) = \frac{x^{\alpha-1}(1 - x)^{\beta-1}}{B(\alpha, \beta)}. \quad (23)$$

The discrepancy from  $\text{LN}(x; \mu, \sigma)$  to  $\text{Beta}(x; \alpha, \beta)$  is

$$\begin{aligned}
\delta(\text{LN}(x) | \text{Beta}(x)) &= \int_0^1 \log \left( \frac{\text{Beta}(x; \alpha, \beta)}{\text{LN}(x; \mu, \sigma)} \right) \text{Beta}(x; \alpha, \beta) dx \\
&= \mathbb{E} \left[ \log \left( \frac{\text{Beta}(x; \alpha, \beta)}{\text{LN}(x; \mu, \sigma)} \right) \right] \\
&= \mathbb{E} \log \left[ \frac{x^\alpha (1-x)^\beta}{B(\alpha, \beta)} \sqrt{2\pi\sigma^2} \exp \left( \frac{1}{2} \frac{(\text{L}^{-1}(x) - \mu)^2}{\sigma^2} \right) \right] \\
&= \mathbb{E} \left[ \alpha \log x + \beta \log(1-x) - \log B(\alpha, \beta) + \log \sqrt{2\pi\sigma^2} + \frac{1}{2} \frac{(\text{L}^{-1}(x) - \mu)^2}{\sigma^2} \right]. \quad (24)
\end{aligned}$$

where all the expectations are taken with respect to the  $\text{Beta}(x; \alpha, \beta)$  distribution. To find the values of the parameters  $\mu$  and  $\sigma$  that minimize the discrepancy, we solve the roots of the derivatives:

$$\begin{aligned}
D_\mu \delta(\text{LN}(x) | \text{Beta}(x)) &= D_\mu \mathbb{E} \left[ \frac{1}{2} \frac{(\text{L}^{-1}(x) - \mu)^2}{\sigma^2} \right] \\
&= \frac{1}{2\sigma^2} \mathbb{E} \left[ D_\mu (\text{L}^{-1}(x) - \mu)^2 \right] \\
&= \frac{1}{2\sigma^2} \mathbb{E} [-2(\text{L}^{-1}(x) - \mu)] \\
&= -\frac{1}{\sigma^2} \mathbb{E} [\text{L}^{-1}(x)] + \frac{1}{\sigma^2} \mathbb{E} [\mu] \\
&= -\frac{1}{\sigma^2} [\psi(\alpha) - \psi(\beta)] + \frac{1}{\sigma^2} \mu \\
&= 0,
\end{aligned} \quad (25)$$

where  $\psi$  is the digamma function. Equation (25) uses the identities in (28). The solution of the equation is  $\mu = \psi(\alpha) - \psi(\beta)$ .

$$\begin{aligned}
D_{\sigma^2} \delta(\text{LN}(x) | \text{Beta}(x)) &= D_{\sigma^2} \mathbb{E} \left[ \log \sqrt{2\pi\sigma^2} + \frac{1}{2} \frac{(\text{L}^{-1}(x) - \mu)^2}{\sigma^2} \right] \\
&= \mathbb{E} \left[ \frac{1}{2} D_{\sigma^2} \log 2\pi\sigma^2 + \frac{1}{2} D_{\sigma^2} \frac{(\text{L}^{-1}(x) - \mu)^2}{\sigma^2} \right] \\
&= \mathbb{E} \left[ \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} (\text{L}^{-1}(x) - \mu)^2 \right] \\
&= \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} \mathbb{E} [(\text{L}^{-1}(x) - \mu)^2] \\
&= \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} \mathbb{E} [(\log x - \log(1-x) - \mu)^2] \\
&= \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} \mathbb{E} [\log^2 x + \log^2(1-x) + \mu^2 \\
&\quad - 2\log x \log(1-x) - 2\mu \log x + 2\mu \log(1-x)] \\
&= \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} \left[ (\psi(\alpha) - \psi(\alpha + \beta))^2 + \psi_1(\alpha) - \psi_1(\alpha + \beta) \right. \\
&\quad \left. + (\psi(\beta) - \psi(\alpha + \beta))^2 + \psi_1(\beta) - \psi_1(\alpha + \beta) \right. \\
&\quad \left. + \mu^2 \right. \\
&\quad \left. - 2(\psi(\alpha) - \psi(\alpha + \beta))(\psi(\beta) - \psi(\alpha + \beta)) + 2\psi_1(\alpha + \beta) \right. \\
&\quad \left. - 2\mu\psi(\alpha) + 2\mu\psi(\alpha + \beta) + 2\mu\psi(\beta) - 2\mu\psi(\alpha + \beta) \right] \\
&= \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} \left[ \psi_1(\alpha) + \psi_1(\beta) \right. \\
&\quad \left. + \psi^2(\alpha) + \psi^2(\alpha + \beta) - 2\psi(\alpha)\psi(\alpha + \beta) \right. \\
&\quad \left. + \psi^2(\beta) + \psi^2(\alpha + \beta) - 2\psi(\beta)\psi(\alpha + \beta) \right. \\
&\quad \left. + \psi^2(\alpha) + \psi^2(\beta) - 2\psi(\alpha)\psi(\beta) \right. \\
&\quad \left. - 2\psi(\alpha)\psi(\beta) + 2\psi(\alpha)\psi(\alpha + \beta) + 2\psi(\beta)\psi(\alpha + \beta) - 2\psi^2(\alpha + \beta) \right. \\
&\quad \left. - 2\psi^2(\alpha) + 2\psi(\beta)\psi(\alpha) - 2\psi^2(\beta) + 2\psi(\alpha)\psi(\beta) \right] \\
&= \frac{1}{2} \sigma^{-2} - \frac{1}{2} \sigma^{-4} [\psi_1(\alpha) + \psi_1(\beta)] \\
&= 0,
\end{aligned} \tag{26}$$

where  $\psi_1$  is the trigamma function. Equation (26) uses the identities in (28). The solution of the equation is  $\sigma^2 = \psi_1(\alpha) + \psi_1(\beta)$ .

## Conclusion

We have shown that to approximate, in the K–L sense, a Beta distribution as defined in (23) with a logistic-normal distribution as defined in (22) one should choose the parameters as follows:

$$\begin{aligned}\mu &= \psi(\alpha) - \psi(\beta), \\ \sigma^2 &= \psi_1(\alpha) + \psi_1(\beta).\end{aligned}\tag{27}$$

## Logarithmic moments of the Beta distribution

$$\begin{aligned}E[\ln(X)] &= \psi(\alpha) - \psi(\alpha + \beta), \\ E[\ln(1 - X)] &= \psi(\beta) - \psi(\alpha + \beta), \\ E[\ln^2(X)] &= (\psi(\alpha) - \psi(\alpha + \beta))^2 + \psi_1(\alpha) - \psi_1(\alpha + \beta), \\ E[\ln^2(1 - X)] &= (\psi(\beta) - \psi(\alpha + \beta))^2 + \psi_1(\beta) - \psi_1(\alpha + \beta), \\ E[\ln(X) \ln(1 - X)] &= (\psi(\alpha) - \psi(\alpha + \beta))(\psi(\beta) - \psi(\alpha + \beta)) - \psi_1(\alpha + \beta).\end{aligned}\tag{28}$$

## Maximum likelihood estimators

In this section we will consider frequentist estimation for methylation levels from BS-seq/oxBS-seq and BS-seq/TAB-seq/fCAB-seq data. We show that the estimators considered in Booth (2012) and in Wang et al. (2014) for BS-seq/oxBS-seq and BS-seq/TAB-seq/fCAB-seq data, respectively, correspond to (unconstrained) maximum likelihood estimators.

### BS-seq and oxBS-seq

Let us consider a single cytosine for the sake of notation simplicity. Assume the proportions of unmethylated C (C), methylated C (5mC), and hydroxymethylated C (5hmC) are governed by the probabilities  $p(\text{"C"})$ ,  $p(\text{"mC"})$ , and  $p(\text{"5hmC"})$ . Moreover, let  $\theta = (p(\text{"C"}), p(\text{"5mC"}), p(\text{"5hmC"}))^T$  denote a vector composed by these unknown probabilities.

Using the conversion chart and  $\theta$ , we can state the probabilities of the BS-seq and oxBS-seq

outcomes with as follows

$$\begin{aligned}
p_{BS}(\text{"C"}|\theta) &= 1 - p(\text{"C"}) = p(\text{"5mC"}) + p(\text{"5hmC"}) \\
p_{BS}(\text{"T"}|\theta) &= p(\text{"C"}) = 1 - p(\text{"5mC"}) + p(\text{"5hmC"}) \\
p_{oxBS}(\text{"C"}|\theta) &= p(\text{"5mC"}) = 1 - p(\text{"C"}) + p(\text{"5hmC"}) \\
p_{oxBS}(\text{"T"}|\theta) &= 1 - p(\text{"5mC"}) = p(\text{"C"}) + p(\text{"5hmC"}).
\end{aligned} \tag{29}$$

Let us denote BS-seq and oxBS-seq data as follows

$$\mathcal{D} = \{N_{BS,C}, N_{BS}, N_{oxBS,C}, N_{oxBS}\}, \tag{30}$$

where  $N_{BS,C}$  and  $N_{oxBS,C}$  are the numbers of C reads out of  $N_{BS} > 0$  (C reads and T reads from BS-seq) and  $N_{oxBS} > 0$  (C reads and T reads from oxBS-seq) total reads, respectively.

Then the likelihood of  $\theta$ , given  $\mathcal{D}$  is

$$\begin{aligned}
\mathcal{L}(\theta|\mathcal{D}) &\propto p(\text{"C"})^{N_{BS}-N_{BS,C}} (1 - p(\text{"C"}))^{N_{BS,C}} \\
&\quad (1 - p(\text{"5mC"}))^{N_{oxBS}-N_{oxBS,C}} p(\text{"5mC"})^{N_{oxBS,C}},
\end{aligned} \tag{31}$$

with the following constraints  $p(\text{"C"}) + p(\text{"5mC"}) + p(\text{"5hmC"}) = 1$  (and  $p(\text{"C"}), p(\text{"5mC"}), p(\text{"5hmC"}) \in [0, 1]$ ).

Next, let us calculate the gradient

$$\nabla \mathcal{L}(\theta|\mathcal{D}) = \begin{cases} \frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"C"})} = & p(\text{"C"})^{N_{BS}-N_{BS,C}-1} (-(1 - p(\text{"C"}))^{N_{BS,C}-1}) \\
& (1 - p(\text{"5mC"}))^{N_{oxBS}-N_{oxBS,C}} p(\text{"5mC"})^{N_{oxBS,C}} \\
& ((N_{BS} - N_{BS,C})(p(\text{"C"}) - 1) + N_{BS,C}p(\text{"C"})) \\
\frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"5mC"})} = & p(\text{"C"})^{N_{BS}-N_{BS,C}} (-(1 - p(\text{"C"}))^{N_{BS,C}}) \\
& (1 - p(\text{"5mC"}))^{N_{oxBS}-N_{oxBS,C}-1} p(\text{"5mC"})^{N_{oxBS,C}-1} \\
& ((N_{oxBS} - N_{oxBS,C})p(\text{"5mC"}) + N_{oxBS,C}(p(\text{"5mC"}) - 1)) \end{cases}. \tag{32}$$

Then we set  $\nabla \mathcal{L}(\theta|\mathcal{D}) = \mathbf{0}$ . We will not consider trivial solutions. The nontrivial solution is  $p(\text{"C"}) = (N_{BS} - N_{BS,C})/N_{BS} \wedge p(\text{"5mC"}) = N_{oxBS,C}/N_{oxBS}$ .

Note that we have assumed that  $p(\text{"C"}) + p(\text{"5mC"}) + p(\text{"5hmC"}) = 1$ . Then we can state the

(unconstrained) maximum likelihood estimator (MLE) of  $\theta$

$$\hat{\theta} = \begin{pmatrix} \hat{p}(\text{"C"}) \\ \hat{p}(\text{"5mC"}) \\ \hat{p}(\text{"5hmC"}) \end{pmatrix} = \begin{pmatrix} (N_{BS} - N_{BS,C})/N_{BS} \\ N_{oxBS,C}/N_{oxBS} \\ 1 - (N_{BS} - N_{BS,C})/N_{BS} - N_{oxBS,C}/N_{oxBS} \end{pmatrix} = \begin{pmatrix} N_{BS,T}/N_{BS} \\ N_{oxBS,C}/N_{oxBS} \\ 1 - N_{BS,T}/N_{BS} - N_{oxBS,C}/N_{oxBS} \end{pmatrix}. \quad (33)$$

### BS-seq, TAB-seq and fCAB-seq

Similarly as in the previous section, let us assume the proportions of C, 5mC, 5hmC, and 5fC are governed by the probabilities  $p(\text{"C"})$ ,  $p(\text{"mC"})$ ,  $p(\text{"5hmC"})$  and  $p(\text{"5fC"})$ . Moreover, let

$\theta = (p(\text{"C"}), p(\text{"5mC"}), p(\text{"5hmC"}), p(\text{"5fC"}))^T$  denote a vector composed by the these unknown probabilities.

Using the conversion chart and  $\theta$ , we can state the probabilities of the BS-seq, TAB-seq, and fCAB-seq outcomes as follows

$$\begin{aligned} p_{BS}(\text{"C"}|\theta) &= 1 - p(\text{"C"}) - p(\text{"5fC"}) = p(\text{"5mC"}) + p(\text{"5hmC"}) \\ p_{BS}(\text{"T"}|\theta) &= p(\text{"C"}) + p(\text{"5fC"}) = 1 - p(\text{"5mC"}) - p(\text{"5hmC"}) \\ p_{TAB}(\text{"C"}|\theta) &= p(\text{"5hmC"}) = 1 - p(\text{"C"}) - p(\text{"5mC"}) - p(\text{"5fC"}) \\ p_{TAB}(\text{"T"}|\theta) &= 1 - p(\text{"5hmC"}) = p(\text{"C"}) + p(\text{"5mC"}) + p(\text{"5fC"}) \\ p_{fCAB}(\text{"C"}|\theta) &= p(\text{"5mC"}) + p(\text{"5hmC"}) + p(\text{"5fC"}) = 1 - p(\text{"C"}) \\ p_{fCAB}(\text{"T"}|\theta) &= 1 - p(\text{"5mC"}) - p(\text{"5hmC"}) - p(\text{"5fC"}) = p(\text{"C"}). \end{aligned} \quad (34)$$

Let us denote BS-seq, TAB-seq, and fCAB-seq data as follows

$$\mathcal{D} = \{N_{BS,C}, N_{BS}, N_{TAB,C}, N_{TAB}, N_{fCAB,C}, N_{fCAB}\}, \quad (35)$$

where  $N_{BS,C}$ ,  $N_{TAB,C}$  and  $N_{fCAB,C}$  are the numbers of C reads out of  $N_{BS} > 0$  (C reads and T reads from BS-seq),  $N_{TAB} > 0$  (C reads and T reads from TAB-seq), and  $N_{fCAB} > 0$  (C reads and T reads from fCAB-seq) total reads, respectively.

Then the likelihood of  $\theta$ , given  $\mathcal{D}$  is

$$\begin{aligned}\mathcal{L}(\theta|\mathcal{D}) = & (p(\text{"C"}) + p(\text{"5fC"}))^{N_{BS}-N_{BS,C}} (1 - p(\text{"C"}) - p(\text{"5fC"}))^{N_{BS,C}} \\ & (1 - p(\text{"5hmC"}))^{N_{TAB}-N_{TAB,C}} p(\text{"5hmC"})^{N_{TAB,C}} \\ & p(\text{"C"})^{N_{fCAB}-N_{fCAB,C}} (1 - p(\text{"C"}))^{N_{fCAB,C}},\end{aligned}\tag{36}$$

with the following constraints  $p(\text{"C"}) + p(\text{"5mC"}) + p(\text{"5hmC"}) + p(\text{"5fC"}) = 1$  and  $p(\text{"C"}), p(\text{"5mC"}), p(\text{"5hmC"}), p(\text{"5fC"}) \in [0, 1]$ .

Next, let us calculate the gradient

$$\nabla \mathcal{L}(\theta|\mathcal{D}) = \begin{cases} \frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"C"})} = & (1 - p(\text{"5hmC"}))^{N_{TAB}-N_{TAB,C}} p(\text{"5hmC"})^{N_{TAB,C}} \\ & p(\text{"C"})^{N_{fCAB}-N_{fCAB,C}-1} (1 - p(\text{"C"}))^{N_{fCAB,C}-1} \\ & (p(\text{"5fC"}) + p(\text{"C"}))^{N_{BS}-N_{BS,C}-1} (-p(\text{"5fC"}) - p(\text{"C"}) + 1)^{N_{BS,C}-1} \\ & \left( (N_{BS} - N_{BS,C})(p(\text{"C"}) - 1)p(\text{"C"})(p(\text{"5fC"}) + p(\text{"C"}) - 1) + \right. \\ & \left. (p(\text{"5fC"}) + p(\text{"C"})) (N_{BS,C}(p(\text{"C"}) - 1)p(\text{"C"}) + \right. \\ & \left. (p(\text{"5fC"}) + p(\text{"C"}) - 1)((N_{fCAB} - N_{fCAB,C})(p(\text{"C"}) - 1) + N_{fCAB,C}p(\text{"C"})) \right) \\ \frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"5hmC"})} = & (1 - p(\text{"5hmC"}))^{N_{TAB}-N_{TAB,C}-1} p(\text{"5hmC"})^{N_{TAB,C}-1} \\ & p(\text{"C"})^{N_{fCAB}-N_{fCAB,C}} (-(1 - p(\text{"C"}))^{N_{fCAB,C}}) \\ & (p(\text{"5fC"}) + p(\text{"C"}))^{N_{BS}-N_{BS,C}} (-p(\text{"5fC"}) - p(\text{"C"}) + 1)^{N_{BS,C}} \\ & ((N_{TAB} - N_{TAB,C})p(\text{"5hmC"}) + N_{TAB,C}(p(\text{"5hmC"}) - 1)) \\ \frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"5fC"})} = & (1 - p(\text{"5hmC"}))^{N_{TAB}-N_{TAB,C}} p(\text{"5hmC"})^{N_{TAB,C}} \\ & p(\text{"C"})^{N_{fCAB}-N_{fCAB,C}} (-(1 - p(\text{"C"}))^{N_{fCAB,C}}) \\ & (p(\text{"5fC"}) + p(\text{"C"}))^{N_{BS}-N_{BS,C}-1} (-p(\text{"5fC"}) - p(\text{"C"}) + 1)^{N_{BS,C}-1} \\ & ((N_{BS} - N_{BS,C})(p(\text{"5fC"}) + p(\text{"C"}) - 1) + N_{BS,C}(p(\text{"5fC"}) + p(\text{"C"}))) \end{cases}.\tag{37}$$

Next, let us set  $\nabla \mathcal{L}(\theta|\mathcal{D}) = \mathbf{0}$ . Moreover, let us skip the trivial solutions.

Firstly, we observe that  $\frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"5hmC"})} = 0$  when  $p(\text{"5hmC"}) = N_{TAB,C}/N_{TAB}$ .

Secondly, we observe that  $\frac{\partial \mathcal{L}(\theta|\mathcal{D})}{\partial p(\text{"5fC"})} = 0$  when  $p(\text{"5fC"}) + p(\text{"5C"}) = (N_{BS} - N_{BS,C})/N_{BS}$ . Then, using the identity  $1 - p(\text{"C"}) - p(\text{"5fC"}) = p(\text{"5mC"}) + p(\text{"5hmC"})$  we get  $p(\text{"5mC"}) = 1 - (N_{BS} - N_{BS,C})/N_{BS} - N_{TAB,C}/N_{TAB} = N_{BS,C}/N_{BS} - N_{TAB,C}/N_{TAB}$ .

Then, let us check when the following term is zero

$$\begin{aligned}
& (N_{BS} - N_{BS,C})(p(\text{"C"}) - 1)p(\text{"C"})(p(\text{"5fC"}) + p(\text{"C"}) - 1) + \\
& (p(\text{"5fC"}) + p(\text{"C"}))(N_{BS,C}(p(\text{"C"}) - 1)p(\text{"C"}) + \\
& (p(\text{"5fC"}) + p(\text{"C"}) - 1)((N_{fCAB} - N_{fCAB,C})(p(\text{"C"}) - 1) + N_{fCAB,C}p(\text{"C"}))) = 0
\end{aligned} \tag{38}$$

Next, let us make the substitution  $p(\text{"C"}) + p(\text{"5fC"}) = (N_{BS} - N_{BS,C})/N_{BS} = N_{BS,T}/N_{BS}$

$$\begin{aligned}
& (N_{BS} - N_{BS,C})(p(\text{"C"}) - 1)p(\text{"C"})(N_{BS,T}/N_{BS} - 1) + \\
& N_{BS,T}/N_{BS} \left( N_{BS,C}(p(\text{"C"}) - 1)p(\text{"C"}) + \right. \\
& \left. (N_{BS,T}/N_{BS} - 1) \underbrace{((N_{fCAB} - N_{fCAB,C})(p(\text{"C"}) - 1) + N_{fCAB,C}p(\text{"C"}))}_{= N_{fCAB}p(\text{"C"}) - N_{fCAB,T}} \right) = 0
\end{aligned} \tag{39}$$

Let us then rewrite some of the terms and simplify

$$\begin{aligned}
& - (N_{BS,T}/N_{BS})N_{BS,C}(p(\text{"C"}) - 1)p(\text{"C"}) + \\
& (N_{BS,T}/N_{BS})N_{BS,C}(p(\text{"C"}) - 1)p(\text{"C"}) - \\
& (N_{BS,T}/N_{BS})(N_{BS,C}/N_{BS})(N_{fCAB}p(\text{"C"}) - N_{fCAB,T}) = 0,
\end{aligned} \tag{40}$$

which can be simplified to

$$N_{BS,T}N_{BS,C}p(\text{"C"}) = N_{BS,T}N_{BS,C}(N_{fCAB,T}/N_{fCAB}). \tag{41}$$

Then by assuming  $N_{BS,T}N_{BS,C} \neq 0$  we get

$$p(\text{"C"}) = N_{fCAB,T}/N_{fCAB}. \tag{42}$$

By combining  $p(\text{"C"}) = N_{fCAB,T}/N_{fCAB}$  and  $p(\text{"5fC"}) + p(\text{"5C"}) = (N_{BS} - N_{BS,C})/N_{BS}$

$$p(\text{"5fC"}) = (N_{BS} - N_{BS,C})/N_{BS} - N_{fCAB,T}/N_{fCAB}. \tag{43}$$

Finally, we can state the (unconstrained) MLE of  $\theta$

$$\hat{\theta} = \begin{pmatrix} \hat{p}(\text{"C"}) \\ \hat{p}(\text{"5mC"}) \\ \hat{p}(\text{"5hmC"}) \\ \hat{p}(\text{"5fC"}) \end{pmatrix} = \begin{pmatrix} (N_{\text{fCAB}} - N_{\text{fCAB,C}})/N_{\text{fCAB}} \\ N_{\text{BS,C}}/N_{\text{BS}} - N_{\text{TAB,C}}/N_{\text{TAB}} \\ N_{\text{TAB,C}}/N_{\text{TAB}} \\ (N_{\text{BS}} - N_{\text{BS,C}})/N_{\text{BS}} - (N_{\text{fCAB}} - N_{\text{fCAB,C}})/N_{\text{fCAB}} \end{pmatrix} = \begin{pmatrix} N_{\text{fCAB,T}}/N_{\text{fCAB}} \\ N_{\text{BS,C}}/N_{\text{BS}} - N_{\text{TAB,C}}/N_{\text{TAB}} \\ N_{\text{TAB,C}}/N_{\text{TAB}} \\ N_{\text{BS,T}}/N_{\text{BS}} - N_{\text{fCAB,T}}/N_{\text{fCAB}} \end{pmatrix}. \quad (44)$$

## References

- J. Aitchison and S. M. Shen. Logistic-normal distributions: Some properties and uses. *Biometrika*, 67(2):261–272, 1980. ISSN 00063444. doi: 10.1093/biomet/67.2.261. URL <http://www.jstor.org/stable/2335470>.
- J. M. Bernardo and A. F. M. Smith. *Bayesian Theory*. Wiley, 2000. ISBN 978-0-471-49464-5. doi: 10.1002/9780470316870.
- M. Booth. Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution. *Science*, 336(6083):934–937, 2012. doi: 10.1126/science.1220671.
- O. Papaspiliopoulos, G. O. Roberts, and M. Sköld. A general framework for the parametrization of hierarchical models. *Statistical Science*, 22(1):59–73, 02 2007. doi: 10.1214/088342307000000014. URL <http://dx.doi.org/10.1214/088342307000000014>.
- Stan Development Team. Stan: A c++ library for probability and sampling, version 2.2, 2014. URL <http://mc-stan.org/>.
- L. Wang, J. Zhang, J. Duan, X. Gao, W. Zhu, X. Lu, L. Yang, J. Zhang, G. Li, W. Ci, W. Li, Q. Zhou, N. Aluru, F. Tang, C. He, X. Huang, and J. Liu. Programming and inheritance of parental dna methylomes in mammals. *Cell*, 157(7):979–991, 2014. doi: 10.1016/j.cell.2014.05.029. URL <http://dx.doi.org/10.1016/j.cell.2014.05.029>.
- D. Wolpert and D. Wolf. Estimating functions of probability distributions from a finite set of samples. *Physical Review E*, 52(6):6841–6854, Dec. 1995. ISSN 1063-651X. doi: 10.1103/physreve.52.6841. URL <http://dx.doi.org/10.1103/physreve.52.6841>.

# Supplementary material for: A probabilistic generative model for quantification of DNA modifications enables analysis of demethylation pathways
**Source:** Genome Biol. 2016 Mar 14;17:49. doi: 10.1186/s13059-016-0911-6
**Supplement:** Additional file 4: — Figures S1 to S15 with legends.

**Supplemental Figure 1. The effect of bisulphite conversion and oxidation efficiencies and sequencing error on BS-seq and oxBS-seq read-outs.**

(a) The conversion of 5mC or 5hmC to uracil upon bisulphite treatment is termed as inaccurate bisulphite conversion. (b) The bisulphite conversion of 5mC followed by sequencing stated in terms of  $BS_{eff}^*$  and  $seq_{err}$ . Oxidation does not have an effect on 5mC, hence the same model applies to 5hmC-seq measurement of 5mC. (c) The outcomes the BS-seq (*left*) and oxBS-seq (*right*) assays when applied to C (*top panel*), 5mC (*middle panel*) or 5hmC (*bottom panel*) are stated in terms of  $BS_{eff}$ ,  $BS_{eff}^*$ ,  $ox_{eff}$  and  $seq_{err}$ . (d) The outcomes of the BS-seq (on *left*) and oxBS-seq (on *right*) assays when applied to a population of cells with (unknown) cytosine modification proportions are stated in terms of  $BS_{eff}$ ,  $BS_{eff}^*$ ,  $ox_{eff}$ ,  $seq_{err}$ ,  $p(C)$ ,  $p(5mC)$  and  $p(5hmC)$ .

**Supplemental Figure 2. The graphical model of Lux represented with the plate notation.**

In the plate notation, the grey and white circles are used to represent observed variables and latent variables, respectively. The grey squares represent fixed parameters. (a) The model in which the values of the experimental parameters are estimated simultaneously with methylation levels. The variables  $g$  and  $\mu$  together define a distribution for methylation modifications over biological replicates so that the replicate-specific methylation modifications  $\theta_i$  are distributed according to that distribution. The replicate-specific bisulphite conversion and oxidation efficiencies together with the replicate-specific methylation patterns generate the observable data. The distributions of the variables and their conditional relationships are listed below the plate model. (b) The model in which the bisulphite conversion and oxidation efficiencies are given fixed values estimated beforehand. This model is computationally more attractive for large-scale estimation tasks than the model presented in (a). (c) A runtime analysis of the model presented in (b) with different number of samples. The depicted times are actual CPU times (user+system). The case of 12 BS-seq and 12 oxBS-seq reads was considered.

**Supplemental Figure 3. An *in silico* study on estimating experimental parameters.** (a) The model in the plate notation for generating data. Either a single or 20 control cytosines are generated for each of the cytosine modification. The experimental parameter values and the cytosine modification patterns are randomly generated from beta and Dirichlet distributions, respectively, using the indicated parameter values. (b) Observed data is generated for a single cytosine per cytosine modification. The estimation performance is studied as a function of the number of BS-seq and oxBS-seq read-outs. The boxplots are derived from 100 random simulations. The solid and dashed red lines depict the mean and standard deviations of the random experimental variables, respectively. (c) Same as (b) but here 20 control cytosines are generated per cytosine modification.

**Supplemental Figure 4. The effect of *Tet2* knockdown on 5mC and 5hmC levels.** The scatter plot shows the changes in 5mC (x-axis) and 5hmC (y-axis) levels upon *Tet2* knockdown. Only the cytosines in CpG context (N=384) are considered (see also **Fig. 2a**). The cytosines are represented by the points in the scatter plot. The Pearson's  $r$  and Spearman's  $\rho$  are shown (exact permutation test for testing the null hypothesis that there is no correlation, two tailed,  $*p < 2.2 \times 10^{-16}$ ).

**Supplemental Figure 5. Estimating proportions of DNA methylation modifications.** (a) The bar charts show estimated posterior means of 5hmC and 5mC proportions using three replicates per condition (on *top*). Only the cytosines in the CpG context are depicted. The designed amplicon is depicted. Read density profiles from affinity-based measurements of 5hmC and 5mC levels across the locus chrX:7,476,154-7,477,153 are shown (on *bottom*). (b)

Scatter plot representation of 5hmC levels estimated using CMS-IP and BS-/ oxBS-seq (on *top*) and 5mC using MeDIP and BS-/ oxBS-seq (on *bottom*) measurements. The conditions are set apart by the color. Random jitter is added to the scatter plot points to avoid overlapping points.

**Supplemental Figure 6. Comparison of Lux and MLML in estimating methylation levels.**

(a) A pair-wise comparison between the Lux and MLML replicate-specific C (on *top*) and 5mC (on *bottom*) level estimates. Only the cytosines in CpG context are considered. The Pearson's correlation coefficients are shown. (b) The model in the plate notation for generating data. Altogether, 20 control cytosines are generated for each of the three cytosine modifications. Each control cytosine has 96 BS-seq and 96 oxBS-seq read-outs. The experimental parameter values and the cytosine modification patterns are randomly generated from beta and Dirichlet distributions, respectively, using the indicated parameter values. Observable data is generated for each of the defined methylation pattern  $\theta$  while the number of BS-seq and oxBS-seq read-outs are varied from 6 to 192. (c) The estimates of the different methylation modifications are in the columns (p(C) on *left*; p(5mC) on *middle*; p(5hmC) on *right*). The Lux estimates (on *left* in each column) and MLML estimates (on *right* in each column) are shown. The red lines depict the true methylation levels. The boxplots are derived from 100 random simulations.

**Supplemental Figure 7. An *in silico* study on analyzing methylation levels over biological experiments.**

(a) The model in the plate notation for generating data. Altogether, 20 control cytosines are generated for each of the three cytosine modifications. Observable data is generated for a given condition with predefined methylation pattern distribution ( $\alpha$ s) with or without replicates. Each cytosine (control and non-control) has 96 BS-seq and 96 oxBS-seq read-outs. (b) The process of generating (c) and (d). Two different settings are considered: with more (on *left*) or less (on *right*) biological variation between replicates. First, the replicate-

specific methylation levels and experimental parameters are sampled from beta and Dirichlet distributions, respectively, and then these are used for generating observed data. Given the data, the posterior distribution of methylation proportions is estimated simultaneously together with the experimental parameters. The aforementioned procedure is repeated 100 times. **(c)** The results when the distribution with more biological variation (on *left* in **(b)**) is used to sample replicate-specific methylation levels. To allow a comparison between the ground truth and the estimates the following procedure was used. For each of the 100 simulations, we estimate the posterior mean of the parameter  $g\mu+1$  reflecting variability in  $\theta$ s. Using the estimated parameter we define the distribution  $\text{Dir}(g\mu+1)$ . The ternary plots show the average of these distributions over 100 random simulations. **(d)** Same as **(c)** but here the replicate-specific methylation levels are sampled from the distribution with less biological variation (on *right* in **(b)**). **(e)** The difference between the estimated distributions and the true distributions is quantified using the Kullback-Leibler divergence, i.e., how much information is lost if we use our estimated distribution instead of the true distribution (an asymmetric measure) as a function of the number of replicates. The Kullback-Leibler divergence[2] is calculated between the true distribution with known parameters,  $\text{Dir}(\alpha)$ , and estimated distribution with the posterior mean of  $g\mu+1$ ,  $\text{Dir}(g\mu+1)$ . The boxplots are derived from 100 random simulations.

**Supplemental Figure 8. Detecting differential methylation using real and *in silico* data. (a)**

The model in the plate notation for generating data. Altogether, 20 control cytosines are generated for each of the three cytosine modifications. Observable data is generated for each of the condition with predefined methylation pattern distribution ( $\alpha$ s) with or without replicates. Each non-control cytosine has 12 BS-seq and 12 oxBS-seq read-outs, whereas each control cytosine has 96 BS-seq and 96 oxBS-seq read-outs. The experimental parameter values are randomly generated from beta distributions using the indicated parameter values. **(b)** The

differential methylation between conditions A and B is detected by quantifying evidence in the data for the alternative hypothesis  $H_1: \Delta\mu = \mu_A - \mu_B \neq 0$  over the null hypothesis  $H_0: \Delta\mu = \mu_A - \mu_B = 0$  (see *Methods*). The evidence is measured using the Bayes factor (BF), which is approximated using the Savage-Dickey density ratio  $p(\Delta\mu=0|H_1)/p(\Delta\mu=0|H_1,D)$  (see *Methods*). The evidence for differential methylation ( $\log_{10}$  BF) between a pair of samples (row/ column) is studied as a function of the number of replicates. Outliers are not depicted. **(c)** A comparison of Lux, FET, and MOABS in detecting differential methylation. For this purpose we down-sampled the full data set to 30X coverage for each of the three replicates. BS-seq and oxBS-seq data sets were analyzed separately with FET and MOABS for differential methylation. All the covered cytosines in CpG context (N=384) were divided into sets of differentially (N=252) and similarly (N=132) methylated cytosines based on independent CMS-IP and MeDIP loci-level information (see *Methods*). The ROC curves of the methods are calculated based on the differential methylation analysis results. The curves of different methods (Lux, FET, and MOABS) and data types (BS-seq/ oxBS-seq) are distinguished with different colors. The AUC values are listed in the figure legend. **(d)** A comparison of Lux and the method [1] (see *Methods*) for sequencing coverages 12X, 30X and “full data” using the sequencing data from WT and Tet2 KO mESCs. For comparison with other previous methods these graphs can also be compared directly with **Fig. 3b** and **(c)**. **(e)** A comparison of Lux, FET, and MOABS in detecting differential methylation. For this purpose we simulated data from variably differentially methylated (N=100) and similarly methylated cytosines (N=100) with three replicates and variable bisulphite conversion and oxidation efficiencies and controls. For each noncontrol cytosine 12 BS-seq and 12 oxBS-seq read-outs are generated, whereas each control cytosine (20 per cytosine modification) has 96 BS-seq and 96 oxBS-seq read-outs. Then, the goal is to discriminate the differentially methylated cytosines from similarly methylated cytosines. Each cytosine is analyzed separately. In the FET and MOABS analyses the BS-seq and oxBS-seq data are analyzed separately and no control data is taken into account. **(f)** As in **(b)** but here the detection of differential

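The cytosine at chr4:136,547,567, a CpG cytosine on the minus strand in a coding exon of Zbtb40, was covered by 2434 to 25346 read-outs per sample. Its sequence from 136547547 to 136547587 in mm9 is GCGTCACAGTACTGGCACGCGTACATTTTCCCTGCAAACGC. Its 5mC proportion in v6.5 cells was 0.9665 (posterior SD 0.0247), and C read-outs in v6.5 cells were 96.41% ± 0.70 in BS-seq and 95.38% ± 1.49 in oxBS-seq (SD, n = 3 replicates each). The cytosine at chr8:120,115,720, in an intron of Plcg2, is in a CHH context and was covered by 467 to 1751 read-outs. The sequence from 120115700 to 120115740 is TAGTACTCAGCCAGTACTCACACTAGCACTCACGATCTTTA. Its proportion of C in Tet2kd cells was 0.9633, with C read-outs of 5.11% ± 1.60 in BS-seq and 5.13% ± 4.36 in oxBS-seq (SD, n = 3 each).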

methylation is studied between methylated ( $p(5mC)=0.97$  in v6.5) and unmethylated ( $p(C)=0.96$  in Tetkd) cytosines at chr4:136,547,567 and chr8:120,115,720, respectively. Only the case of one replicate is considered. (g) As in (f) but here the analysis is done for the cytosine at chr4:139,783,857. The effect of the number of reads and replicates on Bayes factor is studied. The boxplots are derived from 100 randomly subsampled data sets.

**Supplemental Figure 9. Differentially methylated CpGs and effect of modeling nonideal experimental parameters.** (a) The Bayes factors of the top 100 (on *top*) or all the cytosines (on *bottom*) in descending order. The red line denotes the base line (BF=1). (b) The effect of assuming the ideal experimental parameters on the Bayes factors of the top ranked cytosines. The values of the ideal experimental parameters are listed. The one-sample *t*-test was used to test the null hypothesis that the population mean is equal to zero. The test statistic and two-tailed *p*-value are listed, indicating statistically significantly lower BFs when ideal parameter values are used.

**Supplemental Figure 10. Examples of differentially methylated cytosines and 5mC and 5hmC maps obtained using antibody-based approaches.** (a) Read density profiles of affinity-based measurements of 5hmC and 5mC levels across the locus chr4:139,783,236-139,784,235 are shown. The designed amplicon and the covered CpG sites are depicted. The cytosine marked with the red arrow is depicted in **Fig. 3a**. (b) As in (a) but here the focus is on the locus chr15:100,299,817-100,300,816 (on *left*). The posterior methylation patterns of a differentially methylated cytosine in the v6.5 and Tet2kd conditions are depicted (on *right*; marked with the red arrow on *left*). (c) As in (b) but here the focus is on the locus chr15:61,868,386-61,869,385.

**Supplemental Figure 11. Locus-based analysis using Lux.** (a) The graphical model of Lux for locus-based analysis represented with the plate notation. In the plate notation, the grey and white circles are used to represent observed variables and latent variables, respectively. The grey squares represent fixed parameters. Variation in methylation across a locus is modeled hierarchically by first defining a condition specific mean  $\mu$  for methylation proportions in a locus, and  $\mu$  is assigned a Dirichlet prior with hyperparameters  $\alpha=(0.8, 0.8, 0.8)$ . Methylation proportions  $v$  over individual cytosines within a locus are defined to follow  $\text{Dir}(g\mu+1)$  distribution, where  $g$  represents biological variation around  $\mu$  and was given a gamma prior with the shape parameter  $a=2$  and rate parameter  $b=2/6$ . The vector **1** is added in order to prevent concentration of the probability mass in a few components. Finally, replicate specific methylation proportions  $\theta$  are defined to follow  $\text{Dir}(fv + 1)$  distribution, where  $f$  represents variation around  $v$  and was given a gamma prior with the shape parameter  $a=2$  and rate parameter  $b=2/6$ . The rest of the model is presented in **Suppl. Fig. 2a**. (b) A comparison of Lux and MOABS in detecting differential methylation at loci level. In this comparison, we used the full v6.5/ Tet2kd data set. BS-seq and oxBS-seq data sets were analyzed separately with MOABS. All the analyzed windows were divided into sets of differentially and non-differentially methylated windows based on independent CMS-IP and MeDIP loci-level information (see *Methods*). The ROC curves of the methods are calculated based on the differential methylation analysis results. The curves of different methods (Lux and MOABS) and data types (BS-seq/ oxBS-seq) are distinguished with different colors. The AUC values are listed in the figure legend.

**Supplemental Figure 12. Analysis of methylation dynamics during mouse T-cell development.** (a). The posterior mean methylation proportions across the control loci in DP (*left panel*), CD4 SP (*middle panel*), and naïve CD4 (*right panel*) samples. The different replicates

are in the columns. The bars show the arithmetic means of the posterior means of the individual cytosines. The one-sided error bars (mean – standard deviation is depicted) show the standard deviations. **(b)** Dotblot assay to quantify 5hmC levels in the new spike-in 5hmC control used in the T-cell development study (*top panel*). Known amounts of 5hmC oligonucleotides were used[3] to generate the standard curve. The 5hmC levels in the spike-in control used in T-cell development study were determined according to the standard curve. 5hmC levels were quantified based on the dotblot assay results shown above (*bottom panel*). **(c)** Posterior distributions of oxidation efficiencies across biological conditions (DP in *top panel*; CD4 SP in *bottom panel*; naïve CD4 in *bottom panel*) and replicates. Kernel density estimates with the Gaussian kernel (the bandwidth obtained with Scott's rule) are shown. **(d)** A pair-wise comparison between the Lux and MLML replicate-specific 5hmC level estimates in DP, CD4 SP, and naïve CD4 cells. Only the cytosines in CpG context are considered. The Pearson's correlation coefficients are shown. **(e)** Differentially methylated cytosines in CpG context in *Prkcq*, *Zbtb7b*, and *Il6ra* are shown. The posterior means of methylation proportions of the individual cytosines are visualized in DP, CD4 SP, and naïve CD4 cell stages. The error bars (mean  $\pm$  standard deviation is depicted) show the standard deviations of posterior distributions. The different methylation modifications are distinguished with different colors (p(C) in green, p(5mC) in yellow, and p(5hmC) in red).

**Supplemental Figure 13. The effect of experimental parameters on BS-seq, TAB-seq and fCAB-seq read-outs.** The experimental steps of BS-seq (on *left*), TAB-seq (on *middle*), and fCAB-seq (on *right*) on C (*first row*), 5mC (*second row*), 5hmC (*third row*), and 5fC (*fourth row*) are considered. For instance, in the bottom right corner the experimental steps of fCAB-seq on 5fC are stated in terms of  $BS_{\text{eff}}$ ,  $BS^*_{\text{eff}}$ ,  $pro_{\text{eff}}$ , and  $seq_{\text{err}}$ .

**Supplemental Figure 14. Analysis of genome-wide BS-seq, TAB-seq, and fCAB-seq data.**

(a) Altogether, 20 control cytosines are generated for each of the four cytosine modifications. Each control cytosine has 96 BS-seq, 96 TAB-seq, and 96 fCAB-seq read-outs. The experimental parameter values and the cytosine modification patterns are randomly generated from beta and Dirichlet distributions (the means are reported), respectively. Observable data is generated for each of the defined methylation pattern  $\theta$  while the number of BS-seq, TAB-seq, and fCAB-seq read-outs are varied from 6 to 192. The four different methylation patterns are on the rows. The estimates of the different methylation modifications are in the columns ( $p(C)$  on *first*;  $p(5mC)$  on *second*;  $p(5hmC)$  on *third*;  $p(5fC)$  on *fourth*). The Lux estimates (on *left* in each column) and frequency method estimates (*Suppl. Methods*; on *right* in each column) are shown. The red lines depict the true methylation levels. The boxplots are derived from 100 random simulations. (b) The marginal distributions of the posterior means of  $\theta$  among the maternal (on *top*) and paternal (at *bottom*) cytosines. The panels, from left to right, correspond to the marginal distributions of the posteriors means of  $p(C)$ ,  $p(5mC)$ ,  $p(5hmC)$  and  $p(5fC)$ . (c) The relationship of the standard deviations of the estimated posterior distributions (i.e., uncertainty in the estimated methylation modification level) and sequencing coverage studied using density plot representations. (d) The comparison of the Lux and frequency method of the 5mC ( $5mC_{\text{frequency}} = N_{BS,C} / (N_{BS,C} + N_{TAB,C} / N_{TAB})$ ; on *left*) and 5hmC ( $5hmC_{\text{frequency}} = N_{TAB,C} / N_{TAB}$ ; on *right*) levels. (e) The comparison of the Lux and frequency method estimates of the 5mC (on *left*), 5hmC (on *middle*), and 5fC ( $5fC_{\text{frequency}} = N_{BS,T} / (N_{BS,T} + N_{fCAB,T} / N_{fCAB})$ ; on *right*) levels. As in (d) but here the cytosines with negative  $5mC_{\text{frequency}}$  or  $5fC_{\text{frequency}}$  are ignored.

**Supplemental Figure 15. A sensitivity analysis of the model to the selection of the hyperhyperparameter values.**

(a) The model in the plate notation for generating data is described in **Suppl. Fig. 6b**. Altogether, 20 control cytosines are generated for each of the three

cytosine modifications. Each control cytosine has 96 BS-seq and 96 oxBS-seq read-outs. The experimental parameter values and the cytosine modification patterns are randomly generated from beta and Dirichlet distributions, respectively, using the indicated parameter values. Observable data is generated for each of the defined methylation pattern  $\theta$  while the number of BS-seq and oxBS-seq read-outs are varied from 6 to 192. The effect of different choices of  $\alpha$  on the estimates are studied. The estimates of the different methylation modifications are in the columns (p(C) on *left*; p(5mC) on *middle*; p(5hmC) on *right*). The red lines depict the true methylation levels. The boxplots are derived from 100 random simulations. (b) As in (a) but here the effects of the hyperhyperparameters related to the experimental parameters  $BS_{\text{eff}}$ ,  $BS^*_{\text{eff}}$ ,  $ox_{\text{eff}}$  and  $seq_{\text{err}}$  are studied. Briefly, we carried out an experiment where we let the values of the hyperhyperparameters to vary extensively and compared the results with those obtained with the original hyperhyperparameter values (listed in **Suppl. Table 1**). That is, for each of the eight hyperhyperparameter related to  $BS_{\text{eff}}$ ,  $BS^*_{\text{eff}}$ ,  $ox_{\text{eff}}$  and  $seq_{\text{err}}$  (the upper right corner of **Suppl. Fig. 2a**) values are sampled uniformly from the interval  $[0.5x, 1.5x]$  (where  $x$  is the original value listed in **Suppl. Table 1**). The difference between the estimates with different number of reads is studied. (c) The detection of differential methylation between two conditions with different values of  $\alpha$  is studied as a function of the number of replicates. The data are generated as described in **Suppl. Fig. 8**.

## REFERENCES

1. Booth MJ, Branco MR, Ficz G, Oxley D, Krueger F, Reik W, Balasubramanian S: **Quantitative sequencing of 5-methylcytosine and 5-hydroxymethylcytosine at single-base resolution**. *Science* 2012, **336**(6083):934-937.
2. Penny WD: **Kullback-liebler divergences of normal, gamma, dirichlet and wishart densities**. *Wellcome Department of Cognitive Neurology* 2001, :.
3. Huang Y, Pastor WA, Shen Y, Tahiliani M, Liu DR, Rao A: **The behaviour of 5-hydroxymethylcytosine in bisulfite sequencing**. *PLoS One* 2010, **5**(1):e8888.

**A**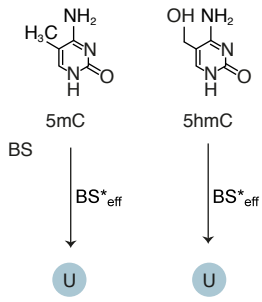**B**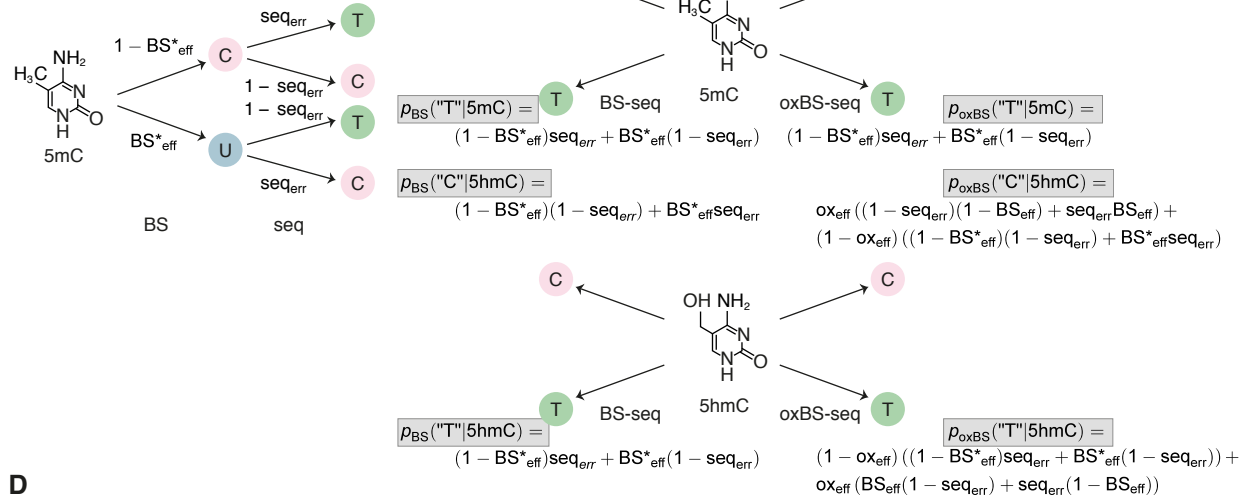**D**

$$p_{BS}("C") =$$

$$p(C) ((1 - seq_{err})(1 - BS_{eff}) + seq_{err}BS_{eff}) +$$

$$p(5mC) ((1 - BS^*_{eff})(1 - seq_{err}) + BS^*_{eff}seq_{err}) +$$

$$p(5hmC) ((1 - BS^*_{eff})(1 - seq_{err}) + BS^*_{eff}seq_{err})$$

$$p_{BS}("T") =$$

$$p(C) ((1 - seq_{err})BS_{eff} + seq_{err}(1 - BS_{eff})) +$$

$$p(5mC) ((1 - BS^*_{eff})seq_{err} + BS^*_{eff}(1 - seq_{err})) +$$

$$p(5hmC) ((1 - BS^*_{eff})seq_{err} + BS^*_{eff}(1 - seq_{err}))$$

**C**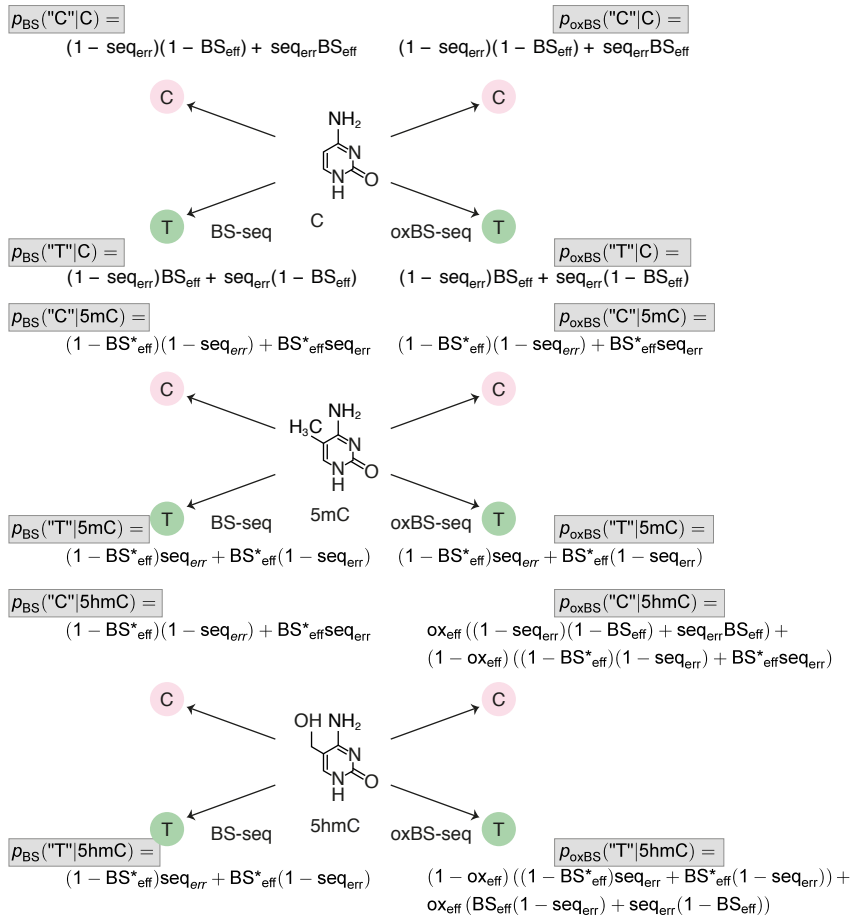

Population of cytosines

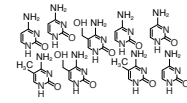

p(C) p(5mC) p(5hmC)

Proportions of cytosine modifications

$$p_{oxBS}("C") =$$

$$p(C) ((1 - seq_{err})(1 - BS_{eff}) + seq_{err}BS_{eff}) +$$

$$p(5mC) ((1 - BS^*_{eff})(1 - seq_{err}) + BS^*_{eff}seq_{err}) +$$

$$p(5hmC) (ox_{eff} ((1 - seq_{err})(1 - BS_{eff}) + seq_{err}BS_{eff}) +$$

$$(1 - ox_{eff}) ((1 - BS^*_{eff})(1 - seq_{err}) + BS^*_{eff}seq_{err}))$$

$$p_{oxBS}("T") =$$

$$p(C) ((1 - seq_{err})BS_{eff} + seq_{err}(1 - BS_{eff})) +$$

$$p(5mC) ((1 - BS^*_{eff})seq_{err} + BS^*_{eff}(1 - seq_{err})) +$$

$$p(5hmC) ((1 - ox_{eff}) ((1 - BS^*_{eff})seq_{err} + BS^*_{eff}(1 - seq_{err})) +$$

$$ox_{eff} (BS_{eff}(1 - seq_{err}) + seq_{err}(1 - BS_{eff})))$$

**Supplemental Figure 1**

**A**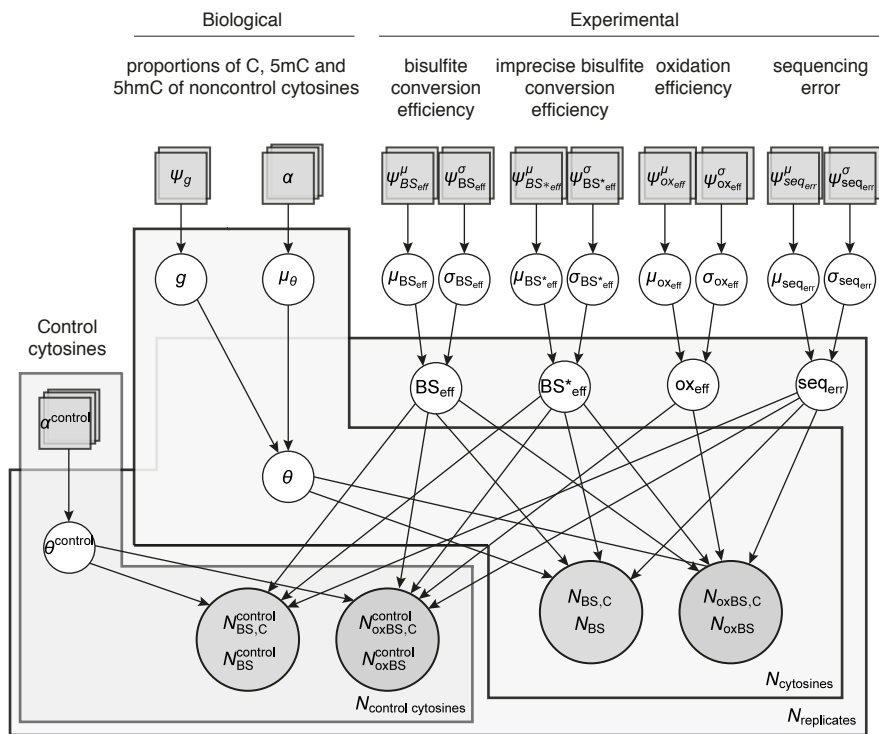

$$\begin{aligned}
 g &\sim \text{Gamma}(\psi_g^1, \psi_g^2) \\
 \mu_\theta &\sim \text{Dir}(\alpha) \\
 \theta &\sim \text{Dir}(g\mu_\theta + 1) \\
 N_{BS,C}^{\text{control}} &\sim \text{Binom}(N_{BS}^{\text{control}}, p_{BS}^{\text{control}}(\cdot \cdot C)) \\
 N_{oxBS,C}^{\text{control}} &\sim \text{Binom}(N_{oxBS}^{\text{control}}, p_{oxBS}^{\text{control}}(\cdot \cdot C)) \\
 BS\_eff &= \text{logit}^{-1}(\mu_{BS\_eff} + \sigma_{BS\_eff} r_{BS\_eff}) \\
 BS^*\_eff &= \text{logit}^{-1}(\mu_{BS^*\_eff} + \sigma_{BS^*\_eff} r_{BS^*\_eff}) \\
 ox\_eff &= \text{logit}^{-1}(\mu_{ox\_eff} + \sigma_{ox\_eff} r_{ox\_eff}) \\
 seq\_err &= \text{logit}^{-1}(\mu_{seq\_err} + \sigma_{seq\_err} r_{seq\_err}) \\
 \mu_{BS\_eff} &\sim \mathcal{N}(\psi_{BS\_eff}^\mu, \psi_{BS\_eff}^{\mu,\sigma}) \\
 \sigma_{BS\_eff} &\sim \ln \mathcal{N}(\psi_{BS\_eff}^\sigma, \psi_{BS\_eff}^{\sigma,\sigma}) \\
 r_{BS\_eff} &\sim \mathcal{N}(0, 1) \\
 \mu_{BS^*\_eff} &\sim \mathcal{N}(\psi_{BS^*\_eff}^\mu, \psi_{BS^*\_eff}^{\mu,\sigma}) \\
 \sigma_{BS^*\_eff} &\sim \ln \mathcal{N}(\psi_{BS^*\_eff}^\sigma, \psi_{BS^*\_eff}^{\sigma,\sigma}) \\
 r_{BS^*\_eff} &\sim \mathcal{N}(0, 1) \\
 \mu_{ox\_eff} &\sim \mathcal{N}(\psi_{ox\_eff}^\mu, \psi_{ox\_eff}^{\mu,\sigma}) \\
 \sigma_{ox\_eff} &\sim \ln \mathcal{N}(\psi_{ox\_eff}^\sigma, \psi_{ox\_eff}^{\sigma,\sigma}) \\
 r_{ox\_eff} &\sim \mathcal{N}(0, 1) \\
 \mu_{seq\_err} &\sim \mathcal{N}(\psi_{seq\_err}^\mu, \psi_{seq\_err}^{\mu,\sigma}) \\
 \sigma_{seq\_err} &\sim \ln \mathcal{N}(\psi_{seq\_err}^\sigma, \psi_{seq\_err}^{\sigma,\sigma}) \\
 r_{seq\_err} &\sim \mathcal{N}(0, 1)
 \end{aligned}$$

**B**

Fixed experimental parameters

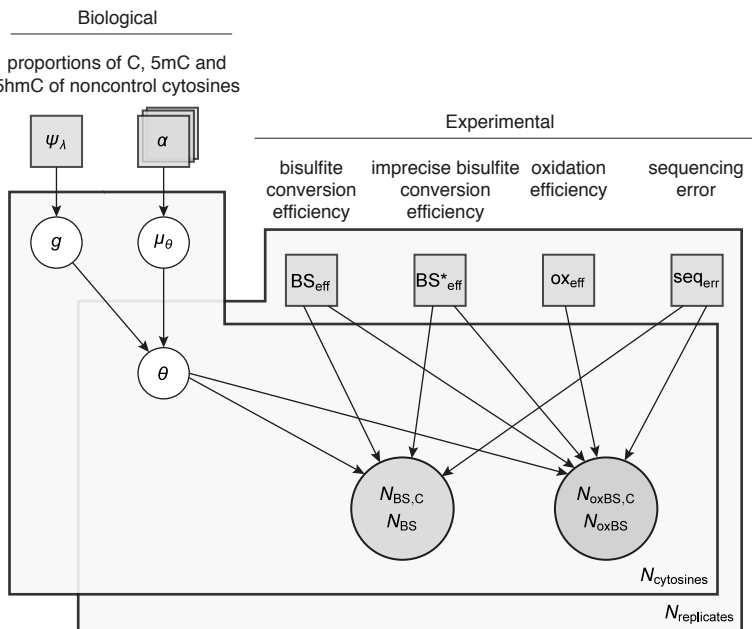**C**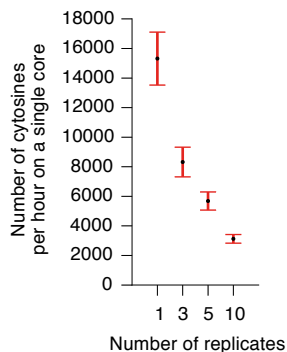**Supplemental Figure 2**

**A**

Model for generating data

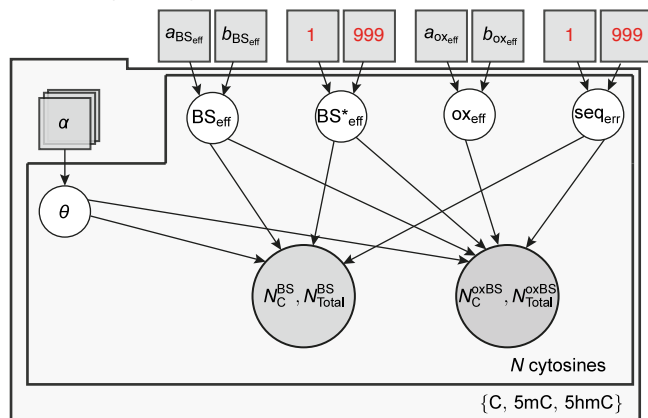

$$\begin{aligned} \alpha_C &= (998, 1, 1) & \theta_C &= (0.998, 0.001, 0.001) \\ \alpha_{5mC} &= (1, 998, 1) & \theta_{5mC} &= (0.001, 0.998, 0.001) \\ \alpha_{5hmC} &= (6, 2, 72) & \theta_{5hmC} &= (0.075, 0.025, 0.900) \end{aligned}$$

$$\begin{aligned} \overline{BS_{eff}} &= 0.90 & a_{BS_{eff}} &= 90, b_{BS_{eff}} = 10 \\ \overline{OX_{eff}} &= 0.75 & a_{OX_{eff}} &= 75, b_{OX_{eff}} = 25 \\ \overline{BS_{eff}} &= 0.95 & a_{BS_{eff}} &= 95, b_{BS_{eff}} = 5 \\ \overline{OX_{eff}} &= 0.80 & a_{OX_{eff}} &= 80, b_{OX_{eff}} = 20 \\ \overline{BS_{eff}} &= 0.99 & a_{BS_{eff}} &= 99, b_{BS_{eff}} = 1 \\ \overline{OX_{eff}} &= 0.90 & a_{OX_{eff}} &= 90, b_{OX_{eff}} = 10 \end{aligned}$$

**B**

1 control cytosine for each of the modifications C, 5mC and 5hmC

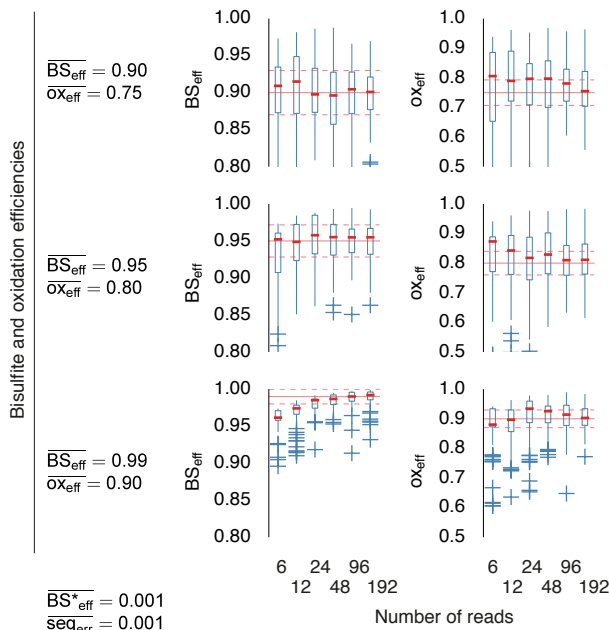**C**

20 control cytosines for each of the modifications C, 5mC and 5hmC

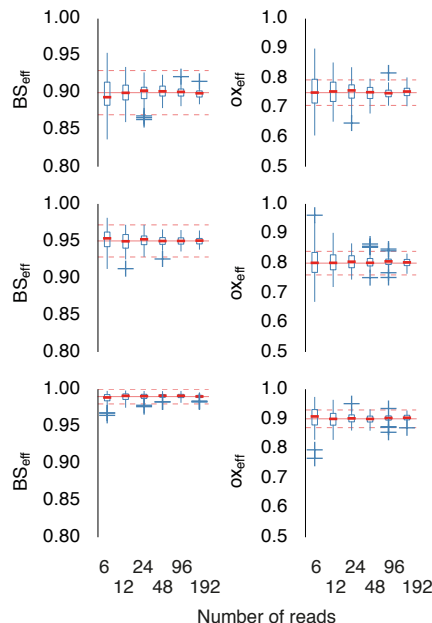**Supplemental Figure 3**

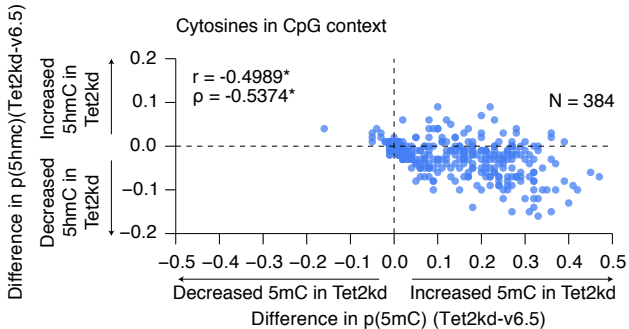

**Supplemental Figure 4**

**A**

chrX:7,476,154-7,477,153

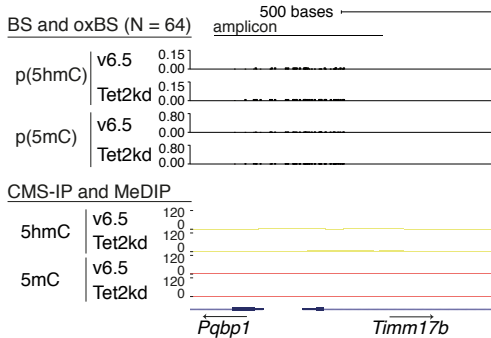**B**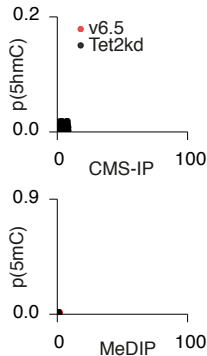**Supplemental Figure 5**

**A**

C estimates in v6.5 among the cytosines  
in CpG context (N = 384)

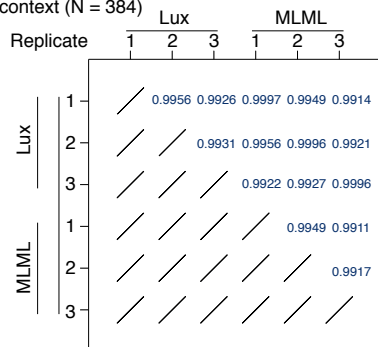

5mC estimates in v6.5 among the cytosines  
in CpG context (N = 384)

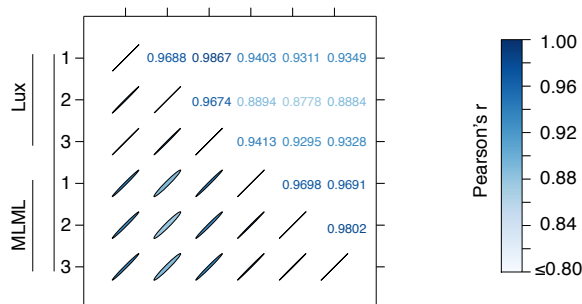**B**

Model for generating data

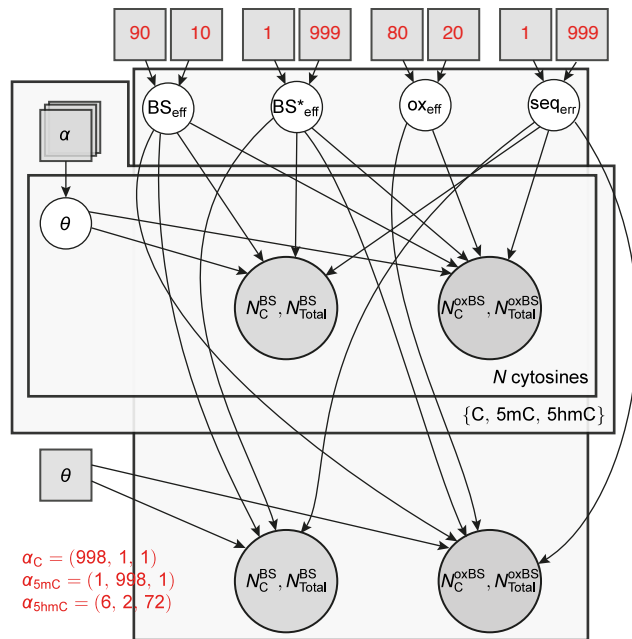

20 control cytosines per modification (C, 5mC and 5hmC)  
96 BS-seq and 96 oxBS-seq reads per control cytosine

**C**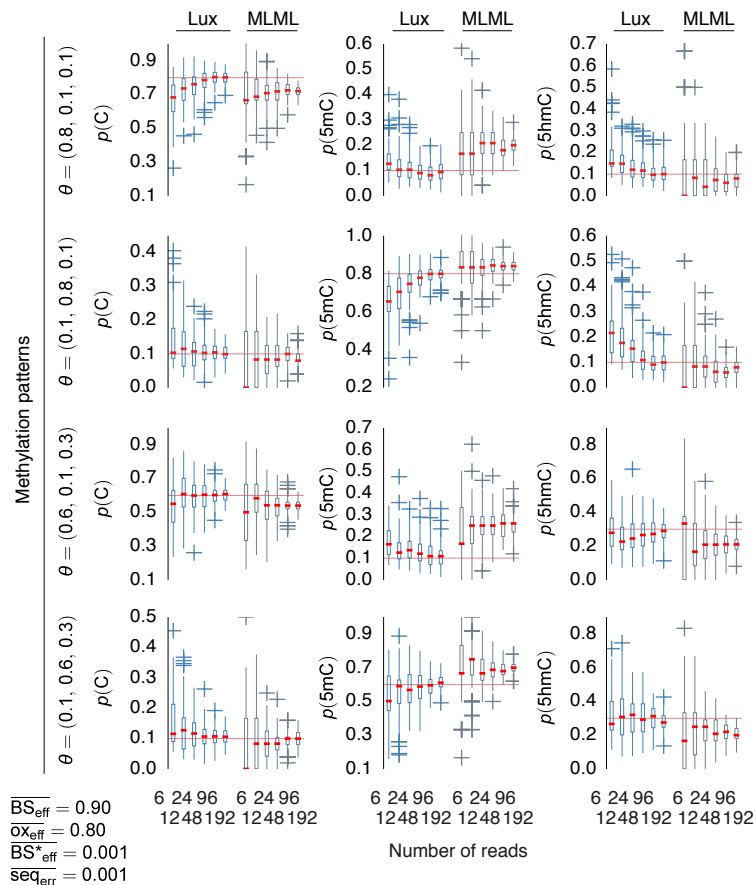

**Supplemental Figure 6**

**A**

Model for generating data

$\alpha_C = (998, 1, 1)$   
 $\alpha_{5mC} = (1, 998, 1)$   
 $\alpha_{5hmC} = (6, 2, 72)$

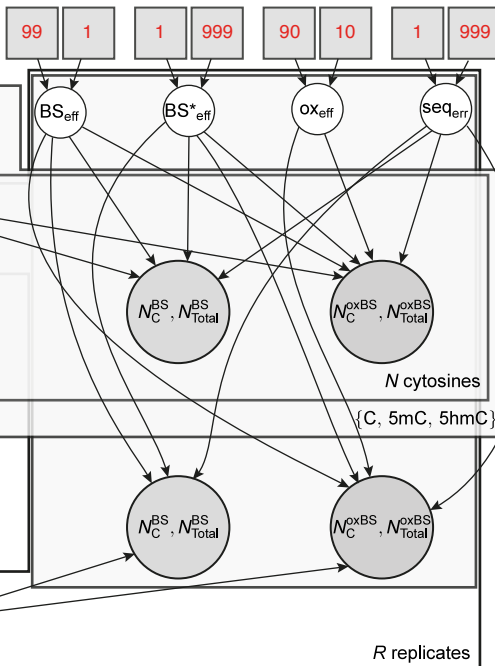**B**Distribution of  $\theta$  over experiments $\alpha = (1.2, 2.0, 3.5)$  $\alpha = (3.6, 6.0, 10.5)$ 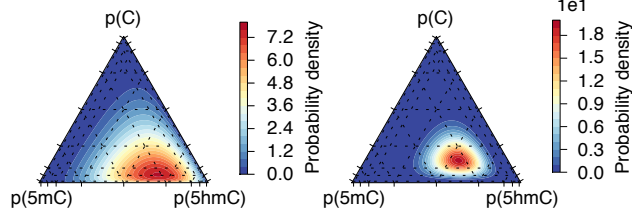

Repeat 100 times

Sample  $R$  methylation patterns  $\theta_i, i = 1, \dots, R$ 

Generate BS-seq and oxBS-seq data for  $R$  experiments with controls using  $\theta_i, BS_{eff_i}, BS^*_{eff_i}, ox_{eff_i}$  and  $seq_{err_i}$ , where  $i = 1, \dots, R$

Estimate  $\theta_i, i = 1, \dots, R$  and  $g\mu_\theta + 1$ **C**Posterior of  $g\mu_\theta + 1$  $\alpha = (1.2, 2.0, 3.5)$  $R=1$ 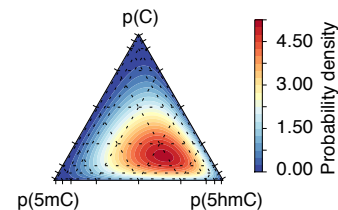 $R=2$ 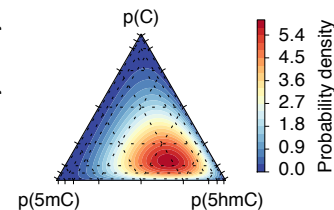 $R=3$ 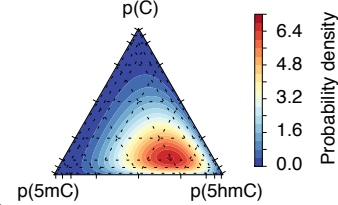 $R=5$ 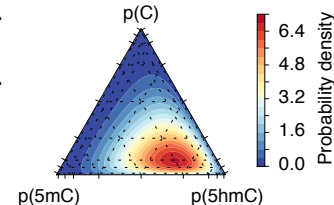**D**Posterior of  $g\mu_\theta + 1$  $\alpha = (3.6, 6.0, 10.5)$  $R=1$ 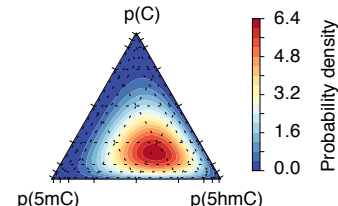 $R=2$ 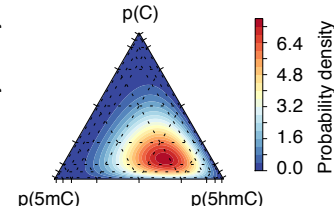 $R=3$ 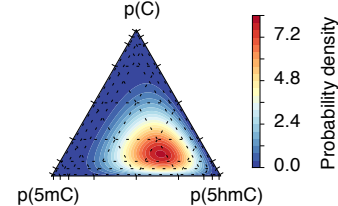 $R=5$ 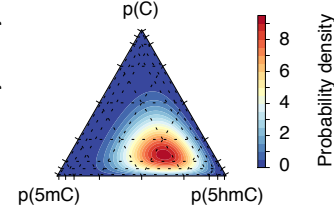**E** $\alpha = (1.2, 2.0, 3.5)$  $\alpha = (3.6, 6.0, 10.5)$ 

Kullback-Leibler divergence

3.0  
2.5  
2.0  
1.5  
1.0  
0.5  
0.0

1 2 3 5

1 2 3 5

Number of replicates

**Supplemental Figure 7**

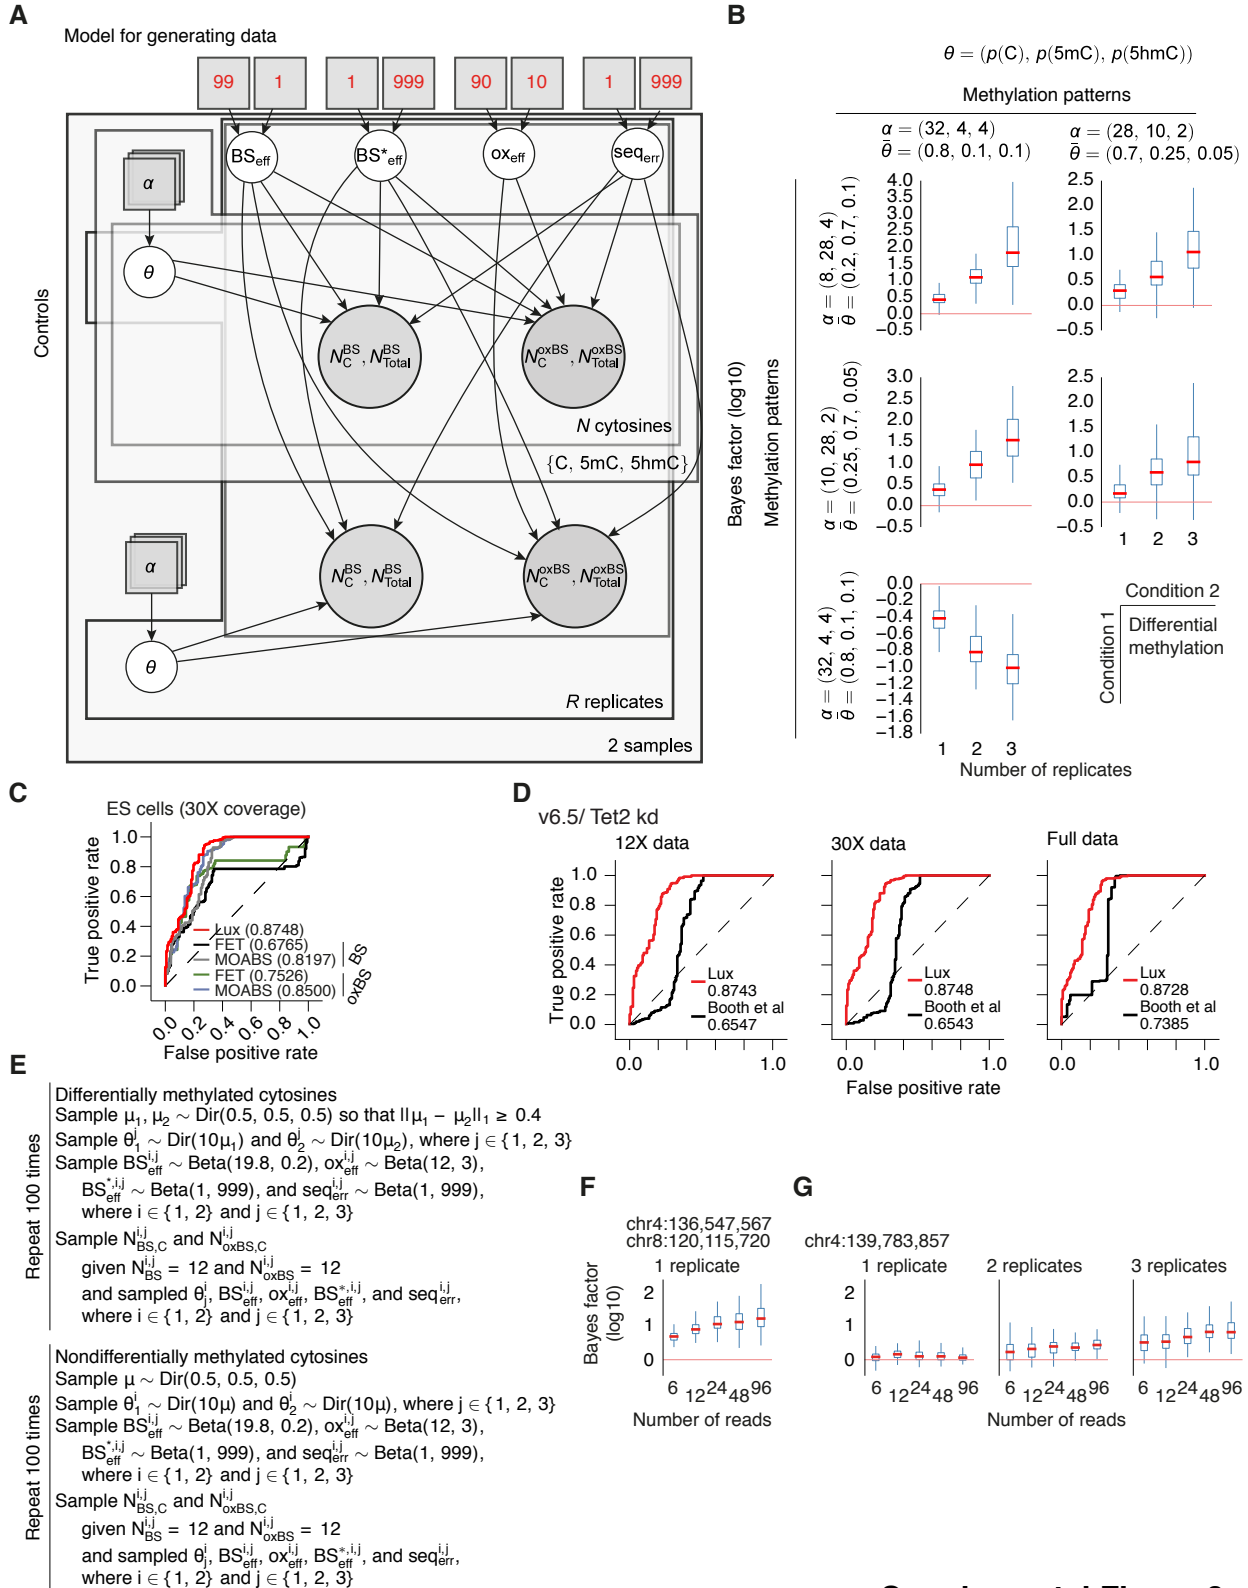

Supplemental Figure 8

**A**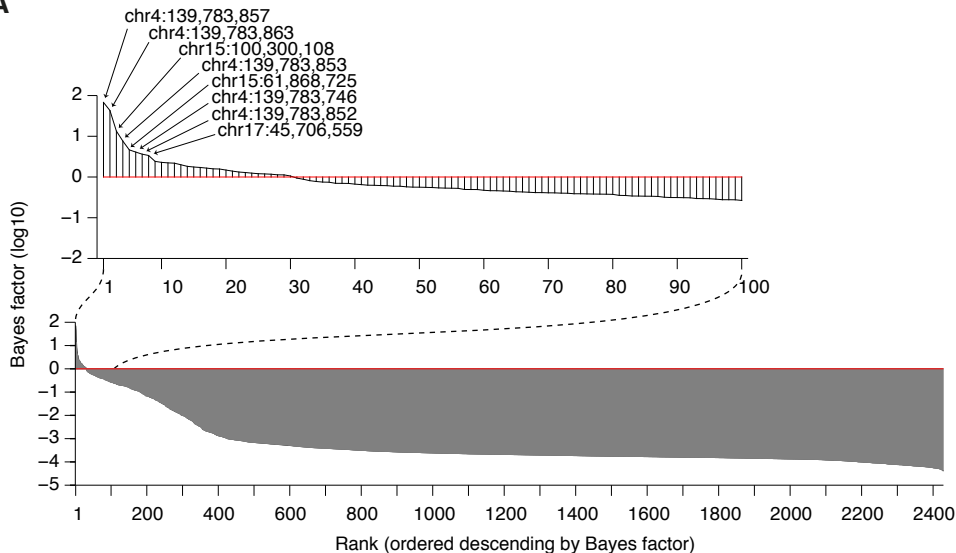**B**

Cytosines with  $\text{BF}_{\text{with nonideal experimental parameters}}$  and/or  
 $\text{BF}_{\text{with ideal experimental parameters}} > 0.1$ ,  $N = 183$

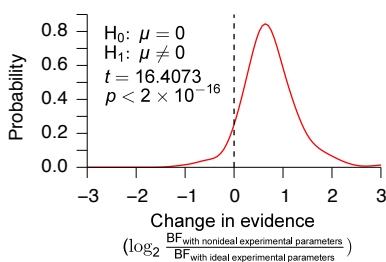

| Ideal experimental parameters  |  |
|--------------------------------|--|
| $\text{BS}_{\text{eff}} = 1$   |  |
| $\alpha_{\text{eff}} = 1$      |  |
| $\text{BS}_{\text{eff}}^+ = 0$ |  |
| $\text{seq}_{\text{err}} = 0$  |  |

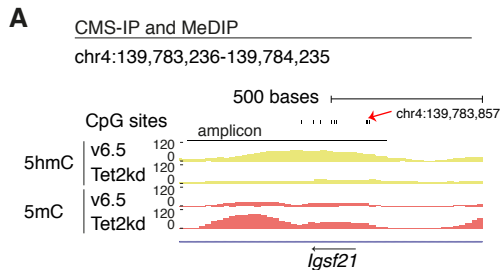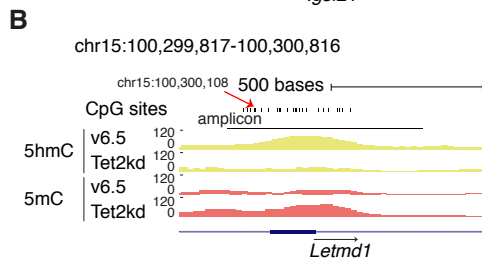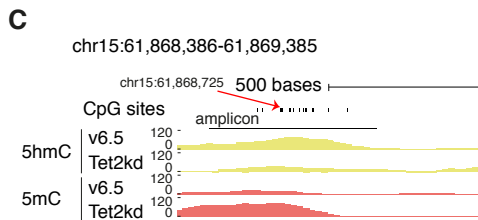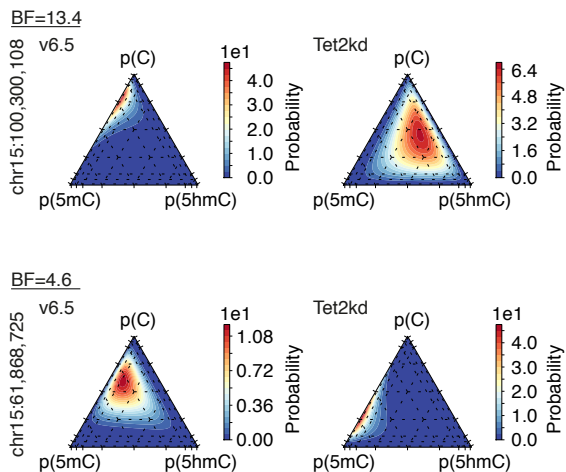

**Supplemental Figure 10**

**A**

Model for window-based analysis  
(one locus with N cytosines and R replicates)

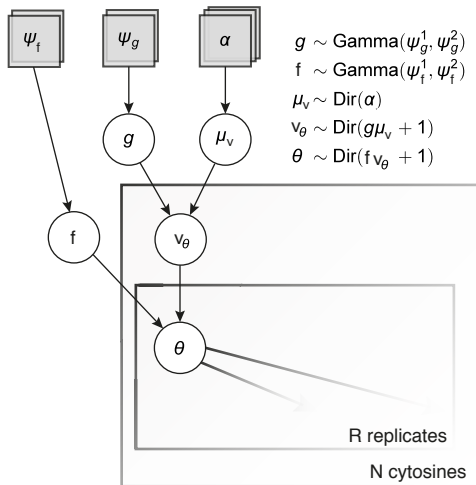**B**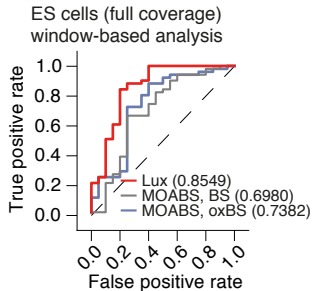

**Supplemental Figure 11**

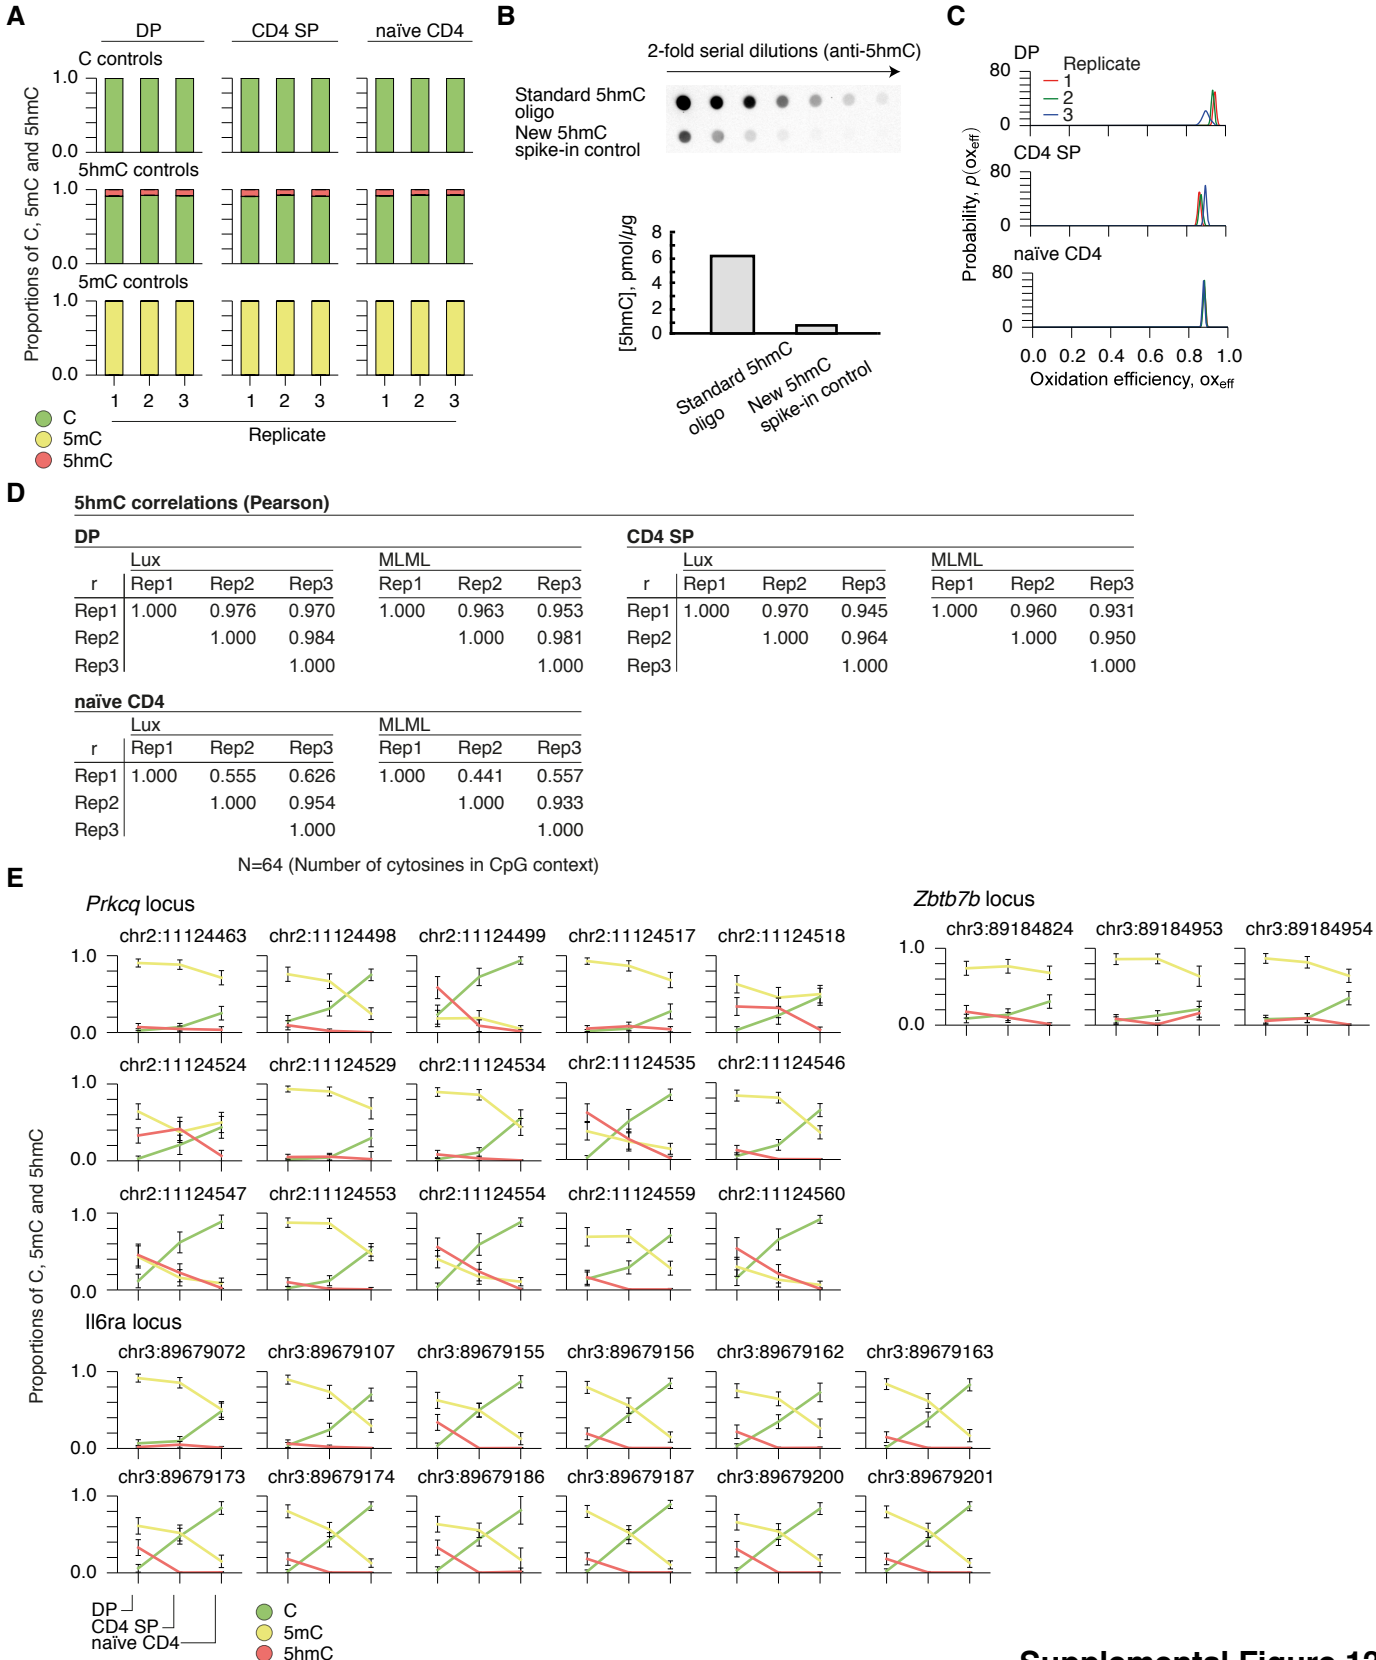

Supplemental Figure 12

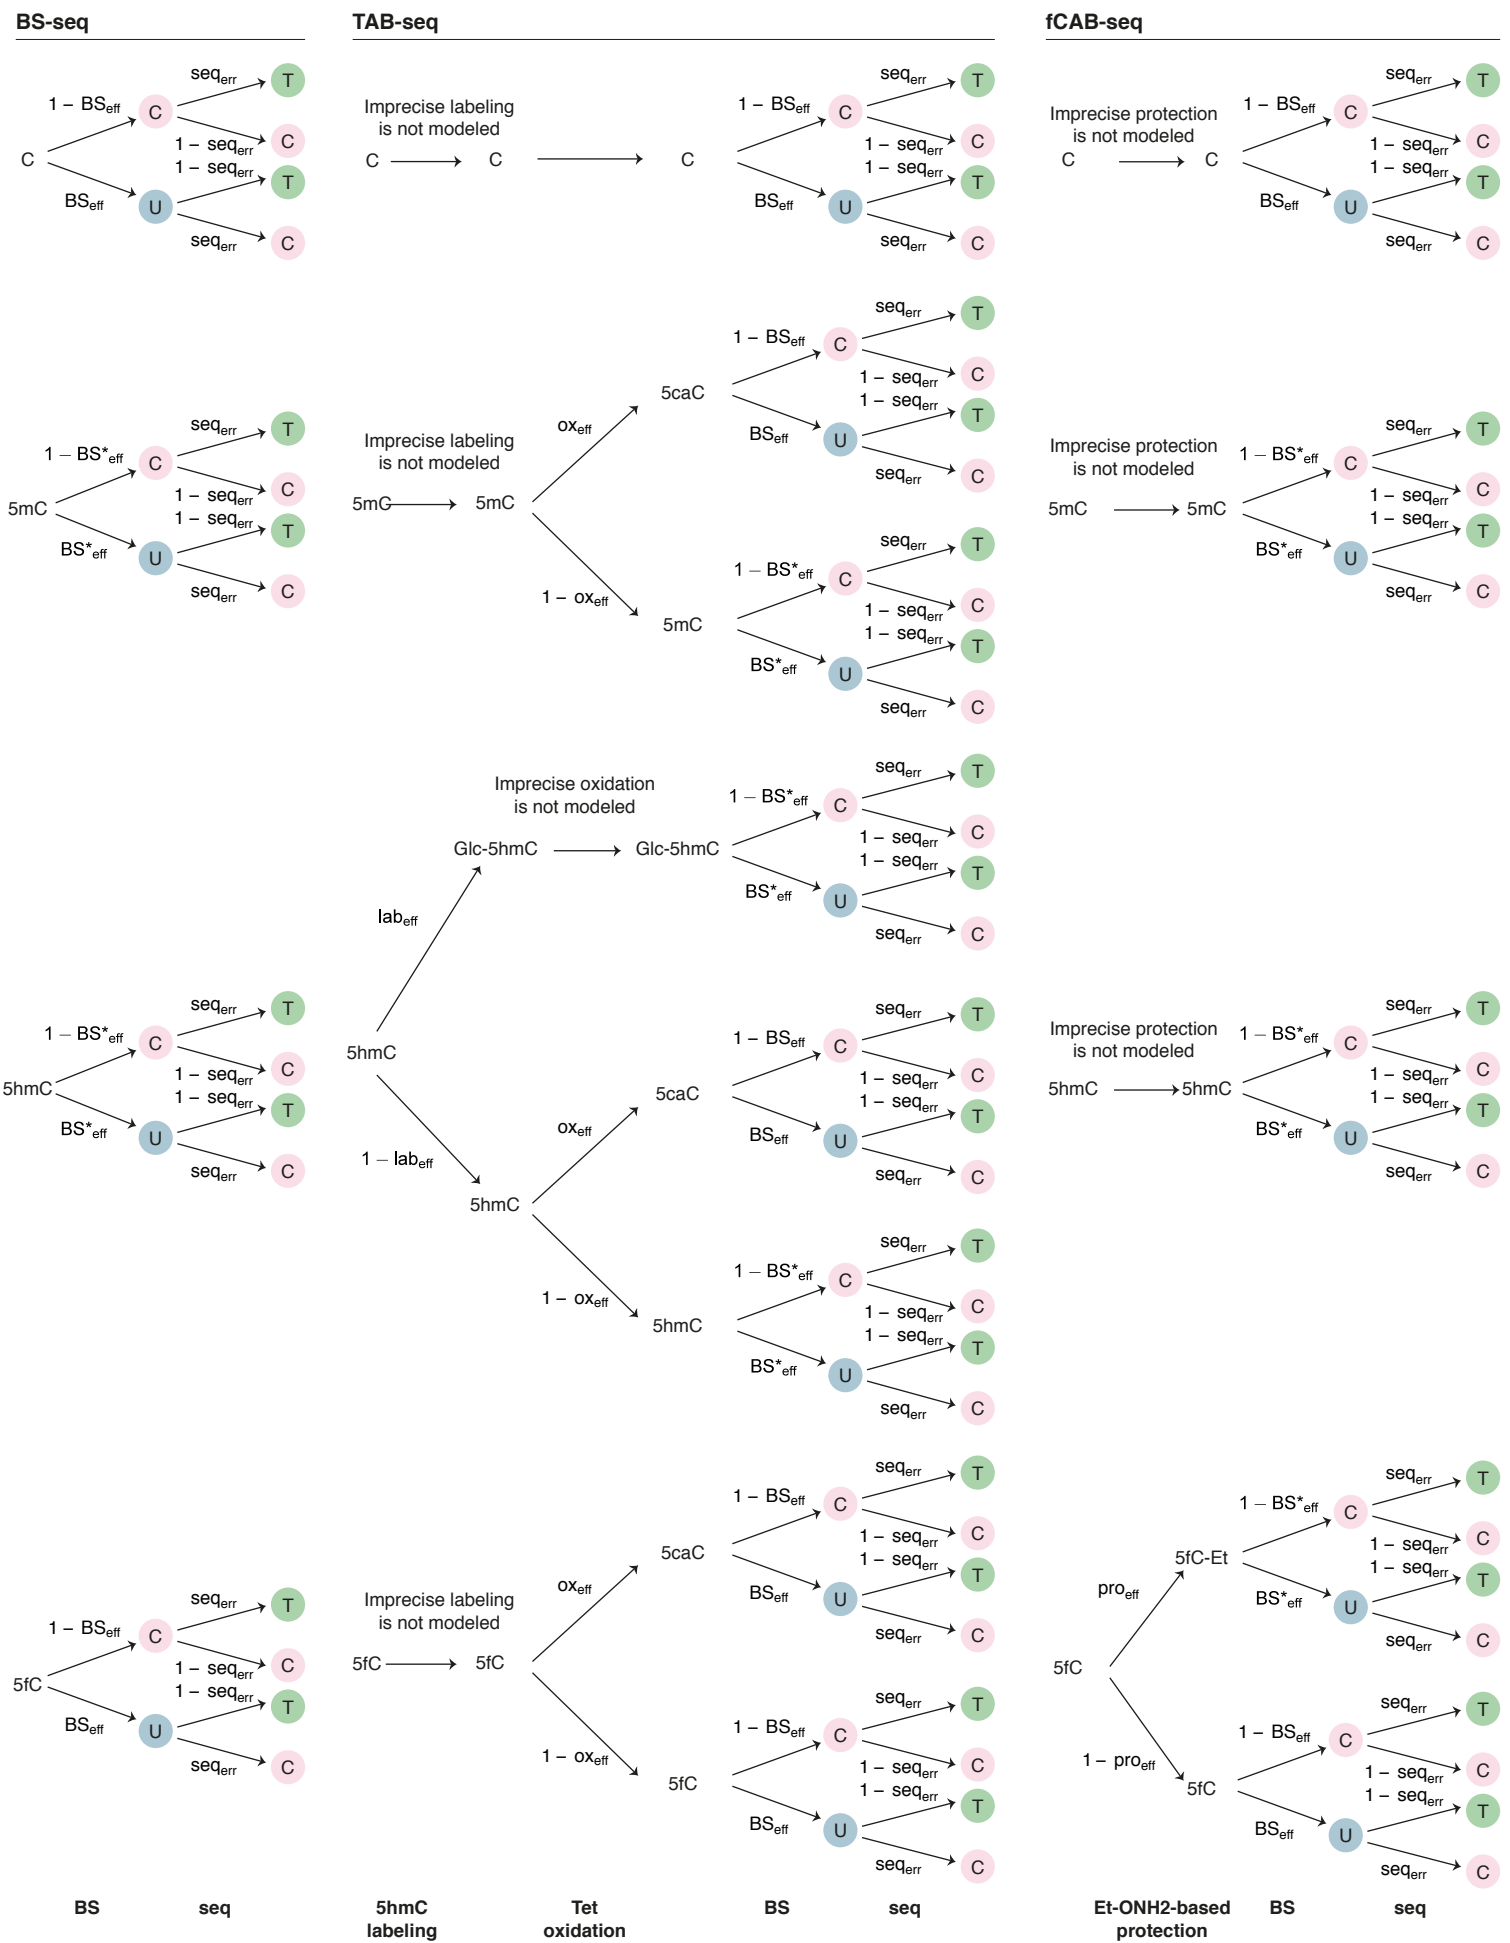

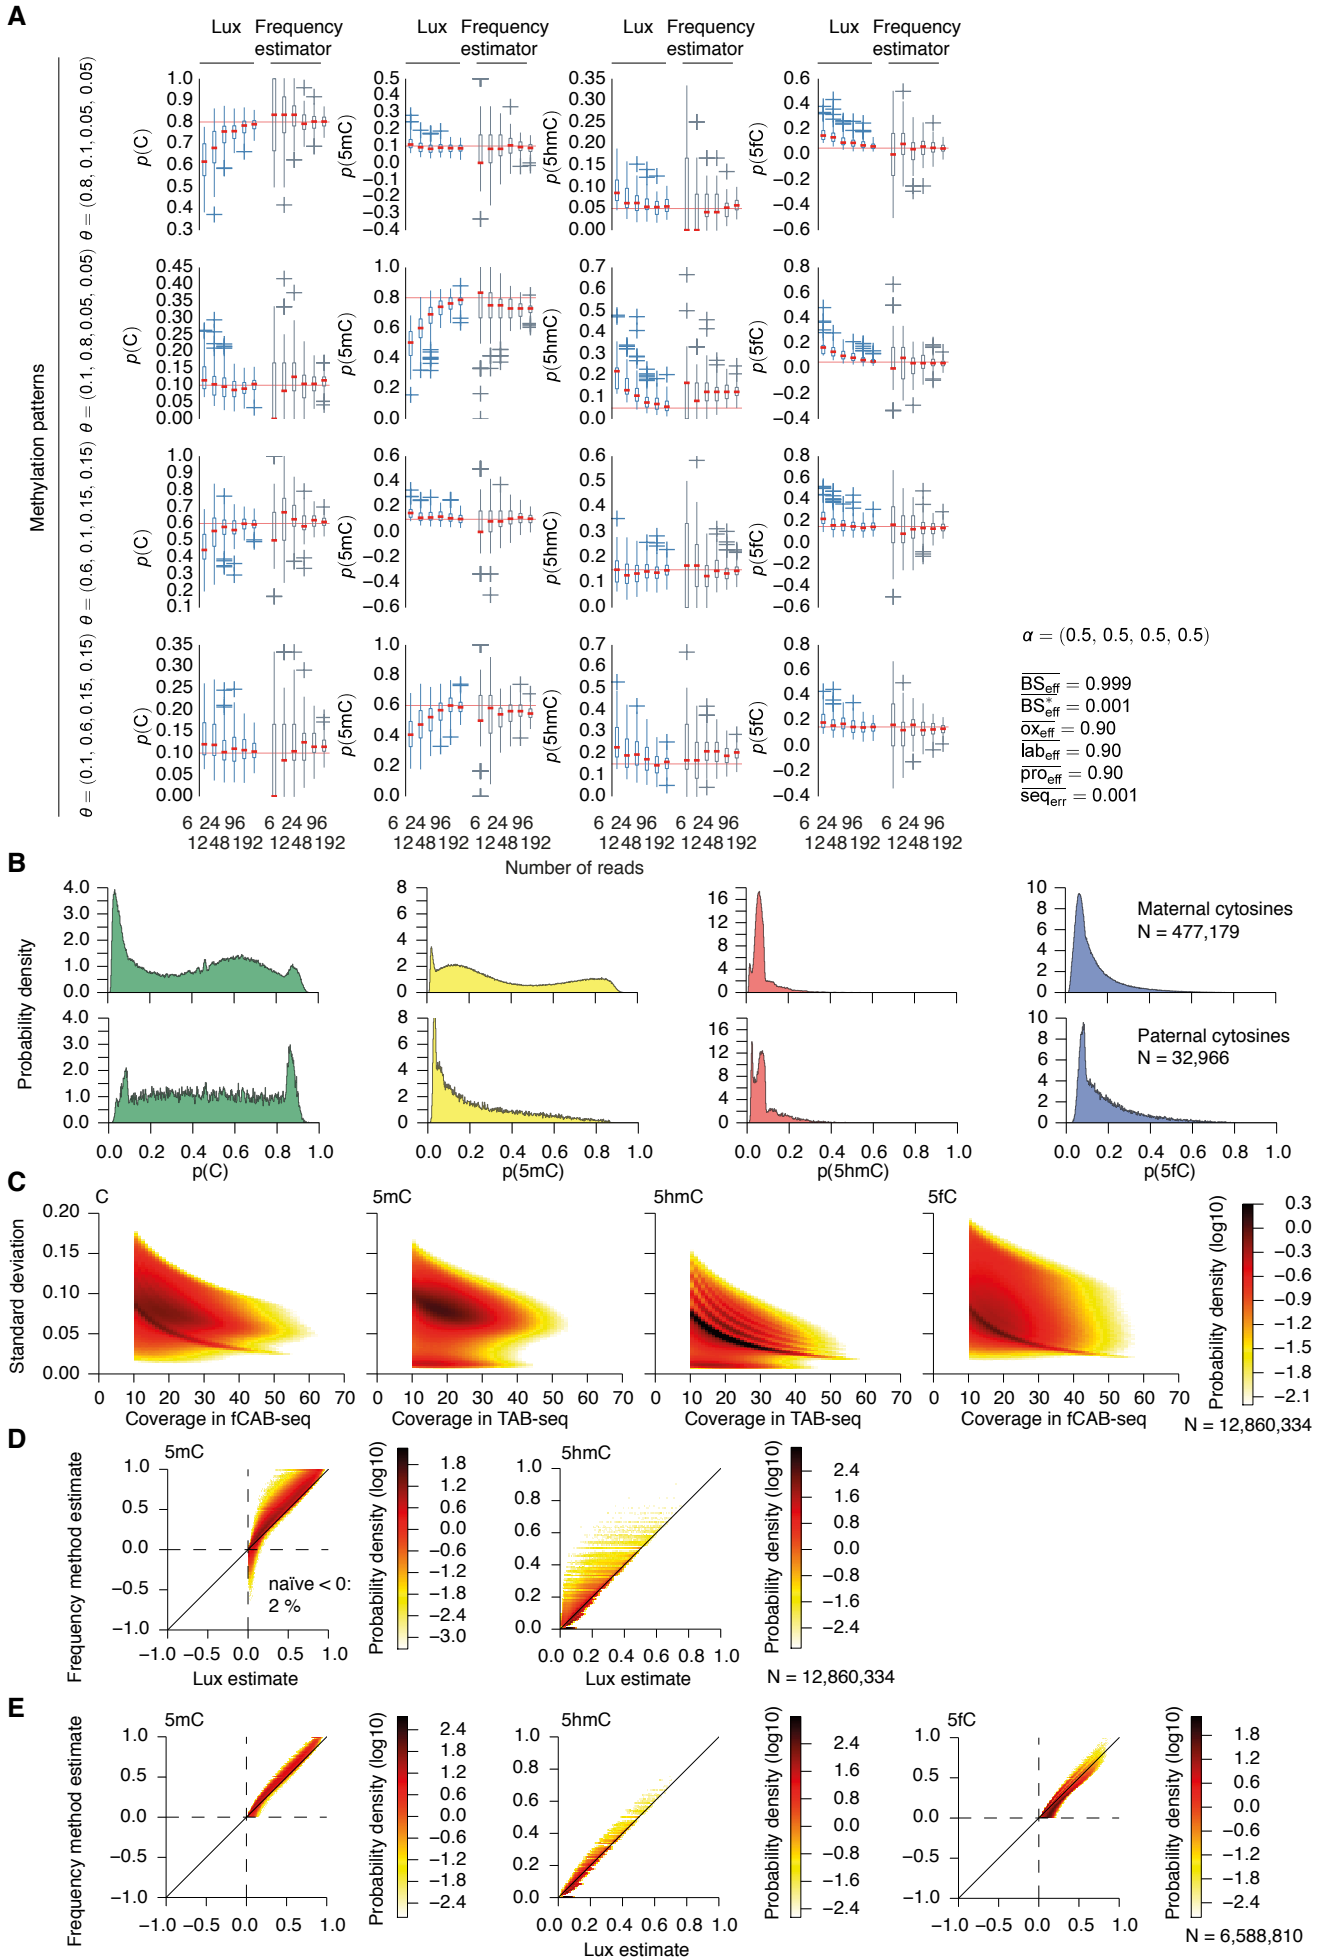

**Supplemental Figure 14**

**A**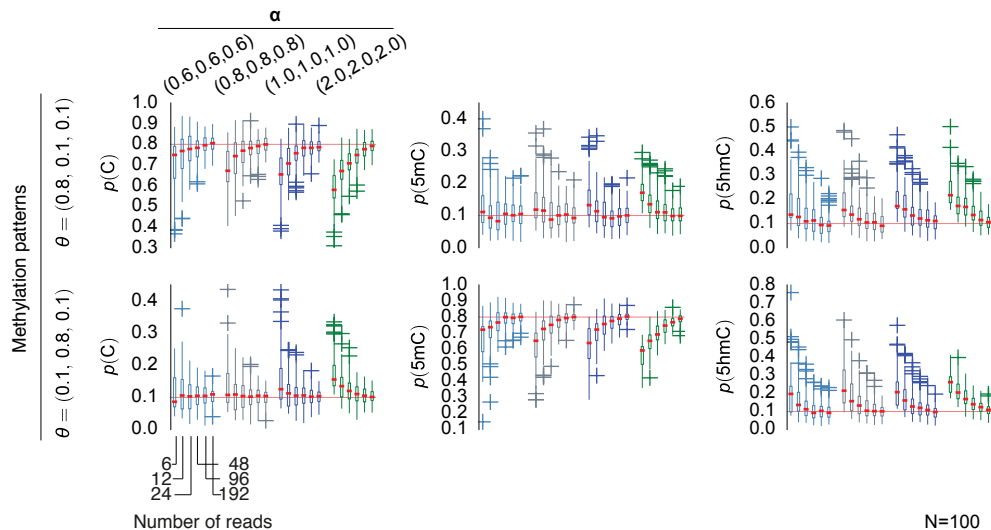**B**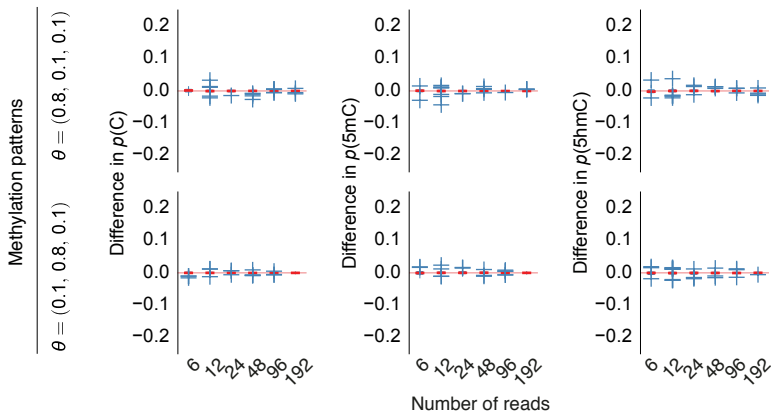**C**

Detection of differential methylation

$\alpha = (32, 4, 4)$   
 $\theta = (0.8, 0.1, 0.1)$

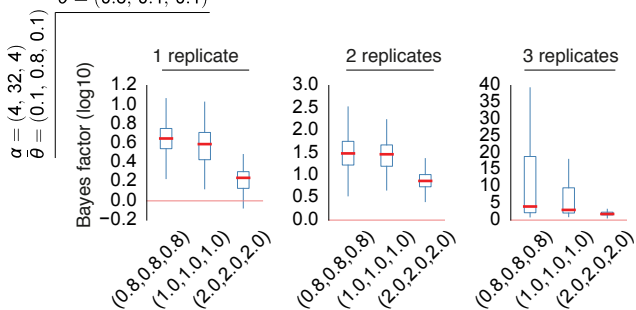

N=100

# Supplementary material for: A probabilistic generative model for quantification of DNA modifications enables analysis of demethylation pathways
**Source:** Genome Biol. 2016 Mar 14;17:49. doi: 10.1186/s13059-016-0911-6
**Supplement:** Additional file 5: — Tables S1 to S7 with legends.

**Supplemental Table 1:** The values of the fixed hyperparameters in the model are listed (**Suppl. Fig. 2a**). These parameters define the Dirichlet priors for control and wild-type cytosines, and the hyperpriors for the experimental parameters.

**Supplemental Table 2:** The posterior means and the standard deviations of the experimental parameters  $BS_{\text{eff}}$ ,  $BS^*_{\text{eff}}$  and  $seq_{\text{err}}$  are listed per condition (v6.5 and Tet2kd) and replicate.

**Supplemental Table 3:** The numbers of converted and unconverted cytosines and the obtained Lux estimates are listed (v6.5 and Tet2kd).

**Supplemental Table 4:** GlucMS-qPCR validation for methylation level estimates. Pearson correlation values between glucMS-qPCR measurements and methylation level estimates obtained using 1) the Booth et al. method [32], 2) Lux with ideal experimental parameters, and 3) Lux with non-ideal experimental parameters. Significance (p-value) of the correlation is shown in parenthesis, i.e., p-values for testing the hypothesis of no correlation against the alternative that there is a nonzero correlation.

**Supplemental Table 5:** The results from the locus level analysis using the window-based analysis method. The considered windows, number of cytosines per window, and Bayes factors are listed.

**Supplemental Table 6:** The numbers of converted and unconverted cytosines and the obtained Lux estimates are listed (DP, CD4 SP, and naïve CD4).

**Supplemental Table 7:** The posterior means and the standard deviations of the experimental parameters  $BS_{\text{eff}}$ ,  $BS^*_{\text{eff}}$  and  $seq_{\text{err}}$  are listed per condition (DP, CD4 SP, and naïve CD4) and replicate.

Supplemental Table 1

Posterior mean  $\pm$  standard deviation

Supplemental Table 2

Supplemental Table 3

v6.5 controls

Number of C's and T's

Number of C's and total read outs

Tet2kd controls

Number of C's and T's

Number of C's and total read outs

v6.5 wild type cytosines

Number of C's and T's

Number of C's and total read outs

Tet2kd wild type cytosines

Number of C's and T's

Number of C's and total read outs

### Lux estimates

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

[illegible]

Supplemental Table 4

Supplemental Table 5

Window-based analysis

Supplemental Table 6

DP controls

Number of C's and T's

Number of C's and total read outs

CD4 SP controls

Number of C's and T's

Number of C's and total read outs

CD4 naïve controls

Number of C's and T's

Number of C's and total read outs

DP wild type cytosines

Number of C's and T's

Number of C's and total read outs

CD4 SP wild type cytosines

Number of C's and T's

Number of C's and total read outs

CD4 naïve wild type cytosines

Number of C's and T's

Number of C's and total read outs

## Lux estimates

Lux estimates

Posterior mean  $\pm$  standard deviation

Supplemental Table 7

How the deposited data were processed for this re-analysis (not part of the article)

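Targeted BS-seq and oxBS-seq were measured in 12 samples, 3 biological replicates of parental v6.5 mouse embryonic stem cells and 3 of v6.5 cells with a Tet2 knockdown, each by both assays. Libraries contained spiked-in lambda phage DNA with unmethylated, methylated and hydroxymethylated stretches. The T-cell, TAB-seq, fCAB-seq, CMS-IP and MeDIP data of the paper and the published oxBS-seq data of Booth et al. were not analysed here.

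The authors aligned the paired-end reads with Bismark and Bowtie 2 to the mm9 mouse genome and the lambda genome, extracted the read-outs with the Bismark methylation extractor, with overlapping mates counted once and a cutoff of 10 read-outs, and deposited the counts of C and T read-outs per cytosine and sample without normalization. The authors also deposited the percent of C read-outs per cytosine, computed from the same counts, and this column was used only to check them. Deposited positions count from 0 and were raised by 1. The base at each position was taken from the mm9 genome sequence, which gave the strand and the CpG, CHG or CHH context, and genes, exons and UTRs were taken from the gene annotation of the same build. Covered cytosines more than 5000 bp apart were assigned to different loci.

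Genomic read-outs per sample lay between 4505229 and 18096597. Cytosines with at least 10 read-outs in each of the 12 samples were analysed, 2428 in 14 loci, with a median coverage of 2042. At that coverage a C share of 50% has a Wilson 95% confidence interval from 47.83% to 52.17% and the smallest share that can be shown is 0.1469% (3 read-outs), and at 10 read-outs the interval runs from 23.66% to 76.34% and the smallest share is 30%.

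Experimental parameters (conversion efficiency, inaccurate conversion efficiency, oxidation efficiency and sequencing error) were estimated for each replicate from the Watson-strand control cytosines, as the mode of the posterior distribution under the hierarchical priors of the paper, fitted per genotype with the prior proportions of the controls integrated out. They were then held fixed, as in the version of Lux for distributed computing. At each cytosine the proportions of C, 5mC and 5hmC were sampled by Markov chain Monte Carlo written for this purpose, since Stan was not available, with a Dirichlet prior of 0.8 per component on the proportions shared by the replicates and a gamma prior with shape 2 and rate 0.3333 on the concentration. After 1000 warm-up sweeps, 1000 draws were kept, 5 sweeps apart. The Bayes factor (BF) was computed with the Savage-Dickey ratio from a kernel density estimate at 0 of the 1000000 pairwise differences of draws between genotypes. Windows of 100 bp with a step of 50 bp and at least 3 CpG cytosines were fitted with the locus-level model. MLML was represented by its constrained maximum likelihood in closed form, and MOABS was not run. The programs were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.

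BS-seq and oxBS-seq of the same replicate number were taken as one replicate. Means of 3 Tet2kd and 3 v6.5 replicates were compared with exact permutation tests over the 20 assignments (smallest p 0.1), and with a replicate block as exact sign-flip permutation tests of the 3 differences between replicates of the same number (smallest p 0.25). Comparisons across cytosines used 100000 permutations, or 10000 where replicates were recombined, and cytosines are not independent replicates. Differential cytosines were called with Fisher's exact test on counts summed over replicates, with Benjamini-Hochberg adjustment and a threshold of 0.01, and again with quasi-binomial logistic regression over the 6 samples of an assay, with and without a replicate block, and with the Cochran-Mantel-Haenszel test. Each count of cytosines or windows was recomputed for all 10 splits of the 6 replicates into 3 against 3.

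The cytosines and regions named in the text were set by a rule written before the processed files arrived. The rule takes every cytosine, window and locus that the paper names by position, and the 10 CpG cytosines with the largest BF whose 5mC change has one sign in all 9 pairs of a Tet2kd and a v6.5 replicate. The alternatives were coverage minimums of 100 and 1000, ideal experimental parameters, the frequency method, constrained maximum likelihood, down-sampling to 12 and 30 read-outs, other thresholds, a Dirichlet prior of 1, the kernel bandwidth of Scott's rule, another random seed, other window sizes, the replicate block, and leaving out each replicate in turn. Chosen after the files were seen were the oxidation efficiencies read by eye from Fig. 1e, the raw oxidation efficiency with Crick-strand read-outs, and another seed for the windows.

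The code was tested on simulated data. The fitted oxidation efficiencies were within 0.0047 of the simulated ones. Over 384 simulated CpG cytosines, 200 of them with a change, the median absolute error of a proportion in a replicate was 0.00998. Across the same cytosines, the simulated and fitted 5mC changes correlated with 0.9181. This fit was given the simulated experimental parameters, the same in both genotypes, so errors of the efficiencies were not part of it. A BF above 1 was obtained for 38 of the 52 cytosines with a simulated 5mC change above 0.3 and for 0 of 184 without a change. Fisher's exact test called 142 of 153 cytosines with and 131 of 231 without a simulated change in BS-seq, quasi-binomial regression 38 and 0, and quasi-binomial regression with the replicate block 1 and 0. The areas under the receiver operating characteristic curves were left out, because 13 of the 1001 choices of 4 of the 14 loci hold 132 CpG cytosines and the 4 loci could not be told from their number.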

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

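The covered cytosines include 3 loci that the paper does not report on, where no cytosine reached 10 read-outs in all 12 samples. At the locus on chromosome 1 at 93674763, 59.36% of CpG read-outs were C over the 12 samples. In BS-seq the share was 51.35% ± 1.87 in v6.5 and 70.28% ± 1.11 in Tet2kd cells, and in oxBS-seq 45.98% ± 3.16 and 64.83% ± 4.83 (SD, n = 3 each; exact permutation test, p = 0.1 for each assay, the smallest possible), higher in 3 of 3 Tet2kd replicates. Incomplete bisulfite conversion was tested as a technical explanation, with a prediction made after the values were seen: it would leave non-CpG cytosines of the locus as C too, but only 0.3021% of their read-outs were C. CpG read-outs in BS-seq numbered 4930 to 20649 in v6.5 (49.55% to 53.29% C) and 9160 to 37701 in Tet2kd samples (69.04% to 71.17% C). In oxBS-seq they numbered 2387 to 31396 (43.22% to 49.43% C) and 2414 to 26086 (60.25% to 69.88% C). Total coverage thus overlapped while the shares did not, which argues against total coverage as the cause. The samples did not all cover the same cytosines, however. Of 28 CpG cytosines, oxBS-seq replicate 2 covered 14 in v6.5 and 14 in Tet2kd cells, and Tet2kd BS-seq replicate 3 covered 23. Since the shares were pooled over covered cytosines, an effect of which cytosines were covered was not excluded. Contamination and preferential amplification of one allele could not be tested with these counts, so the increase cannot be told apart from them. It has the direction of the 5mC gain at the other loci and may reflect the same effect of Tet2 depletion.

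At the locus on chromosome 7 at 27998177, 91.86% of CpG read-outs were C over the 11 samples that cover it. The shares ranged from 31.58% to 100% between samples, and in BS-seq they were 71.88% ± 35.11 in v6.5 and 92.21% ± 3.53 in Tet2kd cells (SD, n = 3 each; exact permutation test, p = 0.4), so no difference between genotypes was detectable. The locus holds 1 CpG cytosine, and the low v6.5 mean rests on replicate 1, with C in 6 of 19 read-outs. The v6.5 replicates 2 and 3 had 88.24% and 95.83%. In oxBS-seq the mean was 95.92% in v6.5, where replicate 2 was not covered, and 96.17% in Tet2kd cells. The non-CpG share was 0.6271%, which leaves little room for incomplete conversion. At the locus on chromosome 8 at 109430295, 20.00% of CpG read-outs were C in the only sample that covers it, and no biological explanation was tested.

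At the 5hmC control, 99.90% of Crick-strand read-outs were C over all samples, in BS-seq and oxBS-seq, although the controls were analysed on the Watson strand. Over the 5mC and 5hmC controls, the Crick-strand share of C was between 99.88% and 99.96% in all samples, so that neither bisulfite nor oxidation lowered it. A candidate explanation, written down after the values were seen, is that reads of the Watson strand with almost no conversion were aligned as Crick-strand reads. The Crick-strand coverage of the 5hmC control would then follow its Watson-strand C share. Over the 6 oxBS-seq samples the Pearson correlation was 0.9955 (permutation p = 0.001389) and the Spearman correlation 1.000 (permutation p = 0.002778), and without the 2 samples farthest from the median it was 0.9967. The 3 samples of a genotype are too few for a test. In both genotypes, the Crick-strand coverage relative to the Watson strand rose with the Watson-strand C share. Crick-strand coverage was 57.79% to 67.14% of Watson-strand coverage in BS-seq and 7.98% to 34.09% in oxBS-seq. The explanation was not ruled out by this test, and no biological explanation applies to a spike-in. Counting these read-outs as unconverted Watson-strand reads changes the difference in oxidation efficiency to -0.1575, with the same direction.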

How the results depend on the processing

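The alternatives were set before the processed files arrived, except the oxidation efficiencies of Fig. 1e, the raw efficiency with Crick-strand read-outs and another seed for the windows, which were chosen after seeing the data. Of 333 alternative values, 279 were unchanged in direction and threshold, or within the spread of the replicates or a factor of 1.5 for counts. Another 9 were weaker, 0 stronger, 9 reversed and 36 moved. For differences between genotype means of replicates, unchanged means only that the direction was kept. Their exact tests cannot give a p below 0.1, so no such alternative could become weaker or stronger. The mean CpG 5hmC difference counted as unchanged at -0.001855 and, with the efficiencies of Fig. 1e, at -0.02291. So did the Runx1 5hmC difference at -0.004576 (exact permutation test, p = 0.8) and, by the frequency method, -0.03591 (same test, p = 0.1). The v6.5 5hmC at cytosines with 5mC gain was higher under every alternative, but the difference of 0.04518 fell to 0.02566 with ideal parameters and 0.007234 within loci. The mean CpG 5mC and C differences, the 5mC difference at the Runx1 locus and the difference in oxidation efficiency kept their direction under every alternative, and the number of windows with BF above 1 stayed within a factor of 1.5.

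The coverage minimum of 1000 read-outs left fewer cytosines, 61 with 5mC gain, 232 and 338 by Fisher's exact test in BS-seq and oxBS-seq, and 15 with BF above 1. The replicate correlation of 5hmC was then 0.4879 for constrained maximum likelihood against 0.5104 for Lux, so the difference between the methods depended on depth. The minimum of 100 gave 0.4379 for Lux. Lux fits the replicates of a genotype with shared proportions, and constrained maximum likelihood fits each replicate alone. The correlations therefore cannot show which estimates are better. Down-sampling to 12 read-outs gave a mean 5hmC difference of 0.01736, replicate correlations of 0.7598 for Lux and 0.08095 for constrained maximum likelihood, 1 and 0 cytosines by Fisher's exact test, 75 with BF above 1 and 13 with BF above 3. At 30 read-outs these values were 0.005669, 0.6956, 0.1590, 20 and 38, and 54 with BF above 1. Shallow counts may widen the posterior of each cytosine and draw 5hmC towards its prior, which may account for the reversed 5hmC difference. This was not tested.

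Ideal parameters left 11 cytosines with BF above 1 and 2 with BF above 3, and turned the 5mC change at chr15:100,300,108 into 0.01854, since C read-outs in oxBS-seq then all count as 5mC. A gain above 0.2 was reached by 94 cytosines, and 83 had a gain in each paired difference of the replicate block. Changes from different replicates correlated with -0.04858 and the means of the 14 loci with -0.5082. Lux replicate correlations were 0.3235 in Tet2kd cells and 0.6304 by Spearman correlation, and that of constrained maximum likelihood 0.1881 in Tet2kd cells. Quasi-binomial regression called 34 and 0 cytosines in BS-seq and oxBS-seq, 0 and 0 with the replicate block, a C fraction difference of at least 0.1 171 and 171, and CpG cytosines only 287 and 305. The regression includes the variation between replicates, which Fisher's exact test on summed counts leaves out.

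Leaving out 1 replicate at a time, the mean CpG 5hmC difference ran from -0.01476 to 0.008704, that of the Runx1 locus from -0.02743 to 0.01095, and the 5mC change at chr4:136,547,567 from -0.05386 to 0.01213. Cytosines with BF above 1 numbered 10 to 33 and with BF above 3 from 1 to 5. Among the reversed values, 4 of the 5hmC differences came from leaving out v6.5 replicate 2 or a Tet2kd replicate. With 3 replicates and oxidation efficiencies that differ between them, the direction of the mean 5hmC difference is not determined by these data.

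The areas under the receiver operating characteristic curves and their alternative were not run, because 13 of the 1001 choices of 4 loci hold 132 CpG cytosines.

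For each count of cytosines or windows, 1 of the 10 splits of the 6 replicates, the real one, gave a result as large. Other splits gave 17 to 92 cytosines with 5mC gain above 0.1 (real 164), 208 to 405 differential cytosines in BS-seq by Fisher's exact test (464) and 642 to 749 in oxBS-seq (788), 2 to 7 cytosines with BF above 1 (30), 0 to 1 with BF above 3 (5), and 0 windows with BF above 1 (17). With 10 splits, a share below 0.1 cannot be reached.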

Differences from the paper's values

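The oxidation efficiency of Tet2kd replicate 2 was 0.5446 against the paper's value of about 0.87 in Fig. 1e, read by eye, and that of Tet2kd replicate 3 was 0.4864 against the paper's about 0.80 in Fig. 1e. The control cytosines of both strands (0.5089 and 0.4643) and the raw efficiency (0.5120 and 0.4379) did not close the gap, nor did the raw efficiency with Crick-strand read-outs (0.3960 and 0.3297), which was chosen after seeing the values.

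A BF above 3 was obtained for 5 cytosines against the paper's 8. Of the alternatives set before the files arrived, down-sampling to 30 read-outs (7) and a Dirichlet prior of 1 (6) were within a factor of 1.5 of the paper's count, and the others, with 1 to 5 or 13 cytosines, were not. At chr4:139,783,857 the BF was 8.404 against the paper's about 68 in Fig. 3a, read by eye, and none of the alternatives closed the gap. At chr15:100,300,108 the BF was 47.96 against the paper's about 13 in Figure S10b, read by eye, and none of the alternatives closed the gap. For the cytosine of Figure S10c on chromosome 15, the BF was 1.872 against the paper's about 4.6 in Figure S10c, read by eye. Without v6.5 replicate 1 it was 3.864, within a factor of 1.5 of the paper's, and the other alternatives did not close the gap.

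The 5mC proportion at chr15:100,300,108 in Tet2kd cells was 0.04467 against the paper's 0.20. The alternatives set beforehand that came within the replicate SD or a factor of 1.5 were ideal parameters (0.2543), the frequency method and constrained maximum likelihood without parameters (0.2665 each) and down-sampling to 12 read-outs (0.1568), and the oxidation efficiencies of Fig. 1e, chosen after seeing the values, gave 0.2010. The other alternatives did not.

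The BF of the window chr15:61,868,740–61,868,840 was 20.66 against the paper's value above 1e16. With ideal parameters it was 3.9e+17, above the paper's bound, and under no other alternative was it above the bound. With control-based parameters, other windows had large gaps in both directions. On chromosome 4 the BF was 6.181 against the paper's 1.989e+18 from 139783662 to 139783762. From 139783762 to 139783862 it was 4.7e+31 against the paper's 211. The value under ideal parameters therefore does not show that the parameters are the reason for the gap. The BF rests on a kernel density of sampled differences at 0. Where no sampled difference lies near 0, only the tail of the kernel sets its value. On chromosome 11, from 3525784 to 3525884, the log10 BF reached 537.9. The size of such large BFs is therefore not meaningful.

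The mean 5hmC proportion over the readable CpG rows of Table S3 was 0.06718 in Tet2kd replicate 2 against the paper's 0.0425, and 0.07561 in Tet2kd replicate 3 against the paper's 0.0462. Among the alternatives set beforehand, ideal parameters (0.03824 and 0.03777) and constrained maximum likelihood without parameters (0.03207 and 0.03454) closed both gaps, and constrained maximum likelihood with control-based parameters (0.05846) closed that of replicate 2. The oxidation efficiencies of Fig. 1e, chosen after seeing the values, gave 0.04350 and 0.04694.

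The paper states a higher oxidation efficiency in Tet2kd than in v6.5 cells, and here the difference was -0.1124. In the ranking of the paper by BF the cytosine chr15:100,300,108 comes after others, and here it has the largest BF with control-based parameters. With the oxidation efficiencies of Fig. 1e its BF was 3.471, below the 19.87 of chr4:139,783,857. With ideal parameters the BFs of these cytosines were 1.728 and 4.456. The paper describes the 5mC level at chr15:100,300,108 as unaffected, and here it changed by -0.1802. Of the cytosines in the window above, 3 had a BF above 1 here, more than the paper states. The paper finds better replicate correlations of 5mC for Lux than for MLML, and here the mean correlations in v6.5 cells were 0.9731 for Lux and 0.9864 for constrained maximum likelihood.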

Other observations

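Predictions for the tests of the Crick-strand read-outs, of the profile along the 5hmC control, of the 2 strands at chr15:100,300,108, of the non-CpG cytosines and of incomplete conversion at the chromosome 1 locus were written after the results were seen, and the others before the results they concern.

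The paper's per-cytosine values of Tet2kd cells could be compared with both sets of oxidation efficiencies. Over the 346 readable CpG rows of Table S3, the median absolute difference of the 5hmC proportion from the paper's was 0.0031, 0.0033 and 0.0024 in v6.5 replicates 1 to 3. In Tet2kd replicates 1 to 3 (316 rows in replicate 3) it was 0.0124, 0.0154 and 0.0195 with control-based efficiencies and 0.0027, 0.0025 and 0.0025 with the efficiencies of Fig. 1e, which were entered after the values were seen. At the efficiencies of Fig. 1e the log-likelihood of the control counts was lower by 13 to 48 units in v6.5 replicates and by 516, 750 and 802 units in Tet2kd replicates 1 to 3. For the 5hmC control to yield the observed counts at those efficiencies, 5hmC would have to make up 69.5%, 58.9% and 54.7% of its modified cytosines in Tet2kd replicates 1 to 3, and 92.2%, 90.4% and 94.4% in v6.5 replicates 1 to 3.

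With control-based efficiencies the mean CpG 5hmC proportion was not lower in Tet2kd cells beyond the spread of the replicates (difference -0.001855; exact permutation test, p = 0.9). A candidate explanation is the size of the control-based efficiencies. With ideal parameters the difference was -0.006687 (exact permutation test, p = 0.2), without separation of the replicates. Constrained maximum likelihood without parameters gave -0.006236 (exact permutation test, p = 0.3), also without separation. By the frequency method the difference was -0.01225, with every Tet2kd replicate below every v6.5 replicate (exact permutation test, p = 0.1, the smallest possible). These settings all take oxidation as complete and cannot separate less 5hmC from less complete oxidation. At the Runx1 locus the replicates were separated with ideal parameters as well (-0.01575; exact permutation test, p = 0.1). The absence of a detectable loss therefore cannot be told apart from an effect of the estimated efficiencies.

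The inverse correlation of 5mC and 5hmC changes could arise from errors of single oxBS-seq libraries, because oxBS-seq divides modified cytosines between 5mC and 5hmC. The mean correlation was -0.6516 within replicates and -0.04858 (permutation test, p = 0.0828) when both changes came from different replicates. The remainder is too small to separate a shared relation from none, so the correlation cannot be told apart from this explanation. The higher v6.5 5hmC at cytosines with 5mC gain was tested in the same way. With 5hmC from a v6.5 replicate that was not used for the gain, the difference was 0.05490 (permutation p = 1e-04, the smallest possible). The replicates of a genotype were fitted with shared proportions, so the replicate left out still informed the others. The test therefore cannot exclude an error of a single library. Within loci, the difference of 0.007234 shows that most of the higher 5hmC lies between loci.

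At a CpG site both cytosines would be expected to change together if the change is maintained on both strands. Over 170 CpG sites with both cytosines covered, and after subtraction of locus means, the changes of the 2 cytosines correlated with 0.7979 for C and 0.4242 for 5mC (permutation p = 1e-04 each, the smallest possible), and with -0.05087 for 5hmC (permutation p = 0.680). Cytosines are not independent replicates. The 5hmC changes of single cytosines within a locus may therefore be noise that differs between strands, although hydroxymethylation of a single strand was not tested and cannot be excluded.

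The 5hmC increase at chr15:100,300,108 was also compared between strands. The other cytosine of the CpG site changed by -0.01847 in 5hmC, with 0.3299 higher 5mC. A change confined to the reads of one strand may explain the increase, for example uneven amplification of the plus-strand reads, whose coverage was 64 to 1555 read-outs, but a strand-specific modification was not excluded. Of the 36 CpG cytosines of the Letmd1 locus, 28 had a higher 5hmC proportion in Tet2kd cells.

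Along the 5hmC control, 5 cytosines between 23893 and 23902 had a lower C share in BS-seq than the rest (68.35% against 85.33%). If oxidation struck each cytosine independently, the share in oxBS-seq would fall by the same proportion, 0.8010. The ratio in oxBS-seq was 0.9689 (33.87% against 34.95%). Independent incomplete oxidation of cytosines therefore does not account for the level profile, and other explanations, such as a share of molecules that escapes oxidation or conversion as a whole, were not tested.

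Outside CpG, and over the 13 loci other than the unmethylated one, cytosines before A had a mean C share of 1.117% and those before C or T of 0.3912%, a ratio of 2.856. At the unmethylated locus of chromosome X the share before A was 0.1033%. The share before A was higher in every Tet2kd replicate than in every v6.5 replicate, 1.217% ± 0.009 against 1.062% ± 0.046 in BS-seq and 1.217% ± 0.065 against 0.974% ± 0.031 in oxBS-seq (SD, n = 3 each; exact permutation test, p = 0.1 for each assay, the smallest possible). The replicates were also separated before T in BS-seq (0.519% to 0.552% against 0.482% to 0.511%) and before C in oxBS-seq (0.273% to 0.317% against 0.236% to 0.268%). They overlapped before C in BS-seq and before T in oxBS-seq. The genotype difference was therefore not confined to cytosines before A. Incomplete bisulfite conversion would give the same share before every base. Methylation of CpA in embryonic stem cells is a hypothesis that may explain the ratio, but reads from variant or misaligned sequence were not tested. Of the 2044 non-CpG cytosines, 32 had a median C share above 5% over the 12 samples, 23 of them before A.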
